# TERMINAL FLOWER 1-FD complex target genes and competition with FLOWERING LOCUS T

**DOI:** 10.1038/s41467-020-18782-1

**Published:** 2020-10-12

**Authors:** Yang Zhu, Samantha Klasfeld, Cheol Woong Jeong, Run Jin, Koji Goto, Nobutoshi Yamaguchi, Doris Wagner

**Keywords:** Developmental biology, Plant sciences

## Abstract

Plants monitor seasonal cues to optimize reproductive success by tuning onset of reproduction and inflorescence architecture. TERMINAL FLOWER 1 (TFL1) and FLOWERING LOCUS T (FT) and their orthologs antagonistically regulate these life history traits, yet their mechanism of action, antagonism and targets remain poorly understood. Here, we show that TFL1 is recruited to thousands of loci by the bZIP transcription factor FD. We identify the master regulator of floral fate, *LEAFY* (*LFY*) as a target under dual opposite regulation by TFL1 and FT and uncover a pivotal role of FT in promoting flower fate via *LFY* upregulation. We provide evidence that the antagonism between FT and TFL1 relies on competition for chromatin-bound FD at shared target loci. Direct TFL1-FD regulated target genes identify this complex as a hub for repressing both master regulators of reproductive development and endogenous signalling pathways. Our data provide mechanistic insight into how TFL1-FD sculpt inflorescence architecture, a trait important for reproductive success, plant architecture and yield.

## Abstract (web summary)

The flowering regulators TFL1 and FT act antagonistically to synchronize reproductive transition in flowering plants. Here Zhu et al. show that TFL1 is recruited by the bZIP transcription factor FD to thousands of target loci and reveal that FT competes with TFL1 for chromatin bound-FD at shared targets including *LFY*, upregulation of which by FT promotes floral fate.

## Introduction

Of particular importance for reproductive success of flowering plants is optimal timing of onset of reproductive development and of the transition from branch to floral fate in the inflorescence in response to seasonal cues^1–5^. For example, in plants that flower only once, like *Arabidopsis* and most crops, an early switch to flower formation allows rapid completion of the life-cycle and is beneficial in a short growing season^5–7^. At the same time early onset of flower formation reduces seed set and yield since flowers form in lieu of branches, which support production of more flowers per plant^5–8^. By contrast, delaying flower formation increases branching and total flower number, but prolongs time to seed set^5–8^.

Key regulators of seasonal control of onset of reproductive development and of the switch from branch to floral fate in primordia of the inflorescence are members of the phosphatidylethanolamine-binding protein (PEBP) family of proteins^5,6,9,10^. Among these, FT promotes onset of the reproductive phase and flower formation (determinacy), while TFL1 promotes vegetative development and branch fate (indeterminacy)^9,11–13^. *Arabidopsis* flowers in the spring and FT accumulates when the daylength exceeds a critical threshold, while TFL1 is present in both short-day and long-day conditions^2,3,14^.

FT and TFL1 are small mobile proteins, which have been implicated in transcriptional regulation but do not have DNA-binding domains^14–18^. Biochemical and genetic studies showed that FT physically interacts with the bZIP transcription factor FD via 14-3-3 proteins and similar interactions have recently been described for TFL1^19–22^. Indeed, despite their antagonistic roles, TFL1 and FT are distinguished by only a small number of nonconservative amino acid changes^11,12,23,24^. FT can be converted into TFL1 and vice versa by a single amino acid substitution and such mutations have been selected for during crop domestication^23–26^. Accumulating evidence suggests that FT acts as a transcriptional co-activator, while TFL1 may either prevent FT activity or act as a co-repressor^23,27^. However, non-nuclear roles have also been described for both TFL1 and FT^28,29^.

A key unanswered question is how the florigens modulate plant form—what are the downstream processes they set in motion and what is molecular basis for their antagonism? Here we show that TFL1 is recruited to target loci by the bZIP transcription factor FD. We identify the master regulator of floral fate, LEAFY, as a target under dual opposite regulation by TFL1 and FT and uncover a prominent role for FT in LFY upregulation. We find that the antagonism between TFL1 and FT relies on competition for access to chromatin bound FD at the *LFY* locus and other shared targets. Finally, we identify hundreds of TFL1–FD regulated genes linking this complex not only to repression of master regulators of floral fate, but also of diverse endogenous signalling pathways. The combined data reveals how TFL1 and FT tune inflorescence architecture in response to seasonal cues by altering transcriptional programs that direct primordium fate in the inflorescence.

## Result

### TFL1 is recruited to thousands of loci by the bZIP transcription factor FD

Mechanistic insight into TFL1 activity has been hampered by low protein abundance. To overcome this limitation and to test the role of TFL1 in the nucleus, we first generated a biologically active, genomic GFP-tagged version of TFL1 (gTFL1-GFP *tfl1-1*) (Supplementary Fig. 1a–c) and identified a developmental stage and tissue where TFL1 accumulates. TFL1 protein strongly accumulated in branch meristems in the axils of cauline leaves in 42-day-old short-day grown plants just prior to the switch to flower formation (Fig. 1a). To conduct TFL1 chromatin immunoprecipitation followed by sequencing (ChIP-seq), we next isolated shoot apices at this stage for anti-GFP immunoprecipitation. Because TFL1 is present in very few cells and binds chromatin indirectly, we combined eight individual ChIP reactions per replicate to enhance detection. We conducted FD ChIP-seq in analogous fashion using a published, biologically active, genomic fusion protein (gFD-GUS *fd-1*)^20^ (Supplementary Fig. 1d). This approach yielded high-quality ChIP-seq data in both cases (Supplementary Figs. 2 and 3a).

**Fig. 1:**
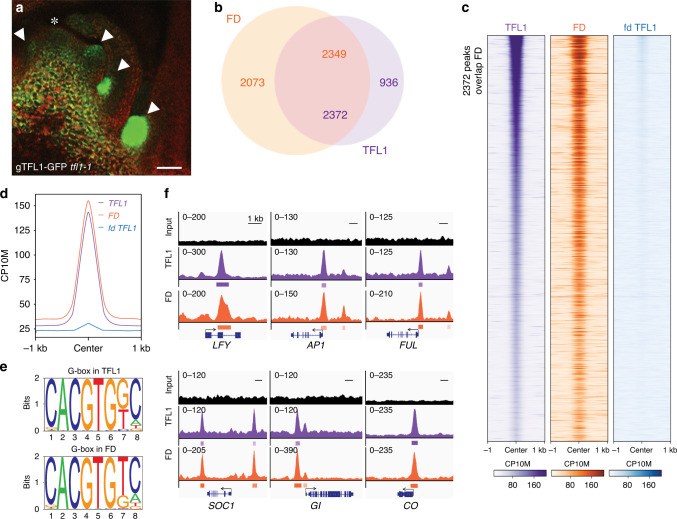
TFL1 is recruited by FD to target loci. **a** gTFL1-GFP expression in branch meristems (arrowheads) in the axils of cauline leaves in 42-day-old short-day grown plants. Asterisk: shoot apex. **b** Overlap of significant (MACS2 *q* value ≤ 10^−10^) FD and TFL1 ChIP-seq peaks. Numbers in the intersect show FD peaks overlapping with TFL1 peaks (orange) and TFL1 peaks overlapping with FD peaks (purple). **c**, **d** Comparison of ChIP-seq datasets. Heatmaps of TFL1, FD and TFL1(fd) ChIP-seq peaks (**c**). All heatmaps are centred on TFL1-binding peak summits and ranked from the lowest to the highest TFL1 summit signal. CP10M: counts per 10 million reads. ChIP-seq signal at TFL1 summits for TFL1 in the wild-type or in *fd* mutants and for FD (**d**). **e** Most significant motifs identified by de novo motif analysis under TFL1 or FD peak summits. **f** Browser view of TFL1 and FD-binding peaks at genes that promote onset of reproductive development^3^ (*SOC1, GI, CO*) or the switch to flower fate^32^ (*LFY, AP1, FUL*). Significant peaks (summit *q* value ≤ 10^−10^) according to MACS2 are marked by horizontal bars, with the colour saturation proportional to the negative log 10 *q* value (as for the narrowPeak file format in ENCODE). See also Supplementary Figs. 1–3 and Supplementary Data 1.

In total, we identified 3308 and 4422 significant TFL1 and FD peaks (MACS2 summit qval ≤ 10^−10^), respectively (Fig. 1b). The TFL1 peaks significantly overlapped with the FD peaks (72% overlap, *p* val < 10^−300^, hypergeometric test; Fig. 1b–d). De novo motif analysis of ChIP peak summits identified the G-box *cis* motif, a known FD-binding site^30^, as most significantly enriched (*p* val < 10^−470^) and frequently present (>84%) under TFL1 bound and TFL1/FD co-bound peaks (Fig. 1e and Supplementary Fig. 2). To test whether TFL1 chromatin occupancy is dependent on the presence of FD, we also performed TFL1 ChIP-seq in the *fd-1* null mutant. TFL1 chromatin occupancy was strongly reduced in *fd-1* (Fig. 1c, d). Our data point to a prominent nuclear role for TFL1 and show that FD recruits TFL1 to the chromatin of target loci.

Annotating FD and TFL1 peaks to genes identified 2699 joint TFL1 and FD targets. Gene Ontology (GO) term enrichment analysis implicates these targets in abiotic and endogenous stimulus response and reproductive development (Supplementary Table 1). TFL1 and FD peaks were present at loci that promote onset of the reproductive phase in response to inductive photoperiod^2,3,31^ like *GIGANTEA* (*GI*), *CONSTANS* (*CO*), and *SUPPRESSOR OF CONSTANS 1* (*SOC1*) and at loci that promote floral fate^31,32^ such as *LFY*, *APETALA1* (*AP1*), and *FRUITFULL* (*FUL*) (Fig. 1f). Identification of these TFL1 and FD co-bound targets fits with the known biological role of TFL1 as a suppressor of onset of reproduction and of flower fate and the proposed molecular function of TFL1 in opposing gene activation^11–13,27^.

### LEAFY is under dual opposite regulation by TFL1/FD and FT/FD

We selected the *LEAFY* (*LFY*) gene, which encodes a master regulator of flower fate^33,34^, to further probe the molecular mechanism of action of TFL1. While TFL1 promotes branch fate, LFY promotes flower fate in primordia (Supplementary Fig. 4a–f)^13,33–35^. Using independent biological replicates, we confirmed FD-mediated TFL1 binding to *LFY* by ChIP-qPCR (Supplementary Fig. 4g, h). To test whether *LFY* expression is rapidly repressed by the TFL1–FD complex, we generated transgenic plants expressing a steroid inducible version of TFL1 (TFL1^ER^; Supplementary Fig. 5). A single steroid treatment reduced *LFY* levels by 50% after 4 h (Supplementary Fig. 4i). The combined data suggest that the TFL1–FD complex directly represses *LFY*.

To better understand TFL1 recruitment to the *LFY* locus, we identified the genomic region sufficient and the *cis* motifs necessary for TFL1 association with the *LFY* locus. TFL1 and FD peak summits located to the second exon of *LFY* (Fig. 1f and Supplementary Fig. 4g, h) and *LFY* reporters that lacked the second exon were not repressed in response to TFL1 overexpression (Supplementary Fig. 6a, b). Exonic transcription factor-binding sites, although rare, are found in both animals and plants, and frequently link to developmental regulation^36,37^. To test whether LFY exon 2 (e2) alone is sufficient to recruit TFL1–FD, we transformed gTFL1-GFP *tfl1-*1 plants with a T-DNA containing only *LFY* e2. We detected strong TFL1 recruitment to the introduced copy of e2, using primer sets that specifically amplify the transgene borne exon (Fig. 2a). Next we identified three putative bZIP-binding sites in the second exon of *LFY;* These include an evolutionarily conserved G-box and two partially conserved C-boxes (Fig. 2b). When we transformed gTFL1-GFP *tfl1-*1 with a version of LFY e2 in which the three bZIP binding were mutated (e2m3), we were unable to detect TFL1 binding to the introduced copy of e2m3 (Fig. 2a). The three bZIP-binding sites in the second exon of *LFY* are thus necessary for TFL1 recruitment. Similar results were obtained when we tested TFL1 recruitment to e2 and e2m3 via FD in yeast (Supplementary Fig. 6c).

**Fig. 2:**
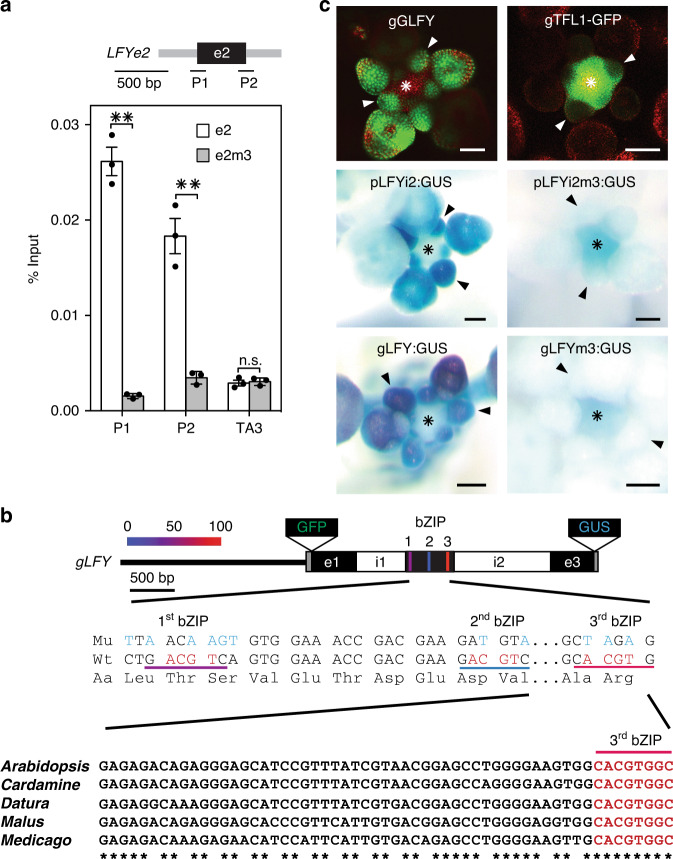
Exonic bZIP *cis* motifs mediate TFL1 recruitment to *LFY*. **a** TFL1 recruitment to *LFY* exon 2 (e2) or a bZIP-binding site mutated version thereof (e2m3) in 42-day-old short-day-grown plants. Top: LFY exon 2 (e2, black rectangle) and T-DNA vector (grey line). Centre: location of amplicons P1 and P2, each consisting of one exon 2-specific and one vector-specific primer. Bottom: gTFL1-GFP ChIP-qPCR. Progeny pools of >50 random gTFL1-GFP T_1_ plants transformed with e2 or e2m3 were analyzed. Shown are mean ± SEM of three independent biological experiments (black dots). *P* values unpaired one-tailed *t*-test: **P1 = 0.0018, **P2 = 0.0078; n.s. TA3 = 0.35. **b** Top: genomic *LFY* construct with GFP (gGLFY) or beta-glucuronidase (gLFY-GUS). Putative bZIP-binding motifs in *LFY* exon 2 are colour-coded based on conservation. For the pLFYi2:GUS reporter diagram see Supplementary Fig. 6a. Centre: mutation of the three bZIP-binding motifs without changing the primary amino acid sequence. Bottom: evolutionary conservation of the G-box (3rd bZIP). **c** Top: expression domain of LFY and TFL1 proteins in inflorescence apices with flower primordia. Centre and Bottom: accumulation of beta-glucuronidase in a wild-type or bZIP-binding site mutated (m3) reporter (pLFYi2:GUS) or genomic construct (gLFY-GUS). Plants were grown in long day. Staining was conducted under identical conditions. Arrowheads: flower primordia; asterisk: inflorescence shoot apex; Scale bars: 2 mm. See also Supplementary Figs. 4–6.

Having identified the *cis* motifs necessary for TFL1 recruitment to *LFY*, we next probed their contribution to spatiotemporal *LFY* accumulation. *LFY* reporters that contain e2 (pLFYi2-GUS, Supplementary Fig. 6a) and a genomic *LFY* reporter (gLFY-GUS, Fig. 2b) recapitulated endogenous LFY expression (Fig. 2c, Supplementary Fig. 6d)^34,35^. Mutating the three bZIP-binding sites in pLFYi2-GUS or gLFY-GUS caused ectopic reporter expression in the centre of the inflorescence shoot apex (Fig. 2c, Supplementary Fig. 6d). This is the precise region where TFL1 protein accumulates during reproductive development (Fig. 2c)^14^. Indeed, *LFY* is known to be ectopically expressed in the inflorescence shoot apex of *tfl1* mutants during reproductive development^13^. Thus, TFL1–FD binding to the bZIP motifs of e2 of LFY is required to prevent ectopic *LFY* accumulation in the centre of the shoot apex.

Surprisingly, the bZIP-binding site mutations in the second exon of *LFY* in addition strongly reduced reporter expression in incipient and young flower primordia (Fig. 2c, Supplementary Fig. 6d). This suggests that the bZIP motifs may be required for *LFY* upregulation in these flower primordia, perhaps via FT. Based on prior studies^31,38–41^, *LFY* was not thought to be an immediate early FT target. Because constitutive mutants that delay onset of the reproductive phase, like *ft*, indirectly delay the switch to flower formation^42^ we wished to deplete FT specifically during the reproductive phase to test whether FT promotes *LFY* expression. Towards this end, we used a minimal *FT* promoter (p4kbFT) that is active in parts of leaves and stems in long-day grown plants only after day 12^43^. We fused p4kbFT to a previously characterized FT-specific artificial microRNA^44^. In the resulting conditional *ft* mutant (p4kbFT:amiRFT), onset of reproduction was not delayed (Fig. 3a, Supplementary Fig. 7). However, p4kbFT:amiRFT plants displayed a significantly delay in onset of flower formation and failed to upregulate *LFY* expression (Fig. 3a and Supplementary Fig. 7).

**Fig. 3:**
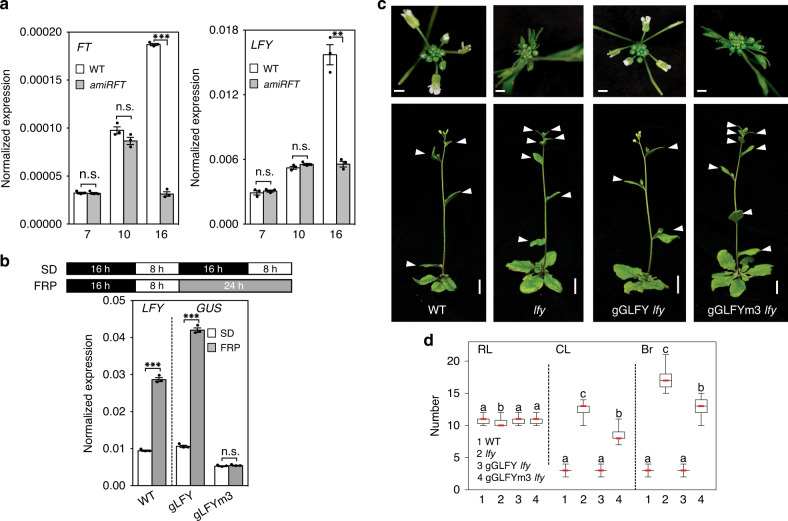
FT upregulates *LFY* expression to promote floral fate. **a** Expression of *FT* and *LFY* in above-ground tissues of long-day-grown wild-type (WT) and *pFT4kb:amiRFT* plants prior to onset of (day 7 and day 10) or during (day 16) reproductive development. **b** Effect of a single far-red enriched photoperiod (FRP) on *LFY* (left) and reporter (*GUS*, right) accumulation in 42-day-old short day (SD) grown plants. **a**, **b** Expression was normalized over *UBQ10*. Shown are mean ± SEM of three independent biological experiments (black dots). Unpaired one-tailed *t*-test; *p* values: n.s. *FT* day 7 = 0.407, n.s. *FT* day 10 = 0.052, ***FT day 16 = 6E−05; n.s. *LFY* day 7 = 0.258, n.s. *LFY* day 10 = 0.07, **LFY day 16 = 0.0045 (**a**) ***LFY WT ± FRP = 0.0004, ***gLFY-GUS ± FRP = 0.0001, n.s. gLFY-GUSm3 ± FRP = 0.217 (**b**). **c** Rescue of *lfy-1* null mutants by genomic GFP-tagged LFY (gGLFY) or a bZIP-binding site mutated version thereof (gGLFYm3) in long-day-grown plants. Representative inflorescence images (top and side view). Arrowheads indicate branches formed on the main stem. For m3 mutations see Fig. 2a. **d** Phenotype quantification of 15 independent transgenic lines for gGLFY *lfy* and gGLFYm3 *lfy*. RL rosette leaves, CL cauline leaves, Br branches. Box plot-median (red line), upper and lower quartiles (box edges), and minima and maxima (whiskers). Letters: significantly different groups *p* value < 0.05 based on Kruskal–Wallis test with Dunn’s *post hoc* test. Scale bars, 1 cm. See also Supplementary Figs. 6–10.

In a parallel approach to test the role of *FT* in LFY induction, we induced endogenous *FT* expression by treating 42-day-old short-day grown plants with a single far-red-enriched long-day photoperiod (FRP). Far-red light enhances *FT* induction by photoperiod (Supplementary Fig. 8a, b)^45,46^. In addition, FRP triggered significant *LFY* induction, which was dependent on the presence of FT (Supplementary Fig. 8c, d). A single FRP treatment also induced the gLFY-GUS reporter, but only if the bZIP-binding sites in e2 were intact (Fig. 3b). Finally, we probed for rapid *LFY* induction by FT after generating an estradiol inducible version of FT (35S:FT-HA^ER^) (Supplementary Fig. 9a–c). A single steroid treatment triggered significant *LFY* induction after 4 h (Supplementary Fig. 9d). After crossing FT-HA^ER^ to LFY reporters containing (pLFYi2:GUS) or lacking (pLFYi2m3:GUS) the bZIP-binding sites in e2, we tested reporter activity in response to steroid activation. GUS upregulation was similar to that of endogenous *LFY* when the bZIP-binding sites were present (Supplementary Fig. 9e). By contrast, GUS expression was not upregulated in the pLFYi2m3:GUS FT-HA^ER^ plants after steroid induction (Supplementary Fig. 9e). The combined loss-of-function, photoinduction and gain-of-function data indicate that FT–FD directly activates *LFY* expression via bZIP-binding sites in the second exon.

These findings prompted us to assess the biological importance of the *LFY* bZIP-binding sites for inflorescence architecture. While a genomic GFP-tagged *LFY* construct (gGLFY) fully rescued the *lfy-1* null mutant (in 24 out of 25 independent transgenic lines), a construct which preserves LFY protein sequence but has mutated bZIP-binding sites (gGLFYm3) yielded only partial rescue (in 15 out of 15 independent transgenic lines) (Fig. 3c, d and Supplementary Fig. 10). In the gGLFYm3 *lfy-1* plants onset of flower formation was significantly delayed, leading to formation of many more branches, and *LFY* accumulation was strongly reduced (Fig. 3c, d and Supplementary Fig. 10). The dramatic reduction of *LFY* accumulation is striking given the many additional positive inputs into *LFY* upregulation previously identified^38,40,47,48^. Our combined data uncover a pivotal role of FT in *LFY* upregulation and reveal that FT promotes flower formation via *LFY*. We note that *LFY* accumulation in the centre of the gGLFYm3 *lfy-1* shoot apex was much lower than that observed in *tfl1* mutants and that gGLFYm3 *lfy-1* did not exhibit the terminal flower phenotype typical of *tfl1* (Supplementary Fig. 10)^13^. This is expected since the bZIP mutations at the *LFY* locus prevent access of both TFL1 and of activating PEBP family members FT and the closely related TWIN SISTER OF FT (TSF). Indeed, it has been shown that the terminal flower phenotype of *tfl1* is suppressed in *tfl1 ft tsf* triple mutants^49^.

### FT competes TFL1 from FD bound at shared target loci

Having identified *LFY* as a target under dual opposite regulation by TFL1 and FT, we next investigated the mechanism underlying the TFL1–FT antagonism at this locus. To test for possible competition between FT and TFL1 at the chromatin, we conducted anti-HA ChIP-qPCR in 42-day-old short-day grown FT-HA^ER^ gTFL1-GFP plants four hours after mock or steroid application. Estradiol induction led to rapid recruitment of FT-HA to the second exon of *LFY*, the region occupied by FD and TFL1 (compare Fig. 4a, b to Supplementary Fig. 4h). Anti-GFP ChIP-qPCR performed on the same sample uncovered a concomitant reduction in TFL1 occupancy (Fig. 4a, b). We next asked whether upregulation of endogenous FT also triggers reduced TFL1 occupancy at the *LFY* locus. Towards this end, we treated plants with a single FRP to upregulate FT (Supplementary Fig. 8b). The single FRP likewise significantly reduced TFL1 occupancy at the *LFY* chromatin (Fig. 4c). By contrast, photoinduction of FT did not alter FD occupancy (Fig. 4d). To probe whether FT is recruited to the second exon of LFY via the bZIP-binding sites, we transformed FT-HA^ER^ with either a wild-type version of e2 or a bZIP-binding site mutated version thereof (e2m3). After steroid induction, we used transgene-specific primers to monitor FT binding to the two versions of *LFY* e2 by ChIP-qPCR. As described above for TFL1 (Fig. 2a), FT was recruited to *LFY* e2 alone (Fig. 4e). In addition, FT recruitment to the introduced copy of *LFY* e2 was abolished when the three bZIP-binding sites were mutated (Fig. 4e).

**Fig. 4:**
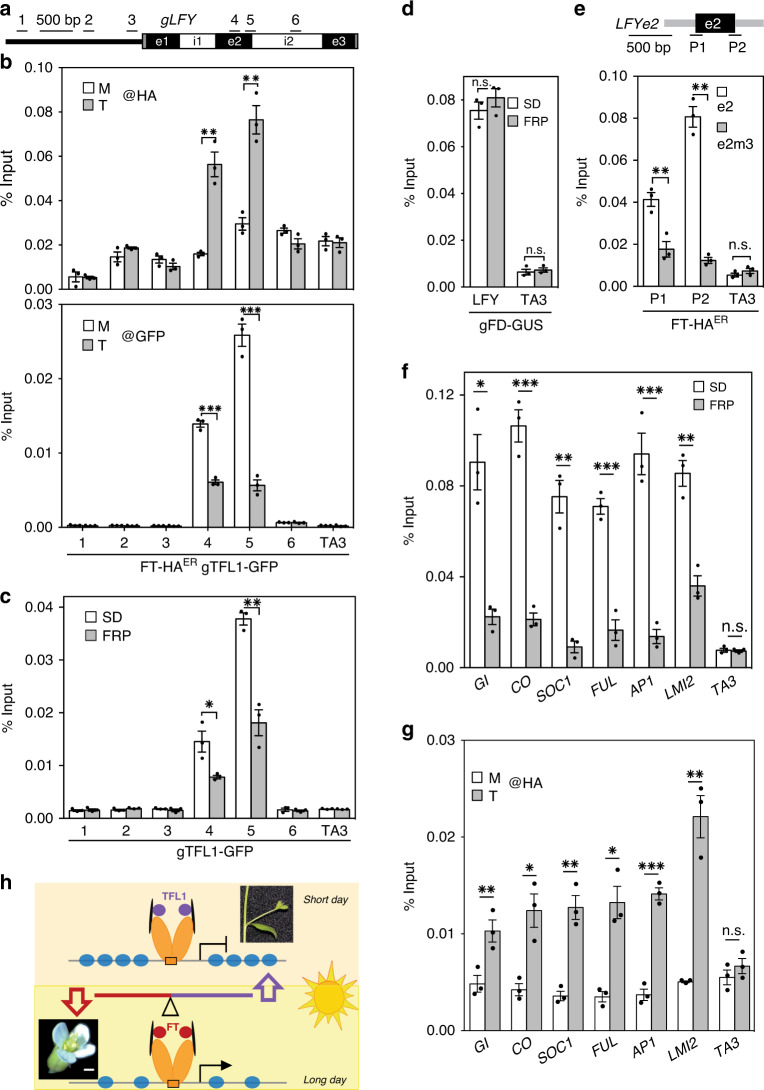
FT competes TFL1 from the chromatin. **a** *LFY* locus and primers used. **b** Top: FT-HA^ER^ occupancy at the *LFY* locus after 4-h mock (M) or steroid (T) treatment. Bottom: gTFL1 occupancy in the same sample. **c**, **d** Effect of *FT* upregulation by photoperiod (FRP, 24 h) on TFL1 (**c**) or FD (**d**) occupancy at the *LFY* locus. **e** FT-HA^ER^ recruitment to *LFY* exon 2 (e2) or a bZIP-binding site mutated version thereof (e2m3) after 4-hour steroid treatment. Top: LFY exon 2 (e2, black rectangle) and T-DNA vector (grey line). Centre: location of amplicons P1 and P2, each consisting of one exon 2-specific and one vector-specific primer. Below: FT-HA^ER^ ChIP-qPCR. Progeny pools of >50 random FT-HA^ER^ T_1_ plants transformed with e2 or e2m3 were analyzed (see also ref. ^108^). **f** Effect of photoperiod (FRP) on TFL1 occupancy at TFL1–FD target loci identified in Fig. 1f and *LMI2*^67^ **g** FT-HA^ER^ occupancy with or without 4-h estradiol treatment at TFL1–FD bound regions of target loci shown in **f**. **b**–**g** ChIP was performed in 42-day-old short-day-grown plants. Shown are mean ± SEM of three independent biological experiments (black dots). *P* values (unpaired one-tailed *t*-test): **b** anti-HA ChIP ** region 4 = 0.009, region 5 = 0.003; anti-GFP ChIP ***region 4 = 6E−05, region 5 = 0.006; **c** *region 4 = 0.039, **; region 5 = 0.002; **d** n.s. LFY = 0.18, TA3 = 0.29. **e** **P1 = 0.004, P2 = 0.002, n.s. TA3 = 0.12; **f** * *GI* = 0.016, ***CO = 0.0007, **SOC1 = 0.0015, ***FUL = 0.0003, ***AP1 = 0.007, *LMI2* = 0.0011, n.s. *TA3* = 0.34. **g** **GI = 0.009, *CO = 0.011, **SOC1 = 0.003, *FUL = 0.015, ***AP1 = 0.0001, **LMI2 = 0.008, n.s *TA3* = 0.17. **h** Model for antagonistic roles of TFL1 (purple circles) and FT (red circles) in promoting branch fate or floral fate, respectively. Increased FT accumulation leads to competition of TFL1 from bZIP transcription factor FD bound to chromatin and to onset of flower formation. FD dimers (orange ovals), 14-3-3 proteins (black disks).

Our combined data suggest that FT competes TFL1 from FD bound at exonic bZIP motifs at the *LFY* locus. The loss of TFL1 from the LFY locus via competition by FT is further supported by the finding that neither steroid nor FRP induction of FT reduced *TFL1* mRNA accumulation (Supplementary Figs. 8c and 9d).

Competition of TFL1 from FD by FT is not limited to the *LFY* locus. We tested whether FT induction by FRP competes TFL1 from the other direct TFL1–FD target loci we identified (Fig. 1f). FRP treatment reduced TFL1 occupancy at all loci tested (Fig. 4f). To confirm that FT indeed occupies the TFL1–FD bound sites at these loci, we also conducted ChIP-qPCR in FT-HA^ER^ after steroid induction. In the estradiol treated samples, we saw significant FT recruitment to the TFL1–FD bound regions at all loci tested (Fig. 4g). We conclude that the antagonism between FT and TFL1^19,21,27^ relies on competition for FD bound at the chromatin of shared target loci (Fig. 4h).

### Direct TFL1–FD repressed genes promote onset of flower formation and endogenous signalling

Our findings place florigens directly upstream of LFY, yet prior genetic data suggest that florigens act both upstream of and in parallel with LFY^39,50^. To gain insight into additional gene expression programs repressed by the TFL1–FD complex, we next conducted RNA-seq with and without FRP treatment. 

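RNA was sequenced from shoots of 42-day-old short-day-grown plants of 3 genotypes, the ft mutant, the wild type and the tfl1 mutant, after leaves and roots had been removed. Each genotype was collected without treatment and after 24 h of FRP, with 3 biological replicates per condition. This gives 18 libraries of single-end reads. The authors trimmed the reads with Trimmomatic, aligned them to the TAIR10 genome with STAR and counted reads on Araport11 genes with HTSeq without regard to strand. The deposited values are the raw counts per gene. The paper states that 2 biological replicates per genotype and treatment were selected after PCA, and its text does not give the reason for choosing those 12 libraries. The 6 libraries left out are replicate 1 of untreated ft and of untreated wild type, replicate 2 of untreated tfl1, and replicate 2 of each treated genotype. Values are reported first for the paper's 12 libraries and then for all 18.
Between 20470477 and 35851716 reads per library were counted on genes, with a median of 30942643.5. Untreated ft libraries held 29734854 to 30868764 counts (median 29812922) and treated ft libraries 33455501 to 34457807 (median 34081589). Untreated wild-type libraries held 20846452 to 27492881 (median 22869487) and treated ones 20470477 to 29385403 (median 23644078). Untreated tfl1 libraries held 31016523 to 34246333 (median 31298785) and treated ones 31257182 to 35851716 (median 32165601). In the paper's 12 libraries the totals ran from 22869487 to 34457807, with a median of 30414722.5.
FT (AT1G65480) lies on chromosome 1 of TAIR10 from 24331373 to 24333999. In replicates 1, 2 and 3 it had 11, 17 and 22 counts in untreated ft and 36, 27 and 28 counts in treated ft. All 6 wild-type libraries had 0 FT counts, untreated tfl1 had 1, 0 and 1, and treated tfl1 had 0, 0 and 3. Every ft library had more FT counts than every library of the other genotypes. TFL1 (AT5G03840), on chromosome 5 from 1024500 to 1025872, had 208, 172 and 189 counts in untreated tfl1 and 1519, 1647 and 1461 in treated tfl1. It had 66, 210 and 151 counts in untreated and 451, 297 and 424 in treated wild type, and 149, 114 and 123 in untreated and 366, 325 and 349 in treated ft. TFL1 separates treated tfl1 from treated wild type. Neither gene separates untreated wild type from untreated tfl1, so these labels were used as given.
Counts were scaled by edgeR's TMM normalization, and all 6 conditions were fitted together. The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at the paper's threshold of an adjusted p of at most 0.005, over the 21277 genes with at least 10 counts in at least 2 of the 12 libraries, or 21442 genes for the 18 libraries. The coefficient of variation between replicates was 0.0738 in the 12 libraries and 0.161 in the 18. Counts were simulated from each gene's mean over all 18 libraries with a common dispersion, and 200 genes were changed by 2-fold. On these counts the test recovered 98.5% of the changed genes in the 12 libraries and 79% in the 18, and called no unchanged gene. The test of the difference between genotypes recovered 173 of the 200 genes in the 12 libraries and 33 in the 18. A random length trend of spread 0.3 per SD of log2 length was then drawn for each simulated library, without regard to condition. With it 0 of the 200 genes were recovered in either set, and 97% and 80% were after the trend was removed. The slopes on transcript length of the 18 real libraries, relative to their mean, ran from -0.440 to 0.410 log2 units per doubling. Unlike the simulated trends they differed between conditions, with means of 0.381 in treated and -0.255 in untreated wild type. The simulation thus shows a loss of power only. It cannot tell how many genes a trend that differs between conditions would falsely call, or whether its removal takes out real effects. Expression values are given as CPM, the counts scaled to a common library size after TMM normalization.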

We isolated inflorescences with associated primordia from 42-day-old short-day-grown *ft* mutant, wild-type and *tfl1* mutant plants and identified the significant gene expression changes in each genotype relative to untreated siblings. 

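In the paper's 12 libraries, edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p of at most 0.005 called 7012 genes up and 7103 down upon FRP treatment in the wild type. It called 5239 up and 4570 down in tfl1, and 2721 up and 2682 down in ft. In all 18 libraries it called 5264 up and 6019 down in the wild type, of which 4978 and 5701 were among those called in the 12 libraries. In tfl1 it called 3899 up and 3740 down in the 18 libraries (3666 and 3532 shared), and in ft 1164 up and 1391 down (1089 and 1288 shared). No gene was called in opposite directions in the 12 and the 18 libraries. The 18 libraries include the 12, so agreement between these sets is partly built in. Across genes, which are not independent replicates, the log2 fold changes from the 12 and the 18 libraries correlated with a Pearson r of 0.942 in the wild type, 0.982 in tfl1 and 0.970 in ft. Among the alternatives that kept the 12 libraries, requiring at least a 2-fold change moved these counts most by ratio, to 4097 up and 2857 down in the wild type, 1832 and 1422 in tfl1, and 722 and 430 in ft. An adjusted p of at most 0.05 raised the counts in ft to 4806 up and 4896 down.
Same-numbered treated and untreated libraries deviated together from their condition means in tfl1 (mean correlation across genes 0.246) and in ft (0.117). With the replicate number as a block in the 18 libraries, 3475 genes were up and 3502 down in tfl1, and 1032 up and 1219 down in ft. This block was shared by all genotypes. Same-numbered untreated libraries of the wild type, however, deviated in the opposite direction to those of tfl1 (-0.196) and of ft (-0.133). The shared block thus does not fully model a pairing within a genotype. In the tfl1 libraries of replicates 1 and 3, whose deviations correlated at 0.210, a fit of these libraries alone with a replicate block called 5735 up and 5758 down.
The FRP effect itself differed between the wild type and ft for 12437 genes in the 12 libraries, with 6222 effects higher and 6215 lower in the wild type, and for 6669 genes in the 18 libraries (2730 and 3939). Between tfl1 and ft it differed for 8573 genes (4367 higher and 4206 lower in tfl1) in the 12 libraries and for 3838 (1860 and 1978) in the 18, or 3036 with the replicate block. Between tfl1 and the wild type it differed for 5906 genes (2948 higher and 2958 lower in tfl1) in the 12 libraries and for 1019 (468 and 551) in the 18.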

On the basis of Principle Component Analysis (PCA) and replicate analysis, RNA-seq quality was high (Supplementary Fig. 11**)**. 

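Principal components were computed from the log2 CPM, with a prior count of 2, of the 500 genes of highest variance. In the paper's 12 libraries PC1 held 65.2% and PC2 13.2% of the variance, and in all 18 libraries 62.1% and 11.3%. Over all genes tested in the 12 libraries they held 59.0% and 11.4%. Across all 18 libraries the untreated wild-type libraries of replicates 2 and 3 scored -40.99 and -42.11 on PC1, and replicate 1, which the paper left out, scored -1.98.

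**Figure D1:**
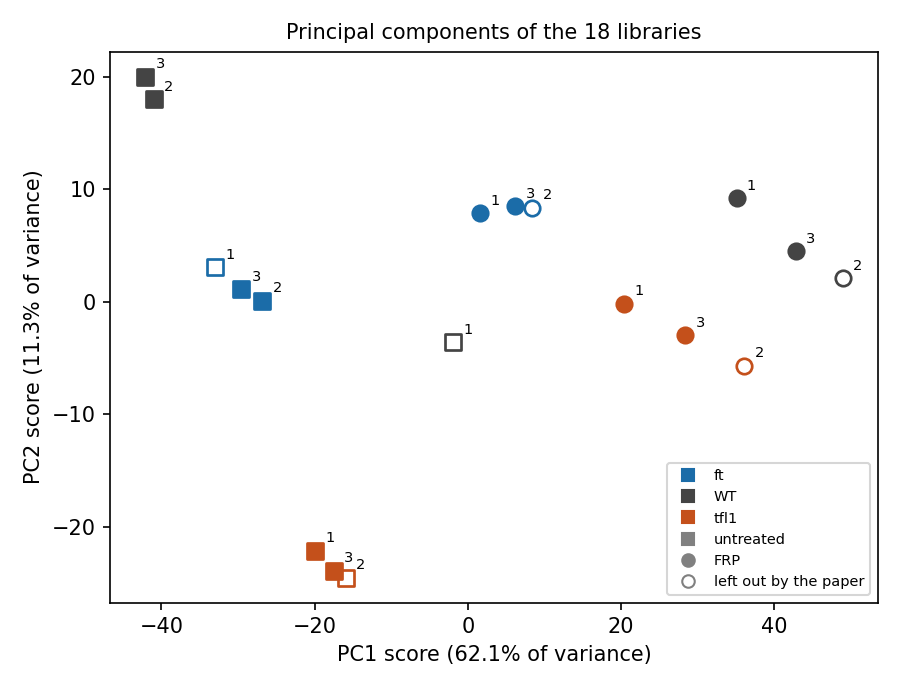
PC1 score (horizontal axis) against PC2 score (vertical axis) of the 18 libraries, with squares for untreated and circles for FRP-treated plants, colours for the genotype, open symbols for the 6 libraries left out by the paper and the replicate number beside each symbol. Untreated wild-type replicate 1 lies at -1.98 on PC1, and replicates 2 and 3 lie at -40.99 and -42.11.

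Replicates of a condition were compared gene by gene by a chi-square statistic per degree of freedom, which is near 1 when they differ only by sampling noise. Over the pairs of replicates that the paper kept, it was 2.29 in untreated ft, 8.83 in treated ft, 10.2 in untreated and 6.05 in treated wild type, 6.15 in untreated and 11.2 in treated tfl1. The highest values came from untreated wild-type replicate 1, at 120 against replicate 2 and 111 against replicate 3, and from treated tfl1 replicates 1 and 2 at 70.3. Spearman's correlation across genes of untreated wild-type replicate 1 was at most 0.936 with its own condition and 0.979 with untreated ft replicate 2. For every other library the closest library of its own condition correlated at 0.993 to 0.998.
Libraries also differed in how expression ran with transcript length. The slope of log2 expression, relative to the mean of all 18 libraries, per doubling of transcript length was -0.255 ± 0.315 (SD, n = 3) in untreated and 0.381 ± 0.0106 in treated wild type, -0.224 ± 0.0956 in untreated and 0.227 ± 0.172 in treated tfl1, and 0.00363 ± 0.0375 in untreated and -0.133 ± 0.115 in treated ft. In untreated wild type it was 0.108 in replicate 1 and -0.433 and -0.440 in replicates 2 and 3. Which of these libraries departs from untreated wild type was not settled. The log2 fold change upon FRP had a Spearman correlation with transcript length across genes of 0.535 in the wild type, 0.408 in tfl1 and -0.341 in ft in the 12 libraries, and of 0.491, 0.440 and -0.241 in the 18.

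**Figure D2:**
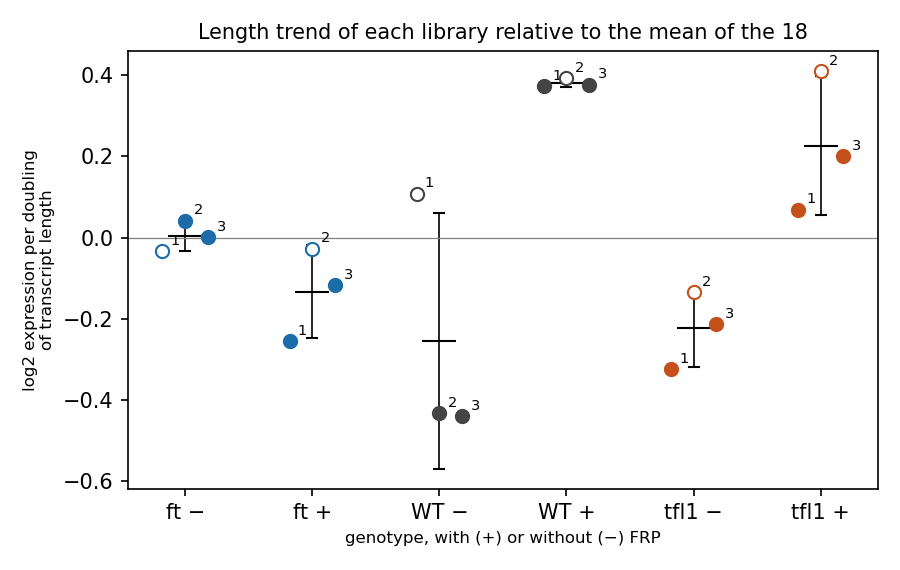
Slope of log2 expression per doubling of transcript length (vertical axis), relative to the mean of the 18 libraries, by genotype with (+) or without (−) FRP; points are libraries with their replicate numbers, open points are the libraries left out by the paper, and bars are the mean ± SD of 3 libraries. Treated wild type has a mean slope of 0.381 and untreated wild type of -0.255.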

We next defined genes directly repressed by TFL1–FD. Towards this end, we focussed on TFL1–FD complex bound loci that exhibit FT-dependent de-repression upon photoinduction. Six-hundred four TFL1–FD bound genes were significantly (DESeq2 adjusted *p* < 0.005) de-repressed upon FRP treatment in the wild-type or in *tfl1* mutants but not in *ft* mutants (Fig. 5a). 

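In the paper's 12 libraries 7879 genes were up in the wild type or in tfl1 upon FRP (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p of at most 0.005), and 1256 of them were also up in ft. The remaining 6623 genes were up in both the wild type and tfl1 in 3751 cases, in the wild type only in 2240 and in tfl1 only in 632. In all 18 libraries 6334 genes were up in the wild type or tfl1, 790 of them also in ft, which leaves 5544 genes, and 4965 of these were among the 6623. Of the 6623 genes, 1044 were down in ft, and of the 5544 genes 113. A test of the difference from ft was past the threshold in the same direction for 5531 (83.5%) of the 6623 genes and for 2807 (50.6%) of the 5544. Among the alternatives that kept the 12 libraries, requiring at least a 2-fold change moved the number of genes up in the wild type or tfl1 but not in ft most, from 6623 to 3975, and the number of these with a tested difference from ft to 3175.
Binding was taken from the FD and TFL1 peak lists of Supplementary Data 1 for chromosomes 1 and 2, which hold 1759 FD and 1327 TFL1 peaks, and the other chromosomes were not analysed here. These peaks were assigned by the authors to 1868 genes for FD and 1543 for TFL1, with 1106 genes in both lists. Of the genes on these chromosomes that were up in the wild type or tfl1 but not in ft, 271 were bound by both proteins and 2411 were not (10.1% bound), against 739 bound and 5375 not bound (12.1%) among the other tested genes. The odds ratio was 0.818 (95% confidence interval 0.703 to 0.949, two-sided Fisher's exact test, p = 0.00717). With all 18 libraries 228 of these genes were bound and 2019 were not, against 786 and 5832 of the others (odds ratio 0.838, 95% confidence interval 0.714 to 0.981, two-sided Fisher's exact test, p = 0.0261). The odds ratio changed direction when the background included every gene with at least 1 count in total (1.15, two-sided Fisher's exact test, p = 0.0671).
From binding by both TFL1 and FD together with de-repression upon FRP in the wild type or tfl1 but not in ft, the paper reasons that these genes are directly repressed by the TFL1–FD complex.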

GO term enrichment linked the TFL1–FD repressed genes to reproductive development and to response to endogenous and abiotic signals (Fig. 5b).

**Fig. 5:**
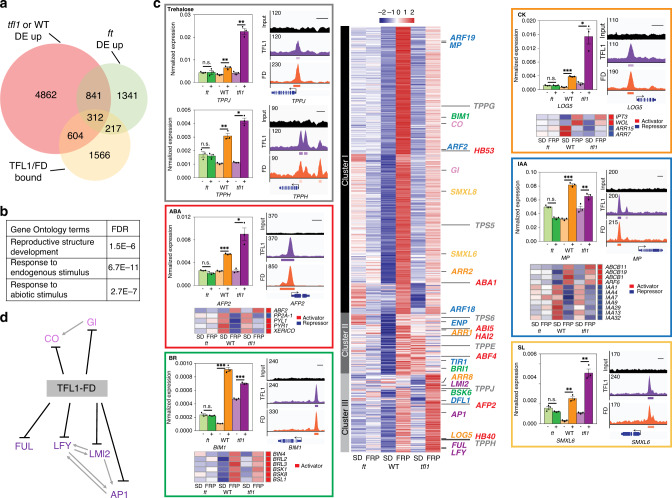
Genes directly repressed by the TFL1–FD complex. **a** Six-hundred four genes bound by TFL1 and FD are de-repressed after a single FRP specifically in the wild-type or in *tfl1* mutants. **b** Gene ontology term enrichment (Goslim AgriGO v2) for the 604 direct TFL1–FD complex repressed genes. **c** K-means clustering of the direct TFL1–FD complex repressed genes (centre). Heatmap with gene names colour coded for the pathway they act in. Onset of reproduction (light purple), floral fate (purple), sugar signalling (grey), abscisic acid (ABA, red), brassinosteroid (BR, green), cytokinin (CK, orange), auxin (IAA, blue) and strigolactone (SL, yellow). In colour-coded boxes: Left: Independent confirmation of gene expression changes of direct TFL1–FD targets by qRT-PCR of plants with (+) or without (−) a single FRP. Shown are mean ± SEM of three independent biological replicates (black dots). *P* = values (unpaired one-tailed t-test) *TPPJ*: n.s. *ft* = 0.45, **WT = 0.0044, **tfl1 = 0.0027; *TPPH*: n.s. *ft* = 0.99, ** WT = 0.004, **tfl1 = 0.002; *AFP2*: n.s. *ft* = 0.96, ***WT = 2E−06, **tfl1 = 0.01; *BIM1*: n.s. *ft* = 0.76, ***WT = 0.0007, ***tfl1 = 1.7E−04; *LOG5*: n.s. *ft* = 0.44, ***WT = 8.7E−06, *tfl1 = 0.012; *MP*: n.s. *ft* = 0.99, ***WT = 7.2E−05, **tfl1 = 0.007; *SMXL6*: n.s. *ft* = 0.91, **WT *p* value = 0.003, **tfl1 = 0.005. Right: ChIP-seq-binding screenshots. Below: (where applicable) heatmaps of indirect (downstream) FT-dependent gene expression changes of known pathway activators (red in sidebar) or repressors (blue in sidebar). Indirect target genes include: abscisic acid: upregulation of some positive regulators of abscisic acid response (*ABF2*) and repression of others (*PYL1*, *PYR1*, *XERICO*)^58,59^; Brassinosteroid: upregulation of multiple positive signalling pathway components (*BRL2*, *BRL3*, BSK1, *BSK8*, *BSL1* and *BIN4*)^123^. Cytokinin: upregulation of cytokinin production (*IPT3*) and perception (*WOL*) and downregulation of negative cytokinin response regulators (*ARR7, ARR15*)^124^. Auxin: upregulation a positive auxin response regulator (*ARF6*) and downregulation of negative auxin response regulators (*IAAs*)^125^. **d** Interaction network of TFL1–FD complex repressed targets linked to onset of reproduction (CO, GI) and floral fate (all others). Previously described interactions^2,3,32^ are indicated by grey arrows. See also Supplementary Figs. 11–14.

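The co-bound genes on chromosomes 1 and 2 that were up in the wild type or tfl1 but not in ft, 271 in number, were grouped into 3 clusters by k-means (MacQueen's algorithm, 50 random starts) on the gene-wise z-scores of the 6 condition means of the 12 libraries. The clusters, named A, B and C by increasing difference between treated tfl1 and treated wild type, held 165, 70 and 36 genes, and 36.6% of the variance lay between them. The mean z-score rose from -1.14 in untreated to 1.37 in treated wild type in cluster A, with -0.705 and 0.605 in tfl1. In cluster B it was 0.545 in untreated and 0.156 in treated tfl1, and in cluster C it rose from -0.973 to 1.28 in tfl1 and from -0.238 to 0.463 in the wild type. Named genes of all chromosomes were given to the cluster with the nearest mean. LFY, AP1, FUL, LMI2, SOC1, TPPH, TPPJ, LOG5, ARR8, AFP2 and HB40 came nearest to C, and TPPE, TPS6, ENP, ARR1, ABI5, ABF4 and HAI2 to B. Of the 32 named genes to which Fig. 5c gives a cluster, 30 had A for I, B for II and C for III, and DFL1 and BSK6 were nearest to A rather than C. When all 6623 genes of the set defined the clusters, 19 of the 32 genes matched and 12 changed cluster, among them LFY, AP1 and FUL, which moved to B. The clusters were computed on the 12 libraries only.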

K-means clustering of the 604 genes identified three main patterns of gene expression. 

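LEAFY (LFY, AT5G61850) lies on chromosome 5 of TAIR10 from 24844248 to 24846989. In the paper's 12 libraries its expression was 0.346 ± 0.0507 CPM (SD, n = 2) in untreated and 1.71 ± 0.0273 in treated wild type, 1.23 ± 0.0246 in untreated and 4.00 ± 0.792 in treated tfl1, and 0.646 ± 0.119 in untreated and 0.997 ± 0.0869 in treated ft. These values rest on 8 counts in each untreated wild-type library and on 113 to 156 counts in treated tfl1. The log2 fold change upon FRP was 2.31 in the wild type (standard error 0.30, adjusted p = 2.12e-05), 1.70 in tfl1 (standard error 0.20, adjusted p = 2e-05) and 0.62 in ft (standard error 0.27, adjusted p = 0.0764) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The effect in tfl1 minus that in the wild type was -0.61 (standard error 0.38, adjusted p = 0.211, edgeR quasi-likelihood test, Benjamini-Hochberg). In CPM the rise of LFY was larger in tfl1, from 1.23 to 4.00 against 0.346 to 1.71 in the wild type. LFY was already higher in untreated tfl1 than in untreated wild type by a log2 fold change of 1.83 (adjusted p = 0.000811, edgeR quasi-likelihood test, Benjamini-Hochberg). Over the full 18 libraries the effects were 1.89 in the wild type, 1.53 in tfl1 and 0.41 in ft (adjusted p = 2.08e-05, 1.82e-05 and 0.216, edgeR quasi-likelihood test, Benjamini-Hochberg). There, tfl1 minus wild type was -0.36. With the replicate number as a block they were 1.51 in tfl1 and 0.42 in ft.
APETALA1 (AP1, AT1G69120), on chromosome 1 from 25982294 to 25986349, had 0 to 1 counts per library in untreated wild type and 24 to 26 in treated wild type of the 12 libraries. It was therefore at least 7.70-fold higher after FRP in the 12 libraries and at least 6.06-fold higher in the 18 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 1.32e-05 and 2.46e-05). In tfl1 it rose from 0.376 ± 0.0717 to 1.37 ± 0.298 CPM (SD, n = 2), a log2 fold change of 1.86 (standard error 0.31, adjusted p = 0.000256) in the 12 libraries, 1.65 in the 18 and 1.61 with the replicate block. In ft it had 2 to 3 counts untreated and 6 to 7 counts treated in the 12 libraries. The treated mean was 1.92 times a count of 3, a ratio that carries no sampling error. No rise in ft was shown (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.153). The log2 fold change was smaller in tfl1 than in the wild type, but above the threshold (adjusted p = 0.00839 in the 12 libraries and 0.0274 in the 18, edgeR quasi-likelihood test, Benjamini-Hochberg). This difference depends on the 0 to 1 counts of untreated wild type. Treated wild type reached 0.925 CPM in the 12 libraries, so in CPM the rise was not smaller in tfl1.
FRUITFULL (FUL, AT5G60910), on chromosome 5 from 24502434 to 24506269, had log2 fold changes of 1.32 in the wild type, 1.34 in tfl1 and 0.83 in ft in the 12 libraries (standard errors 0.26, 0.23 and 0.26; adjusted p = 0.000606, 0.000318 and 0.0235, edgeR quasi-likelihood test, Benjamini-Hochberg). From all 18 libraries they were 1.08, 1.05 and 0.99, and none was past the threshold (adjusted p = 0.0142, 0.0128 and 0.0496). With the replicate block the effect was 1.02 in tfl1 and 0.98 in ft. The effect in tfl1 minus that in the wild type was 0.02 (standard error 0.36) in the 12 and -0.03 in the 18 libraries.
LATE MERISTEM IDENTITY2 (LMI2, AT3G61250), on chromosome 3 from 22670729 to 22672751, had 18.0 ± 1.61 CPM (SD, n = 2) in untreated and 18.4 ± 1.27 in treated wild type, and 18.7 ± 0.0310 in untreated and 26.3 ± 0.346 in treated tfl1. Its log2 fold change was 0.03 in the wild type, 0.50 in tfl1 and 0.25 in ft in the 12 libraries (standard errors 0.08, 0.08 and 0.08; adjusted p = 0.714, 0.000167 and 0.0258, edgeR quasi-likelihood test, Benjamini-Hochberg). The 18 libraries gave 0.04, 0.48 and 0.23 (adjusted p = 0.755, 0.00196 and 0.137). The replicate block gave 0.47 in tfl1 and 0.23 in ft. The effect in tfl1 exceeded that in the wild type by 0.46 in the 12 libraries (adjusted p = 0.00569) and by 0.43 in the 18 (adjusted p = 0.069), above the threshold in both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With trends on transcript length and GC content removed, the effect in the wild type was 0.35 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.00342).

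**Figure D3:**
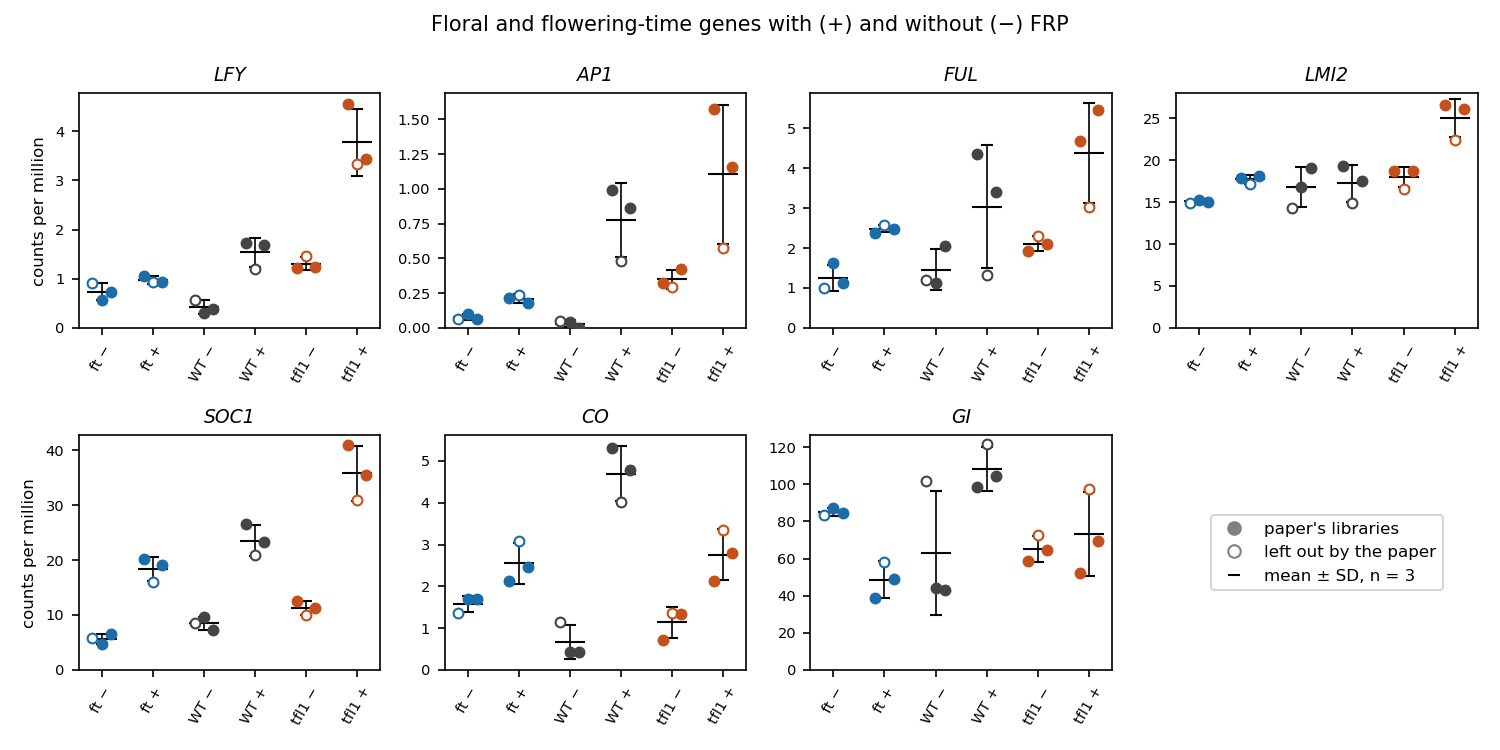
Expression in TMM-normalized CPM (vertical axes) of LFY, AP1, FUL, LMI2, SOC1, CO and GI in each library, by genotype with (+) or without (−) FRP; filled points are the paper's 12 libraries, open points the 6 left out, and bars the mean ± SD of 3 libraries. Mean LFY expression over 3 libraries is 3.77 in treated tfl1, 1.54 in treated and 0.421 in untreated wild type.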

Genes encoding promoters of floral fate^32^ (*LFY*, *AP1*, *FUL* and *LMI2*) clustered together (cluster III in Fig. 5c) and displayed stronger upregulation in *tfl1* mutants than in the wild type. This pattern of de-repression was confirmed for all four loci using independent biological samples and qRT-PCR (Supplementary Fig. 12a). 

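SOC1 (AT2G45660) lies on chromosome 2 of TAIR10 from 18807505 to 18811125 and is in the TFL1 peak list but not in the FD peak list. Over the paper's 12 libraries it rose in ft from 5.58 ± 1.31 to 19.7 ± 0.701 CPM (SD, n = 2), in the wild type from 8.40 ± 1.64 to 24.9 ± 2.22, and in tfl1 from 11.9 ± 0.947 to 38.2 ± 3.84. The log2 fold changes were 1.82 in ft, 1.56 in the wild type and 1.68 in tfl1 (standard errors 0.16, 0.15 and 0.14; adjusted p = 7.53e-06, 1.97e-06 and 1.71e-06, edgeR quasi-likelihood test, Benjamini-Hochberg). The wild-type effect minus the ft effect was -0.26 (standard error 0.22, adjusted p = 0.31, edgeR quasi-likelihood test, Benjamini-Hochberg). In the 18 libraries the effects were 1.70 in ft, 1.47 in the wild type and 1.67 in tfl1, with a difference of -0.23 between the wild type and ft. The replicate block gave 1.70 in ft and 1.67 in tfl1. With trends on transcript length and GC content removed, the difference became 0.46 and was still above the threshold (adjusted p = 0.0646, edgeR quasi-likelihood test, Benjamini-Hochberg).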

*SOC1* clusters with these genes, but was not included in further analyses because it was weakly, but significantly, de-repressed in *ft* mutants (Fig. 5c, Supplementary Data 1 and Supplementary Fig. 12b). By contrast, *CO* and *GI*, which promote cessation of vegetative development^2,3^, were more strongly upregulated in the wild-type than in *tfl1* mutants (cluster I in Fig. 5c), perhaps because these genes are already partially de-repressed in *tfl1* mutants in the absence of FRP treatment. Indeed, like RNA-seq, qRT-PCR of independent biological replicates revealed higher accumulation of *GI* and *CO* in untreated *tfl1* mutant compared to wild-type plants (Fig. 5c, Supplementary Data 1 and Supplementary Fig. 12b). 

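CO (AT5G15840) lies on chromosome 5 from 5170162 to 5173085 and overlaps the annotated genes AT5G15843 and AT5G15845, whose reads the strand-blind counting could not separate from it. In the 12 libraries it rose from 0.427 ± 0.00234 to 5.04 ± 0.380 CPM (SD, n = 2) in the wild type, from 1.03 ± 0.449 to 2.46 ± 0.470 in tfl1, and from 1.69 ± 0.00515 to 2.29 ± 0.240 in ft. Its log2 fold changes were 3.55 in the wild type, 1.27 in tfl1 and 0.44 in ft (standard errors 0.31, 0.26 and 0.24; adjusted p = 6.65e-07, 0.00113 and 0.165, edgeR quasi-likelihood test, Benjamini-Hochberg). The effect in tfl1 was lower than in the wild type by a difference of -2.27 (standard error 0.43, adjusted p = 0.00132) in the 12 libraries and of -1.55 (adjusted p = 0.0303) in the 18, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 18 libraries gave effects of 2.83 in the wild type, 1.28 in tfl1 and 0.69 in ft. The replicate block gave 1.28 in tfl1 and 0.69 in ft.
GI (AT1G22770), on chromosome 1 from 8061751 to 8067790, rose in the wild type of the 12 libraries from 43.6 ± 0.855 to 101 ± 4.54 CPM (SD, n = 2), was 61.5 ± 4.26 and 61.0 ± 12.3 in tfl1, and fell from 85.9 ± 1.85 to 43.7 ± 7.30 in ft. The log2 fold changes were 1.22 in the wild type, -0.01 in tfl1 and -0.97 in ft (standard errors 0.13, 0.13 and 0.13; adjusted p = 4.33e-06, 0.945 and 0.00016, edgeR quasi-likelihood test, Benjamini-Hochberg). Across all 18 libraries they were 0.78, 0.17 and -0.81, and none passed the threshold (adjusted p = 0.0226, 0.636 and 0.0468). Under the replicate block the effect was 0.15 in tfl1 and -0.81 in ft. The effect in tfl1 minus that in the wild type was -1.23 (adjusted p = 0.00031) in the 12 libraries and -0.62 (adjusted p = 0.307) in the 18, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GI had 901 and 1141 counts in the untreated wild-type libraries the paper kept and 2130 in replicate 1. The GI transcript is 4303 bases long, and with trends on transcript length and GC content removed its effect was -0.45 in the wild type and -0.90 in tfl1 (adjusted p = 0.000141 and 4.71e-07, edgeR quasi-likelihood test, Benjamini-Hochberg). LHY, a gene of the daily clock, rose with FRP by a log2 fold change of 6.73 in the wild type, 5.87 in ft and 6.90 in tfl1 of the 12 libraries. For CO and GI, a difference in clock phase between treated and untreated plants was not separated from other effects of FRP.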

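Over the paper's 12 libraries untreated tfl1 exceeded untreated wild type by a log2 fold change of 1.24 for CO (standard error 0.38, adjusted p = 0.0196) and of 0.50 for GI (standard error 0.13, adjusted p = 0.0103), both above the threshold of 0.005 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With all 18 libraries the differences were 0.79 for CO (adjusted p = 0.139) and 0.05 for GI (adjusted p = 0.921, edgeR quasi-likelihood test, Benjamini-Hochberg). With DESeq2 in place of edgeR on the 12 libraries, the GI difference was 0.52 and past the threshold (Benjamini-Hochberg adjusted p = 0.00107 from DESeq2's Wald test). Over all tested genes, 2503 were higher and 2703 lower in untreated tfl1 in the 12 libraries, and 869 and 592 in the 18. Same-numbered untreated libraries of the wild type and tfl1 deviated in opposite directions from their condition means (mean correlation across genes -0.196), and with the replicate number as a block the differences were 0.77 for CO and 0.04 for GI, with 1270 genes past the threshold in all.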

Cluster II genes are only upregulated in the wild type and may represent genes that are transiently de-repressed. 

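Of the genes up in the wild type or tfl1 but not in ft, the 2240 that were called up in the wild type only in the 12 libraries included 1046 whose effect in tfl1 was smaller than in the wild type by a test of the difference (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p of at most 0.005). In tfl1, 132 of the 2240 genes were down past the threshold and 875 were up at an unadjusted p under 0.05. Over the full 18 libraries 2204 genes were called up in the wild type only, with a smaller effect in tfl1 by the test of the difference for 211 of them, a decrease in tfl1 for 50 and an increase in tfl1 at an unadjusted p under 0.05 for 1254. The 7 genes that Fig. 5c places in cluster II are TPPE, TPS6, ENP, ARR1, ABI5, ABF4 and HAI2. That placing rests on the same 12 libraries, so the calls of these genes there are not independent of it. In the 12 libraries all 7 were called up in the wild type, with log2 fold changes from 0.42 for ENP and TPS6 to 1.65 for HAI2. None was called up in tfl1, where the values ran from -1.70 for TPPE to 0.13 for ARR1. The difference between tfl1 and the wild type was past the threshold for TPPE, ARR1, ABI5, ABF4 and HAI2 but not for TPS6 (adjusted p = 0.0125) or ENP (adjusted p = 0.0374, edgeR quasi-likelihood test, Benjamini-Hochberg). From all 18 libraries ARR1, ABI5 and ABF4 were still called up in the wild type. TPS6 overlaps the annotated gene AT1G68030 and ARR1 overlaps AT3G16860.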

Our data identify the TFL-FD complex as a hub for repression of key regulators of the onset of reproductive development and of the switch to flower fate (Fig. 5c)

Consistent with the GO-term enrichment analysis (Fig. 5b), combined ChIP-seq and RNA-seq analysis additionally identified components of endogenous stimulus response. 

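The paper drew its direct targets from genes called in these same 12 libraries, so the counts there were largely fixed in advance. Of the 35 genes named as direct targets of the TFL1–FD complex, SOC1 aside, 32 were up in the wild type, 24 in tfl1 and 1, ABI5, in ft in the 12 libraries (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p of at most 0.005 over all tested genes). Adjusted over the 35 genes alone, the counts were 32, 24 and 0, with 8 genes up in ft at an unadjusted p under 0.05. In the 18 libraries 20 were up in the wild type, 15 in tfl1 and 0 in ft, or 20, 17 and 0 when adjusted over the list alone, with 6 up in ft at an unadjusted p under 0.05. With the replicate block 15 were up in tfl1 and 0 in ft. Leaving single libraries out of the 18 gave 14 to 29 up in the wild type, 10 to 22 in tfl1 and 0 to 1 in ft. Removing trends on transcript length and GC content from the 12 libraries gave 24 up in the wild type, 17 in tfl1 and 3 in ft. The genes not called up in the wild type in the 12 libraries were LMI2, TPPJ and ARR8, and of these ARR8 had a log2 fold change of -0.21 in the wild type and 1.35 in tfl1. The median log2 fold change over the 35 genes was 1.22 in the wild type, 0.58 in tfl1 and 0.03 in ft in the 12 libraries, and 0.79, 0.69 and 0.17 in the 18. By the definition of up in the wild type or tfl1 but not in ft, 34 of the 35 genes belonged to the set in the 12 libraries and 25 in the 18, and the difference from ft was itself past the threshold for 29 and 10 of them.
The 12 of these genes that lie on chromosomes 1 and 2 are all in the TFL1 peak list, and 11 are also in the FD peak list. The exception is SMXL6.
The 6 genes linked to trehalose-6-phosphate, TPPH, TPPJ, TPPG, TPPE, TPS5 and TPS6, were up in the wild type in 5 cases and in tfl1 in 4 in the 12 libraries, and in 2 and 2 in the 18, or 2 and 3 with adjustment over the 6 genes alone. With the direct targets linked to hormones, the log2 fold changes in the wild type of the 12 libraries ran from -0.21 for ARR8 to 3.14 for LOG5 and in ft from -1.29 for SMXL8 to 0.60 for LOG5.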

We identified genes linked to sugar signalling (trehalose-6-phosphate) and hormonal signalling and response (abscisic acid, cytokinin, brassinosteroid, auxin and strigolactone) as direct TFL1–FD complex repressed targets (Fig. 5c). Using qRT-PCR and independent biological samples, we confirmed FT-dependent de-repression of members of these pathways by FRP photoinduction (Fig. 5c). Several of the identified pathways link to repression of branching or to promotion of onset of flower formation in the inflorescence. For example, we identified four trehalose-6-phosphate phosphatases (*TPPH*, *TPPJ*, *TPPG* and *TPPE*) as direct TFL1–FD complex repressed targets; TPPs were recently shown to repress branching in the maize inflorescence^51^. In addition, auxin and the auxin-activated transcription factor *MONOPTEROS* (*MP*) were direct TFL1–FD complex repressed targets (Fig. 5c). 

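TPPH (AT4G39770) lies on chromosome 4 of TAIR10 from 18448865 to 18451305, TPPJ (AT5G65140) on chromosome 5 from 26019457 to 26022380, TPPG (AT4G22590) on chromosome 4 from 11893499 to 11896480, and TPPE (AT2G22190) on chromosome 2 from 9433616 to 9436658. Of these, TPPE is on a chromosome covered by the peak lists used here and is in both of them. Over the paper's 12 libraries TPPH rose from 6.84 ± 1.99 to 11.4 ± 1.04 CPM (SD, n = 2) in the wild type and from 11.2 ± 1.27 to 17.7 ± 3.07 in tfl1, with log2 fold changes of 0.73 and 0.66 (standard errors 0.18 and 0.16; adjusted p = 0.00287 and 0.00321, edgeR quasi-likelihood test, Benjamini-Hochberg). Across all 18 libraries the effect was 0.49 in the wild type (adjusted p = 0.0464) and 0.94 in tfl1 (adjusted p = 0.00119, edgeR quasi-likelihood test, Benjamini-Hochberg). TPPH thus lost its call in the wild type. TPPJ rose from 18.6 ± 1.13 to 25.9 ± 1.59 CPM in the wild type and from 15.0 ± 4.45 to 35.2 ± 3.02 in tfl1. Its log2 fold change was 0.48 in the wild type (adjusted p = 0.0145) and 1.24 in tfl1 (adjusted p = 3.08e-05) in the 12 libraries and 0.70 (adjusted p = 0.00709) and 1.21 (adjusted p = 0.000176) in the 18 (edgeR quasi-likelihood test, Benjamini-Hochberg). It was called in tfl1 only in these fits, and with the replicate block also in the wild type (0.73, adjusted p = 0.00195, edgeR quasi-likelihood test, Benjamini-Hochberg). TPPG rose by 1.52 in the wild type (standard error 0.13, adjusted p = 5.49e-07) and by 0.54 in tfl1 (standard error 0.12, adjusted p = 0.00195, edgeR quasi-likelihood test, Benjamini-Hochberg). With all 18 libraries the TPPG effects were 1.47 and 0.47, the latter no longer past the threshold (adjusted p = 0.0377, edgeR quasi-likelihood test, Benjamini-Hochberg). TPPE rose in the wild type from 17.0 ± 0.0746 to 24.0 ± 0.150 CPM and fell in tfl1 from 35.5 ± 0.701 to 10.9 ± 0.0476. The TPPE log2 fold changes were 0.50 in the wild type (adjusted p = 1.87e-05) and -1.70 in tfl1 (adjusted p = 5.93e-09) in the 12 libraries, and 0.20 (adjusted p = 0.355) and -1.50 (adjusted p = 1.45e-05) in the 18, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the 4 genes was past the threshold in ft in either set of libraries. The effects in ft of the 12 libraries were 0.14 for TPPH, 0.20 for TPPJ, 0.12 for TPPG and -0.21 for TPPE (adjusted p = 0.521, 0.324, 0.431 and 0.0186, edgeR quasi-likelihood test, Benjamini-Hochberg). The replicate block gave effects in tfl1 of 0.92 for TPPH, 1.22 for TPPJ, 0.48 for TPPG and -1.50 for TPPE, and in ft of 0.30, 0.29, 0.20 and -0.22. With trends on transcript length and GC content removed, TPPE fell in ft by 0.37 and was past the threshold (adjusted p = 0.00073, edgeR quasi-likelihood test, Benjamini-Hochberg).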

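MP (AT1G19850) lies on chromosome 1 from 6886669 to 6891404, overlaps the annotated gene AT1G19860, and is in both the FD and the TFL1 peak list. In the 12 libraries its expression was 27.1 ± 3.56 CPM (SD, n = 2) in untreated and 78.9 ± 8.61 in treated wild type, 21.5 ± 4.09 in untreated and 46.5 ± 4.97 in treated tfl1, and 45.1 ± 1.48 in untreated and 38.3 ± 6.44 in treated ft. The log2 fold change was 1.54 in the wild type, 1.12 in tfl1 and -0.23 in ft (standard errors 0.15, 0.15 and 0.15; adjusted p = 1.91e-06, 6.17e-05 and 0.217, edgeR quasi-likelihood test, Benjamini-Hochberg). Its effect exceeded that in ft by 1.78 in the wild type and by 1.35 in tfl1 (adjusted p = 1.33e-05 and 0.000246, edgeR quasi-likelihood test, Benjamini-Hochberg). Over the full 18 libraries the effects were 1.06 in the wild type, 1.19 in tfl1 and -0.06 in ft (adjusted p = 0.00195, 0.00128 and 0.883), and the differences from ft were 1.13 and 1.25, neither past the threshold (adjusted p = 0.0151 and 0.0126, edgeR quasi-likelihood test, Benjamini-Hochberg). The replicate block gave 1.19 in tfl1 and -0.07 in ft. With trends on transcript length and GC content removed, the effect in the wild type was 0.24 and no longer past the threshold (adjusted p = 0.0298, edgeR quasi-likelihood test, Benjamini-Hochberg).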

MP promotes the switch to floral fate in *Arabidopsis*^52^ and the tomato ortholog of TFL1 executes its role in inflorescence architecture at least in part by modulating auxin flux and response^53^. Finally, we identified key components of the brassinosteroid pathway including the * BRI1* receptor and the bHLH transcription factor *BIM1*^54,55^ as direct TFL1–FD complex repressed targets. 

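BRI1 (AT4G39400) lies on chromosome 4 from 18324457 to 18328831. Over the paper's 12 libraries it rose from 93.2 ± 9.56 to 194 ± 3.52 CPM (SD, n = 2) in the wild type, and was 168 ± 2.83 and 161 ± 11.9 in untreated and treated tfl1 and 158 ± 1.70 and 139 ± 8.07 in ft. The log2 fold change was 1.06 in the wild type, -0.06 in tfl1 and -0.18 in ft (standard errors 0.08, 0.08 and 0.08; adjusted p = 2.81e-07, 0.55 and 0.084, edgeR quasi-likelihood test, Benjamini-Hochberg). From all 18 libraries the effect in the wild type was 0.62 and no longer past the threshold, and the effects were 0.04 in tfl1 and -0.15 in ft (adjusted p = 0.0155, 0.875 and 0.623, edgeR quasi-likelihood test, Benjamini-Hochberg). The BRI1 transcript is 4375 bases long, and with trends on transcript length and GC content removed from the 12 libraries its effect was -0.58 in the wild type and -0.96 in tfl1 (adjusted p = 0.000218 and 4.13e-06, edgeR quasi-likelihood test, Benjamini-Hochberg). BIM1 (AT5G08130), on chromosome 5 from 2606002 to 2610250, rose from 36.7 ± 2.34 to 95.2 ± 5.43 CPM in the wild type and from 47.0 ± 6.78 to 66.8 ± 6.30 in tfl1, and was 63.0 ± 3.06 and 59.9 ± 3.49 in ft. Its log2 fold changes were 1.37, 0.51 and -0.07 in the wild type, tfl1 and ft of the 12 libraries (standard errors 0.11, 0.10 and 0.10; adjusted p = 3.22e-07, 0.00117 and 0.596, edgeR quasi-likelihood test, Benjamini-Hochberg). In the 18 libraries they were 0.96, 0.55 and -0.00, and the call in tfl1 was lost (adjusted p = 0.000638, 0.0274 and 0.993, edgeR quasi-likelihood test, Benjamini-Hochberg). Under the replicate block BRI1 had effects of 0.04 in tfl1 and -0.15 in ft, and BIM1 of 0.55 and -0.00. With the length and GC trends removed BIM1 rose by 0.12 in tfl1, which was not past the threshold (adjusted p = 0.204, edgeR quasi-likelihood test, Benjamini-Hochberg). Neither gene lies on a chromosome covered by the peak lists used here.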

Brassinosteroid signalling represses inflorescence branching in Setaria^56^. The combined data implicate TFL1–FD in direct repression of genes that promote floral fate or repress branch fate, consistent with the role of TFL1 in promoting branch formation.

We also identified the cytokinin activating enzyme *LOG5*^57^, abscisic acid biosynthesis (*ABA1*) and response regulators (*ABI5*, *ABF4*, *APF2*)^58,59^, and components of strigolactone signalling, *SMXL6* and *SMXL8*^60,61^, as direct TFL1–FD complex repressed targets.

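LOG5 (AT4G35190), on chromosome 4 from 16746189 to 16748455, rose from 2.29 ± 0.00335 to 20.1 ± 1.64 CPM (SD, n = 2) in the wild type and from 2.90 ± 0.499 to 26.9 ± 0.394 in tfl1 of the 12 libraries, and was 1.72 ± 0.520 and 2.61 ± 0.400 in ft. Its log2 fold changes were 3.14, 3.22 and 0.60 in the wild type, tfl1 and ft (standard errors 0.17, 0.15 and 0.21; adjusted p = 3.45e-08, 2.92e-08 and 0.0344, edgeR quasi-likelihood test, Benjamini-Hochberg), and 3.13, 3.22 and 0.63 in the 18 libraries.
ABA1 (AT5G67030), on chromosome 5 from 26753469 to 26757402, rose by a log2 fold change of 0.99 in the wild type and by 0.20 in tfl1 in the 12 libraries (adjusted p = 5.17e-07 and 0.0481), and by 0.64 and 0.31 in the 18 (adjusted p = 0.00306 and 0.118, edgeR quasi-likelihood test, Benjamini-Hochberg). ABI5 (AT2G36270), on chromosome 2 from 15204659 to 15207636, changed by 1.29 in the wild type, -0.17 in tfl1 and 0.42 in ft (adjusted p = 3.45e-07, 0.138 and 0.00399, edgeR quasi-likelihood test, Benjamini-Hochberg). The 18 libraries gave 1.04, 0.04 and 0.37 (adjusted p = 4.6e-05, 0.84 and 0.0902, edgeR quasi-likelihood test, Benjamini-Hochberg). It was thus past the threshold in ft in the 12 libraries and not in the 18. ABF4 (AT3G19290), on chromosome 3 from 6687042 to 6690123 and overlapping AT3G03815 and AT3G19300, changed by 0.72 in the wild type and -0.16 in tfl1 (adjusted p = 4.18e-06 and 0.0797, edgeR quasi-likelihood test, Benjamini-Hochberg). Over the 18 libraries it changed by 0.51 and -0.08 (adjusted p = 0.00164 and 0.592, edgeR quasi-likelihood test, Benjamini-Hochberg). AFP2 (AT1G13740), on chromosome 1 from 4713433 to 4715407 and overlapping AT1G05033 and AT1G13750, rose by 1.09 in the wild type and by 1.67 in tfl1 (adjusted p = 3.89e-07 and 5.18e-08, edgeR quasi-likelihood test, Benjamini-Hochberg). Its effects over the 18 libraries were 1.16 and 1.55 (adjusted p = 4.34e-07 and 2.88e-08, edgeR quasi-likelihood test, Benjamini-Hochberg).
SMXL6 (AT1G07200), on chromosome 1 from 2208477 to 2212718, rose by 2.36 in the wild type and by 1.03 in tfl1 in the 12 libraries (adjusted p = 8.46e-08 and 4.98e-05), and by 1.73 and 1.11 in the 18, where the latter was not past the threshold (adjusted p = 0.000159 and 0.00524, edgeR quasi-likelihood test, Benjamini-Hochberg). SMXL8 (AT2G40130), on chromosome 2 from 16765709 to 16769279 and overlapping AT2G09115, rose by 1.41 in the wild type and by 0.52 in tfl1 and changed by -1.29 in ft (adjusted p = 1.18e-07, 0.000411 and 1.96e-06, edgeR quasi-likelihood test, Benjamini-Hochberg). Across all 18 libraries the SMXL8 effects were 0.78, 0.61 and -1.21, and only the one in ft was past the threshold (adjusted p = 0.0114, 0.0467 and 0.0024, edgeR quasi-likelihood test, Benjamini-Hochberg). In ft, ABA1 changed by 0.15, ABF4 by -0.17, AFP2 by 0.21 and SMXL6 by 0.33 in the 12 libraries, and none of these was past the threshold.
With the replicate block the effects in tfl1 were 3.22 for LOG5, 0.31 for ABA1, 0.04 for ABI5, -0.08 for ABF4, 1.56 for AFP2, 1.11 for SMXL6 and 0.61 for SMXL8, and in ft 0.63, 0.26, 0.37, -0.07, 0.26, 0.53 and -1.20. With trends on transcript length and GC content removed, ABA1 changed by -0.20 and SMXL8 by -0.12 in tfl1, opposite to their direction without the removal. SMXL6 rose by 0.23 in tfl1 without passing the threshold. ABA1 and SMXL6 were past the threshold in ft with effects of 0.36 and 0.55 (adjusted p = 0.000839 and 0.00015, edgeR quasi-likelihood test, Benjamini-Hochberg). Of these genes, ABI5, AFP2 and SMXL8 are in both peak lists, SMXL6 is in the TFL1 list only, and the others lie on chromosomes the lists used here do not cover.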

To gain further insight into the role of the TFL1–FD complex in hormone signalling, we next assessed indirect, downstream, gene expression changes triggered by FRP treatment. In particular, we identified genes not bound by TFL1 or FD that were significantly differentially expressed (DESeq2 adjusted *p* < 0.005) in the wild type and in *tfl1*, but not in *ft*. 

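Before any removal of bound genes, 5753 genes were changed in the same direction in the wild type and in tfl1 and not past the threshold in ft in the 12 libraries (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p of at most 0.005). Of these 3194 were up and 2559 down. With all 18 libraries the definition gave 4629 genes, 2353 up and 2276 down, and 3920 genes met it in both sets of libraries. Requiring at least a 2-fold change left 2062 genes in the 12 libraries. Of the genes that Fig. 5c names as indirect targets, 12 lie on the chromosomes covered by the peak lists used here, and 1 of these, ARF6, is in the FD list.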

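The 13 genes drawn as indirect targets that rise are ABF2 for abscisic acid, BRL2, BRL3, BSK1, BSK8, BSL1 and BIN4 for brassinosteroid, IPT3 and WOL for cytokinin, and ARF6, ABCB1, ABCB11 and ABCB19 for auxin. The paper drew its indirect targets, rising and falling, from genes called in the wild type and tfl1 but not in ft in these same 12 libraries. Counts there were therefore largely fixed in advance. All 13 were up in the wild type and in tfl1 and 0 in ft in the 12 libraries, both with adjustment over all tested genes and over the list alone (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p of at most 0.005), with 2 up in ft at an unadjusted p under 0.05. BIN4 was down in ft (log2 fold change -0.66, adjusted p = 0.00203, edgeR quasi-likelihood test, Benjamini-Hochberg). Over the full 18 libraries 12 were up in the wild type, 12 in tfl1 and 0 in ft by either adjustment, and with the replicate block 10 were up in tfl1 and 0 in ft. Leaving single libraries out of the 18 gave 9 to 13 up in the wild type, 7 to 13 in tfl1 and 0 in ft. Their median log2 fold change was 1.35 in the wild type and 0.75 in tfl1 in the 12 libraries, and 1.01 and 0.81 in the 18. With trends on transcript length and GC content removed, 5 were up in the wild type, 7 in tfl1 and 2 in ft.
By pathway, the 6 brassinosteroid genes were all up in the wild type and tfl1 in the 12 libraries and 5 of them in each in the 18, while the 2 cytokinin and the 4 auxin genes were up in both genotypes in both sets of libraries. Among repressors drawn as falling, the auxin genes IAA1, IAA4, IAA7, IAA13, IAA29 and IAA32 were down in the wild type and in tfl1 in all 6 cases in the 12 libraries, and in 6 and 5 cases in the 18, or 6 and 6 with adjustment over these genes alone. In ft 1 of them was down in each set of libraries, or 1 in the 12 and 2 in the 18 with adjustment over these genes alone, and IAA29 had a log2 fold change of 1.05 there in the 12 libraries (standard error 0.26, adjusted p = 0.00688, edgeR quasi-likelihood test, Benjamini-Hochberg).
The cytokinin response regulators ARR7 (AT1G19050, chromosome 1 from 6577833 to 6579314) and ARR15 (AT1G74890, chromosome 1 from 28131447 to 28133025) had log2 fold changes of -1.50 and -1.07 in the wild type of the 12 libraries (adjusted p = 6.22e-08 and 4.43e-05, edgeR quasi-likelihood test, Benjamini-Hochberg). They rose by 0.47 and 0.81 in tfl1 (adjusted p = 0.000727 and 0.000894, edgeR quasi-likelihood test, Benjamini-Hochberg). From all 18 libraries they fell by 1.16 and 0.77 in the wild type (adjusted p = 0.000765 and 0.0206) and rose by 0.36 and 0.62 in tfl1 (adjusted p = 0.227 and 0.066, edgeR quasi-likelihood test, Benjamini-Hochberg). Untreated tfl1 already had 26.5 ± 1.29 CPM of ARR7 (SD, n = 2) against 84.1 ± 11.3 in untreated wild type.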

The identified indirect targets provide a ‘molecular phenotype’ that is consistent with de-repression of the auxin, brassinosteroid and cytokinin hormone pathways upon FRP treatment in the wild-type and in *tfl1* mutants (Fig. 5c). By contrast, the abscisic acid signalling pathway signature was more complex (Fig. 5c). 

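For abscisic acid, ABF2 (AT1G45249) rose by a log2 fold change of 0.47 in the wild type and 0.43 in tfl1 in the 12 libraries (adjusted p = 0.000103 and 0.000298), and by 0.44 and 0.44 in the 18 (adjusted p = 3.45e-05 and 4.47e-05, edgeR quasi-likelihood test, Benjamini-Hochberg). PYL1, PYR1, XERICO and PP2A-1, which Fig. 5c shows as falling, were down in the wild type and in tfl1 in all 4 cases in the 12 libraries. In the 18 libraries all 4 were down in the wild type and 2, XERICO and PP2A-1, in tfl1, by adjustment over all genes as well as over the list. Their log2 fold changes in the wild type ran from -1.57 for PYR1 to -0.79 for PP2A-1 in the 12 libraries, and in tfl1 from -0.88 for XERICO to -0.40 for PYL1. None of the 5 genes was past the threshold in ft in either set of libraries, and the log2 fold changes there ran from -0.13 for PYR1 to 0.29 for XERICO in the 12 libraries.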

Our combined data uncover a prominent role for the TFL1–FD complex in regulation of endogenous signalling.

It is conceivable that components of some of the identified TFL1–FD dependant pathways (strigolactone, cytokinin, auxin, abscisic acid as well as sugar signalling) may modulate additional aspects of the inflorescence architecture, such as branch outgrowth^62–64^. Support for this hypothesis comes from our phenotypic analyses. We examined the effect of a single FRP on inflorescence architecture in the *ft* mutant, the wild-type and the *tfl1* mutant. Photoperiod induction triggered a reduction in the number of branches, but not cauline leaves, formed in the wild type and more strongly, in *tfl1* (Supplementary Fig. 13a–j). This suggests that branch meristems adopt floral fate upon stimulus perception^65^. *tfl1* mutants also formed fewer branches than the wild type in the absence of photoperiod. These phenotypes are consistent with the observed gene expression changes (Fig. 5c). In addition, FRP triggered a significant increase in inflorescence branch outgrowth in both wild-type and *tfl1* plants (Supplementary Fig. 13k). FRP had no phenotypic effect in *ft* mutants. Our combined data suggest that florigens tune plant form to the environment by controlling expression of master developmental regulators and endogenous signalling pathway components. These developmental changes likely require large-scale transcriptional reprograming in the context of chromatin. Consistently, we identified transcriptional co-regulators and chromatin regulators among the direct TFL1–FD repressed targets (Supplementary Fig. 14a, b).

## Discussion

Here we identify *LFY*, a master regulator of flower fate^33,34^, as a target under dual opposite transcriptional regulation by TFL1 and FT and demonstrate that FT activation of *LFY* expression is critical to promote floral fate. We provide a molecular framework for the antagonistic roles^5,27^ of FT and TFL1 that relies on competition for bZIP transcription factor mediated access to binding sites at regulatory regions of shared target loci. Additional support for this mechanism comes from recent in vitro studies^21^.

Our data suggest that TFL1 may not simply prevent access of the FT co-activator to the chromatin^23^ but may be an active repressor, as mutating bZIP-binding sites results in *LFY* de-repression specifically in the TFL1 expression domain. The identity of the transcription factors that activate *LFY* in the centre of the inflorescence shoot apex in the absence of PEBP/FD binding to *LFY* is not known. Our identification of FT recruiting motifs in the second exon of *LFY* fits with prior data demonstrating that the 2.3 kb upstream intergenic ‘*LFY* promoter’ is unresponsive to FT^38^. This upstream regulatory region drives reporter expression in similar domains as endogenous *LFY*^66^. The requirement of the bZIP motifs for *LFY* upregulation in the context of the genomic construct, which contains the 2.3 kb ‘*LFY* promoter’, suggests the presence of repressive regulatory elements in the genic region of *LFY*.

We identify hundreds of TFL1–FD repressed genes many of which, based on our computational analyses of recently published FD and TFL1 ChIP-seq datasets^17,30^, are also immediate early gTFL1 or gFD targets in long-day conditions. Eighty two percent of our 604 high-confidence TFL1–FD repressed genes are present in at least one of the long-day ChIP-seq datasets (Supplementary Fig. 3b). The 604 direct TFL1–FD repressed genes include key regulators of onset of the reproductive phase and of floral fate. Of note, TFL1 opposes not only LFY, but also LFY targets, such as *LMI2* and *AP1*^67,68^. This is consistent with prior genetic investigations that place TFL1 both upstream of LFY and as a modulator of plant response to LFY^50^. Finally, we link the TFL1–FD complex to repression of diverse endogenous signalling pathways including sugar and hormonal signals. Several of these pathways have been shown to impact the switch from branch or flower fate in other plant species^51,53,56^. The combined data point to an important role of the hormonal environment for the switch from branch to flower fate in primordia of the inflorescence. Our findings also set the stage for elucidating communalities as well as differences between florigen regulated cell fate reprogramming during flower initiation and other developmental pathways under seasonal control by florigens such as tuberization, bulb formation and seed dormancy^69–72^.

Changes in the relative balance of activating and repressive PEBP family members occurred during domestication of diverse crop species to give rise to desirable traits like everbearing and compact growth habits^5,8,69,73^. Thus, mechanistic insight into the antagonism and identification of the targets of PEBPs will benefit traditional or genome editing-based crop improvement. It should further facilitate elucidation that how PEBP protein act as co-activators or co-repressors in the nucleus.

## Methods

### Plant materials

*Arabidopsis* ecotype Columbia plants were grown in soil at 22 °C in long-day photoperiod (LD, 16 h light/8 h dark, 100 µmol/m^2^ s) or short-day photoperiod (SD, 8 h light/16 h dark, 120 µmol/m^2^ s). gFD-GUS^20^, *fd-1* null mutants^74^, *tfl1-14* hypomorph mutant^27,75^, *tfl1-1* severe mutant^27,75,76^, *lfy-1* null mutant^33,77,78^, *ft-10* null mutant^79^, 35S:LFY^68^ and 35S:TFL1 (ref. ^35^) were previously described. 35S:LFY (Landsberg *erecta)* was introgressed into the Columbia background through backcrossing. *gFD-GUS*^80^ was crossed into the *fd-1* null mutant background.

### Constructs for transgenic plants

For *gTFL1-GFP*, GFP followed by a peptide linker (GGGLQ) was fused to an 8.4 kb BamHI (NEB, R0136S) genomic fragment from lambda TFG4 (ref. ^81^). This fragment was introduced into the binary vector *pCGN1547* (ref. ^82^). For *TFL1*^*ER*^ and *FT*-*HA*^*ER*^, *TFL1* and *FT* were PCR amplified from cDNA; in the case of FT, the 3′ primer contained three times Hemagglutinin (HA) plus a stop codon. PCR products were cloned into *pENTRD-TOPO* (Invitrogen, K243520) and shuffled into *pMDC7* (ref. ^83^) by LR reaction (Invitrogen, 11791-020).

For *LFY-GUS* reporters, the bacterial beta-glucuronidase (*GUS*) gene from the *pGWB3* (ref. ^84^) binary vector was fused with *pENTRD*-*TOPO* vector containing the 2290-bp *LFY* promoter^66^ alone (pLFY:*GUS*), the *LFY* promoter and *LFY* genic region up to and including the first intron (pLFYi1:GUS), or the *LFY* promoter and *LFY* genic region up to and including the second *LFY* intron (*pLFYi2*:GUS) by LR reaction. bZIP-binding site mutations in *LFY* e2 (*pLFYi2m3*:GUS*)* were generated by Ω-PCR^85^. *gGLFY* was constructed by PCR amplifying a 4929-bp genomic *LFY* fragment (*gLFY*), including the 2290-bp *LFY* promoter, from genomic DNA followed by cloning into the KpnI-HF (NEB, R3124S) and NotI-HF (NEB, R3189S) digested *pENTR3C* vector by Gibson Assembly. Next, GFP was inserted at position + 94 bp, as previously described for *pLFY:GLFY*^42,80^, by Ω-PCR^85^. bZIP-binding site mutations were introduced into *pENTR3C*-*gGLFY* by Ω-PCR to generate *gGLFYm3*. Both constructs were shuffled into *pMCS:GW*^86^ using LR reaction. To create *gLFY*:*GUS*, the 4929-bp genomic *LFY* clone minus the stop codon and the GUS fragment were PCR amplified and inserted into linearized *pENTR3C* by Gibson Assembly. For *gLFYm3*:*GUS*, bZIP-binding site mutations were introduced into *pENTR3C-gLFY:GUS* by Ω-PCR. To test recruitment of TFL1 and FT to e2 of *LFY*, wild-type (e2) or bZIP-binding site mutated exon 2 (e2m3) were PCR amplified and cloned into *pGWB3* (ref. ^84^).

For test of recruitment, LFY e2 and e2m3 were amplified by forward (5′-caccAACAGCAGCAGAGACGGAGAAAGAA-3′) and reverse (5′-TCGTACAAGTGGAACAGATAATC-3′) primers and cloned into pGWB3 binary vectors, which were transformed into gTFL1-GFP and 35S:FT-HA^ER^.

For *pFT4kb:amiRFT*, a 3994-bp truncated *FT* promoter^87^ was PCR amplified from genomic DNA as was the published *amiRFT*^44^ from *pRS300* (ref. ^88^). The *amiRFT* fragment was introduced into EcoRI-HF (NEB, R3101S) digested *pENTR3C* (Thermo Fisher Scientific, A10464) by Gibson Assembly (NEB, E5510S) and shuffled into binary vector *pMCS:GW*^86^ using LR reaction, which resulted in pMCS:amiRFT. The previously described 3994-bp *FT* promoter was inserted to XhoI (NEB, R0146S) digested pMCS:amiRFT by Gibson Assembly.

Genomic DNA was extracted using the GenElute Plant Genomic DNA Miniprep Kit (Sigma-Aldrich, G2N70). Primer sequences are listed in Supplementary Table 2. All constructs were sequence verified prior to transformation into plants with Agrobacterium strain GV3101 by floral dip^89^. Plant lines generated are listed in Supplementary Table 3.

### Imaging

Images were taken with a Canon EOS Rebel T5 camera for plant phenotypes and yeast one-hybrid assays, or with a stereo microscope (Olympus SZX12) equipped with a colour camera (Olympus LC30) for GUS images and inflorescence phenotypes. For GFP images, a Leica TCS SP8 Multiphoton Confocal with a 20× objective was used with a 488 nm excitation laser and emission spectrum between 520 and 550 nm (GFP) or 650–700 nm (chlorophyll autofluorescence) using standard imaging techniques^90,91^. For *tfl1-1* gTFL1-GFP in short-day photoperiod, shoot apices were sectioned longitudinally on an oscillating tissue slicer (Electron Microscopy Sciences, OTS-4000) after embedding in 5% Agar (Fisher Scientific, DF0812-07-1).

### Plant treatment and gene expression analysis

For test of gene expression, 16-day-old TFL1^ER^ or 12-day-old FT-HA^ER^ plants grown in LD were induced by a single spray application of 10 μmol beta-estradiol (Sigma-Aldrich, 8875-250MG) dissolved in DMSO (Fisher Scientific, BP231-1L) and 0.015% Silwet L-77 (PlantMedia, 30630216-3). Mock solution consisted of 0.1% DMSO and 0.015% Silwet. To probe FT recruitment to and TFL1 occupancy at the *LFY* locus, 42-day-old FT-HA^ER^ gTFL1-GFP plants grown in SD were treated by a single spray application of 10 μmol beta-estradiol or mock solution. In all cases, tissues were harvested 4 h after treatment. To test for gain-of-function phenotypes in long-day photoperiod, FT-HA^ER^, TFL1^ER^ and FT-HA^ER^ gTFL1-GFP plants were treated with 10 μmol beta-estradiol or mock solution from 5-day onwards every other day until bolting.

FRP was applied at the end of the short day (ZT8) for 24 h using a Percival Scientific E30LED^45^ with red (660 nm) to far-red (730 nm) ratio = 0.5 and light intensity 80 µmol/m^2^ s. Control plants were kept in regular short-day conditions (16 h dark and 8 h light, red to far-red ratio = 12 and 120 µmol/m^2^ s light intensity) for 24 h. Light intensity and spectral composition were measured by an Analytical Spectral Devices FieldSpec Pro spectrophotometer.

For qRT-PCR analysis, total RNA was extracted from leaves or shoot apices using TRIzol (Thermo Fisher Scientific) and purified with the RNeasy Mini Kit (Qiagen, 74104). cDNA was synthesized using SuperScript III First-Strand Synthesis (Invitrogen, 18080051) from 1 μg of RNA. Real time PCR was conducted using a cDNA standard curve. Normalized expression levels were calculated using the 2ˆ(−delta delta CT) method with the housekeeping gene *UBQ10* (AT4G05320) as the control. Where expression of multiple different genes was compared, normalized gene expression is shown relative to the control treatment. Primer sequences are listed in Supplementary Table 2.

### Yeast one-hybrid assay

LFY e2 and the bZIP-binding site mutated version (e2m3) were cloned into the KpnI-HF and XhoI linearized pAbAi vector (Takara) by Gibson Assembly and integrated into the yeast genome following the Matchmaker Gold Yeast One-Hybrid protocol (Takara) and the Y1Golden strain (Takara). Coding sequences of FD and TFL1 were cloned into the pENTRD-TOPO vector. After sequencing, constructs were shuffled into either pDEST32 or pDEST22 (Takara) by LR reaction and transformed into the DNA-binding region containing yeast strain. Empty pDEST32 and pDEST22 served as negative controls. Growth was assayed after serial dilution on growth media with or without 60 ng/ml Aureobasidin A (Clontech, 630499). Primer sequences are listed in Supplementary Table 2.

### ChIP-qPCR, ChIP-seq and data analysis

Forty two-day-old short-day grown plants were trimmed and 1.6 g of non-bolted inflorescences were harvested from 36 plants. Chromatin immunoprecipitation was conducted following a published protocol^92^ for ChIP-qPCR. For ChIP-seq, each biological replicate consisted of eight individual IP reactions pooled into one MinElute PCR (Qiagen, 28004) purification column. For ChIP-seq and ChIP-qPCR, anti-GFP antibody (Thermo Fisher Scientific, A-11122; 1:200 dilution) and anti-GUS antibody (Abcam, ab50148; 1:200 dilution) were used. The antibodies were validated by the manufacturers. ChIP-qPCR was performed using Platinum Taq DNA Polymerase (Invitrogen, 10966034) and EvaGreen dye (Biotium, 31000). For ChIP-qPCR, the value of the ChIP samples was normalized over that of input DNA as previously described^92^. Non-transgenic wild-type plants were used as the negative genetic control for anti-GFP and anti-GUS antibody ChIP. The *TA3* retrotransposon (AT1G37110) was used as the negative control region for ChIP-qPCR. Primer sequences are listed in Supplementary Table 2.

Anti-GFP ChIP-seq was performed for gTFL1-GFP (A), gTFL1-GFP (B), *fd-1* gTFL1-GFP and control samples (non-epitope containing plants). Anti-GUS ChIP-seq was performed for *gFD-GUS*. Two biological replicates were sequenced in each case. Dual index libraries were prepared for the ten ChIP samples listed above and for four input samples using the SMARTer ThruPLEX DNA-Seq Kit (Takara Bio, R400406). Library quantification was performed with the NEBNext Library Quant Kit for Illumina (NEB, E7630). Single-end sequencing was conducted using High Output Kit v2.5 (Illumina, TG-160-2005) on the NextSeq 500 platform (Illumina).

FastQC v0.11.5 was performed on both the raw and trimmed^93^ reads using TRIMMOMATIC v0.36^93^ (ILLUMINACLIP:adaptors.fasta:2:30:10 LEADING:3 TRAILING:3 MINLEN:50) to confirm sequencing quality^94^. Reads with MAPQ ≥ 30 (SAMtools v1.7)^95^ uniquely mapping to the Arabidopsis Information Resource version 10 (TAIR 10)^96^ that were not flagged as PCR or optical duplicates by Bowtie2 v2.3.1(ref. ^97,98^) were analyzed further by principal component analysis (PCA) using the plotPCA function of deepTools^99^. Reads were further processed following ENCODE guidelines^100^, followed by cross-correlation analysis with the predict function of MACS2 (ref. ^101^) to empirically determine the fragment length. Significant ChIP peaks and summits (summit *q* value ≤ 10^−10^) were identified in MACS2 for the pooled ChIP relative to the pooled negative controls (ChIP in non-transgenic wild type). Peak overlap (≥1 bp) was computed using BEDTools intersect v2.26.0 (ref. ^102^) and statistical significance was computed using the hypergeometric test assuming a ‘universe’ of 10,000 possible peaks^103^. Heatmaps were generated using deepTools v3.1.2 (ref. ^99^). The 3308 TFL1 and 4422 FD peaks were mapped to 3699 and 4493 Araport11 (ref. ^104^) annotated genes, respectively, if the peak summit was intragenic or located ≤4 kb upstream of the transcription start site. Recently published datasets were analyzed in identical fashion. Genomic distribution of peak summits was called using the ChIPpeakAnno library^104,105^.

De novo motif analysis was conducted using MEME-ChIP v5.0.2 (Discriminative Mode)^106^ and HOMER v4.10 (ref. ^107^) for MACS2 *q* value ≤ 10^−10^ peak summits (±250 base pairs) compared to genome-matched background (unbound regions from similar genomic locations as the peak summits) as previously described^108,109^.

GO term enrichment analyses were performed using GOSlim in agriGO v2.0 (ref. ^110^) and significantly enriched GO terms with *q* value < 0.0001 (FDR, Benjamini and Yekutieli method^111^) were identified.

### Correlation analyses

Public ChIP-seq datasets for FD^30^, for TFL1^17^, LFY^112^ and an unpublished LFY ChIP-seq dataset from our lab (GEO accession GSE141706) were analyzed as described above for TFL1 and FD ChIP-seq. To compare the relationship between all ChIP-seq datasets we calculated Pearson correlation coefficients for reads in regions of interest using deeptools v3.1.2^99^. Regions of interest were comprised of the combined significant peak regions (MACS2 ≤ *q* value 10^−10^) of all ChIP-seq datasets and read signal was derived from the sequencing-depth normalized bigwig file for each sample.

### RNA-seq and data analysis

A single 24 h FRP was applied to 42-day-old short-day grown *ft-10* mutants, wild-type and *tfl1-1* mutants, starting at the end of the day (ZT8). After the treatment, 0.1 g of inflorescence shoots were harvested for each biological replicate after removing all leaves and roots. Three biological replicates were prepared for each experiment. RNA quantity and quality were analyzed by Qubit BR assay (Thermo Fisher Scientific, Q10210) and Agilent RNA 6000 Nano Kit (Agilent, 5067-1511) on an Agilent 2100 bioanalyzer, respectively. Libraries were constructed from 1 µg total RNA using the TruSeq RNA Sample Prep Kit (Illumina, RS-122-2001). After library quantification with the NEBNext Library Quant Kit for Illumina (NEB, E7630), single-end sequencing was conducted using the NextSeq 500 platform (Illumina).

RNA-seq analysis was conducted using FastQC v0.11.5 (ref. ^94^) on raw sequences before and after trimming using Trimmomatic v0.36 (ref. ^93^) (ILLUMINACLIP:adapters.fasta:2:30:10 LEADING:3 TRAILING:3 MINLEN:50) to confirm sequencing quality^94^. Reads were mapped using the STAR mapping algorithm^113^ (–sjdbOverhang 100 --outSAMprimaryFlag AllBestScore --outSJfilterCountTotalMin 10 5 5 5 --outSAMstrandField intronMotif --outFilterIntronMotifs RemoveNoncanonical --alignIntronMin 60 --alignIntronMax 6000 --outFilterMismatchNmax 2), to the TAIR 10 Arabidopsis genome-assembly^96^, and Araport11 Arabidopsis genome-annotation^104^. Specific read coverage was assessed with HT-Seq^114^ (--stranded = ‘no’ -minaqual = 30).

For PCA, raw read counts were subjected to variance stabilizing transformation and projected into two principal components with the highest variance^115–117^. In parallel, raw reads were adjusted for library size by DESeq2 v1.24.0 (ref. ^118^). After PCA, two biological replicates per genotype and treatment were selected for further analysis. Gene normalized z-scores were used for k-means (MacQueen) clustering^119^. Pairwise differential expression analyses were performed by comparing FRP and untreated pooled normalized read counts in each genotype using default DESeq2 parameters with no shrinkage (ref. ^118^) and an adjusted *p* value cut-off ≤ 0.005.

### Photoperiod shift phenotype analysis

A single 24-h far-red light enriched photoperiod shift (FRP) was applied to 42-day-old short-day grown *ft-10* mutants, wild-type and *tfl1-1* mutants as for RNA-seq, followed by further growth in short-day conditions. To asses onset of reproductive development, the number of rosette leaves formed were counted at bolting. To analyze the inflorescence architecture, the number of sessile buds, outgrowing branches, flower branches, and single flowers subtended by a cauline leaf were counted weekly after bolting until the first normal flower (not subtended by a cauline leaf) formed.

### Statistical analyses

The Kolmogorov–Smirnov (K–S) test^120^ was used to assess whether the data were normally distributed. All ChIP and qRT-PCR data were normally distributed. An unpaired one-tailed *t*-test was used to test for changes in one direction. Error bars represent the standard error of the mean (SEM). Two to three independent biological replicates were analyzed. For multiple-group comparisons (phenotypes) the non-parametric Kruskal–Wallis test^121^ followed by the Dunn’s *post hoc* test^122^ were employed. Box and whisker plots display minima and maxima (whiskers), lower and upper quartile (box) and median (red vertical line).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Descriptions of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The authors declare that the data supporting the findings of this study are available within the paper, its Supplementary information files and public data repositories. Source data are provided with this paper. The ChIP-seq and RNA-seq datasets were deposited to the GEO database (GSE141894). Individual replicates and *P* values for all figures are provided as a source data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: TERMINAL FLOWER 1-FD complex target genes and competition with FLOWERING LOCUS T
**Source:** Nat Commun. 2020 Oct 12;11:5118. doi: 10.1038/s41467-020-18782-1
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary figures:**

**
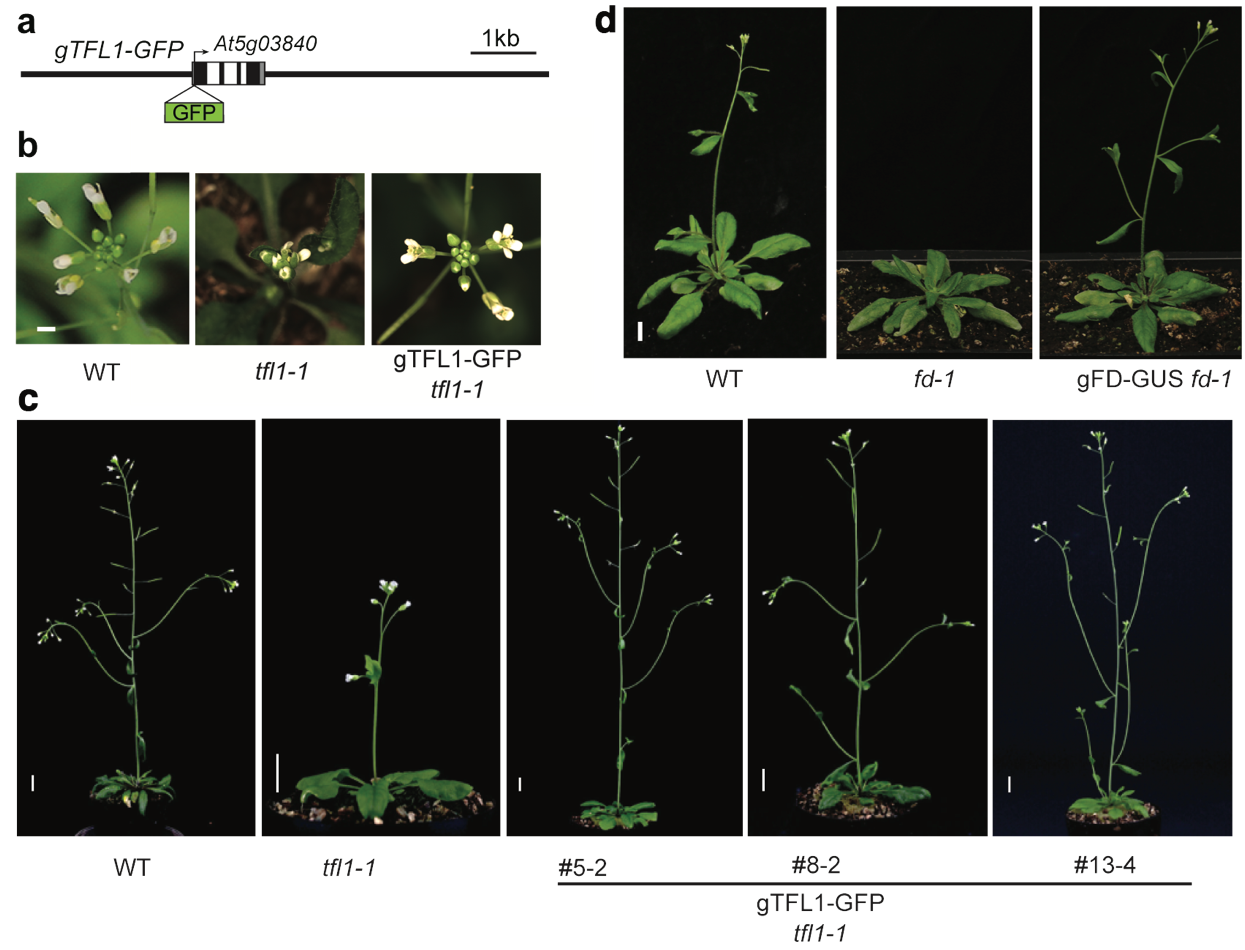
**

**Supplementary Figure 1. Biological activity of gTFL1-GFP and gFD-GUS.**

**a,** gTFL1-GFP construct. **b, c,** Rescue of the terminal flower phenotype of the severe *tfl1-1* mutant by gTFL1-GFP. Top view showing terminal flower phenotype (b). Scale bar, 5 mm. Independent transgenic lines (c). Scale bar, 1 cm. **d**, Rescue of the late-flowering phenotype of the null *fd-1* mutant by gFD-GUS ^1^. Scale bar, 1cm.

**
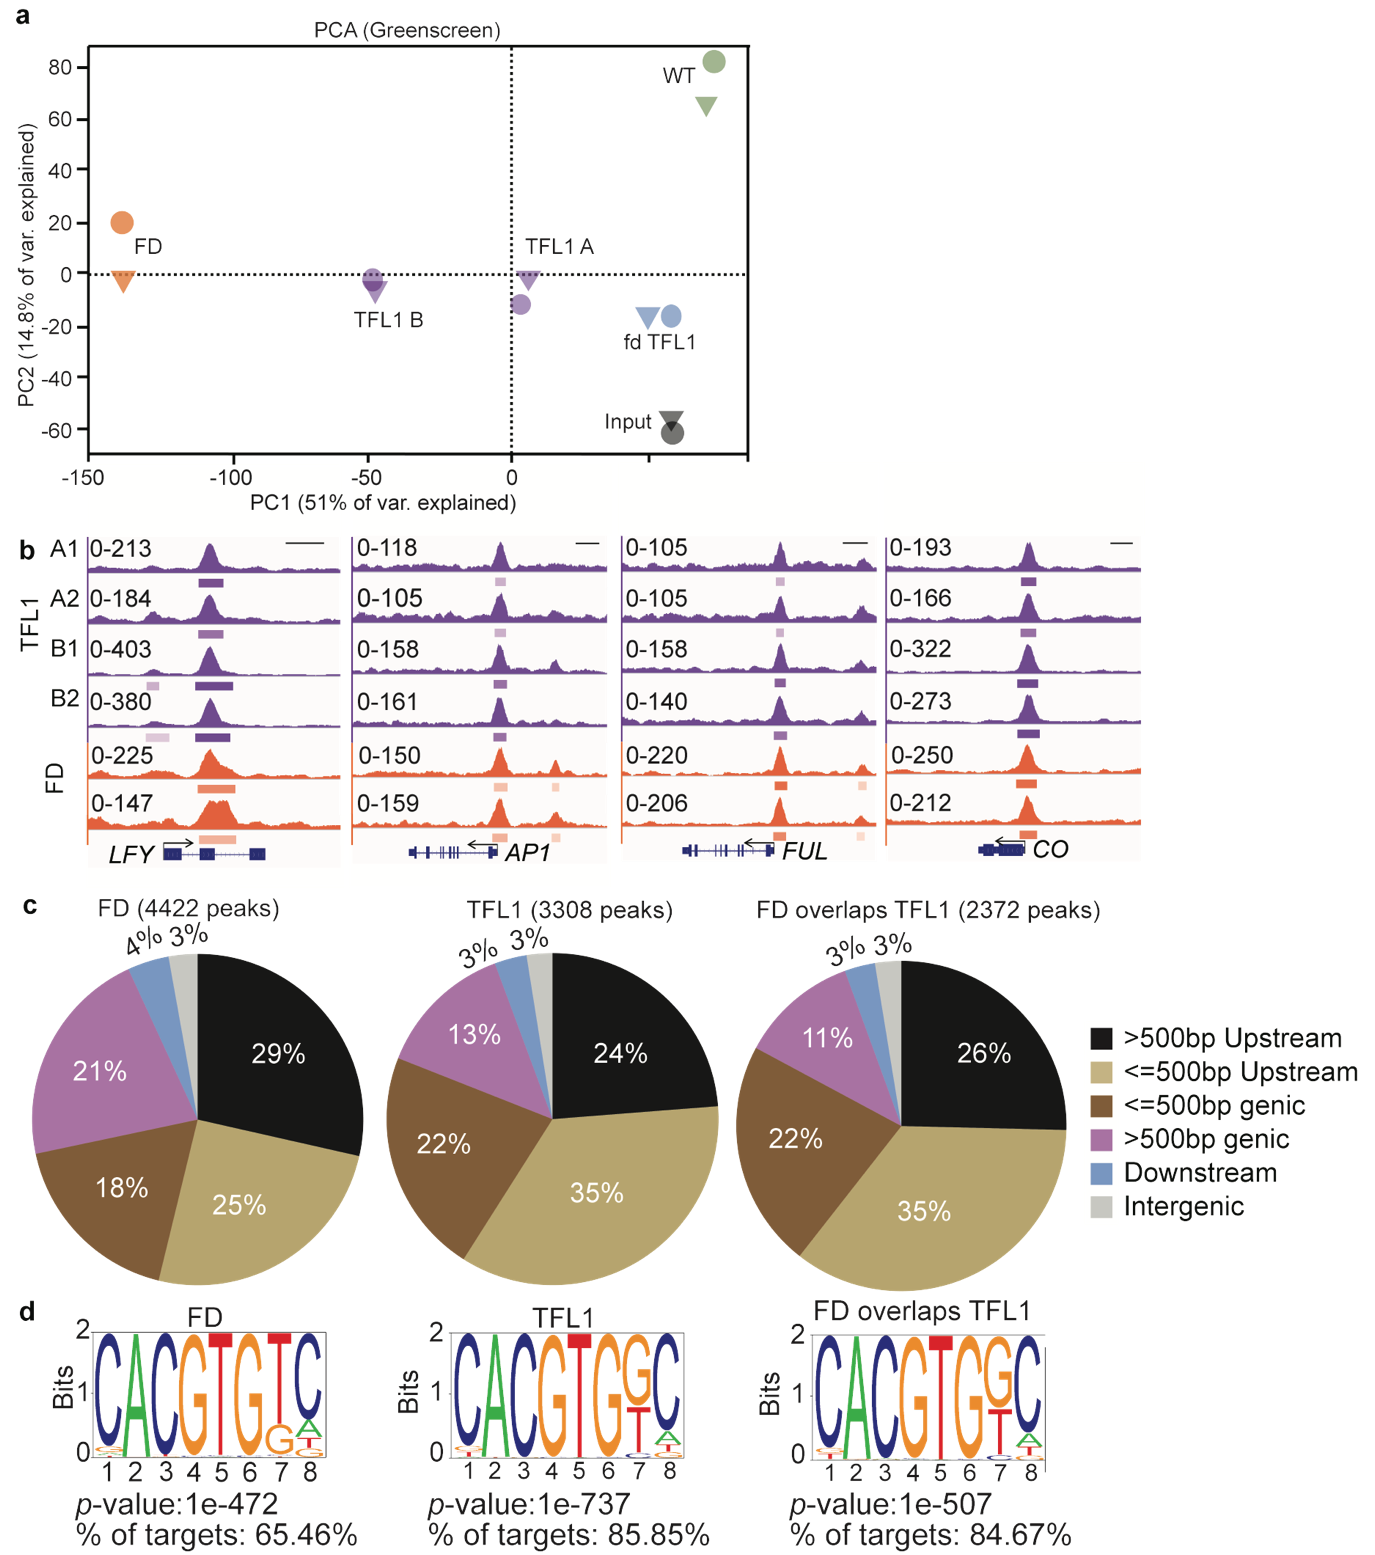
**

**Supplementary Figure 2. Distribution and *cis* motifs of significant TFL1, FD and co-bound peaks.**

**a**, Principal component analysis (PCA) of CP10M normalized ChIP-seq reads from anti-GFP ChIP in gTFL1-GFP (TFL1 A and B), *fd-1* gTFL1-GFP (*fd* TFL1), and wild type (WT; negative control), anti-GUS ChIP-seq reads for gFD-GUS (FD), and input. **b**, Browser view of peaks in individual ChIP replicates for TFL1 (A1, A2, B1 and B2) and FD. Significant peaks (summit MACS2 q value ≤10^-10^) are marked by horizontal bars, with the colour saturation proportional to the -log 10 q value (as for the narrowPeak file format in ENCODE). **c**, ChIP-seq peak summit distribution of FD, TFL1 and the overlapping peaks (TFL1 and FD) in genic and intergenic regions. Intergenic peaks are > 4kb from the closest gene. **d**, *cis* motifs most significantly enriched under TFL1 or FD peaks identified by *de novo* motif analysis (Homer ^2^). Sequence logos of position-specific scoring matrices (PSSMs) (top). Motif enrichment p-values and frequency (bottom).

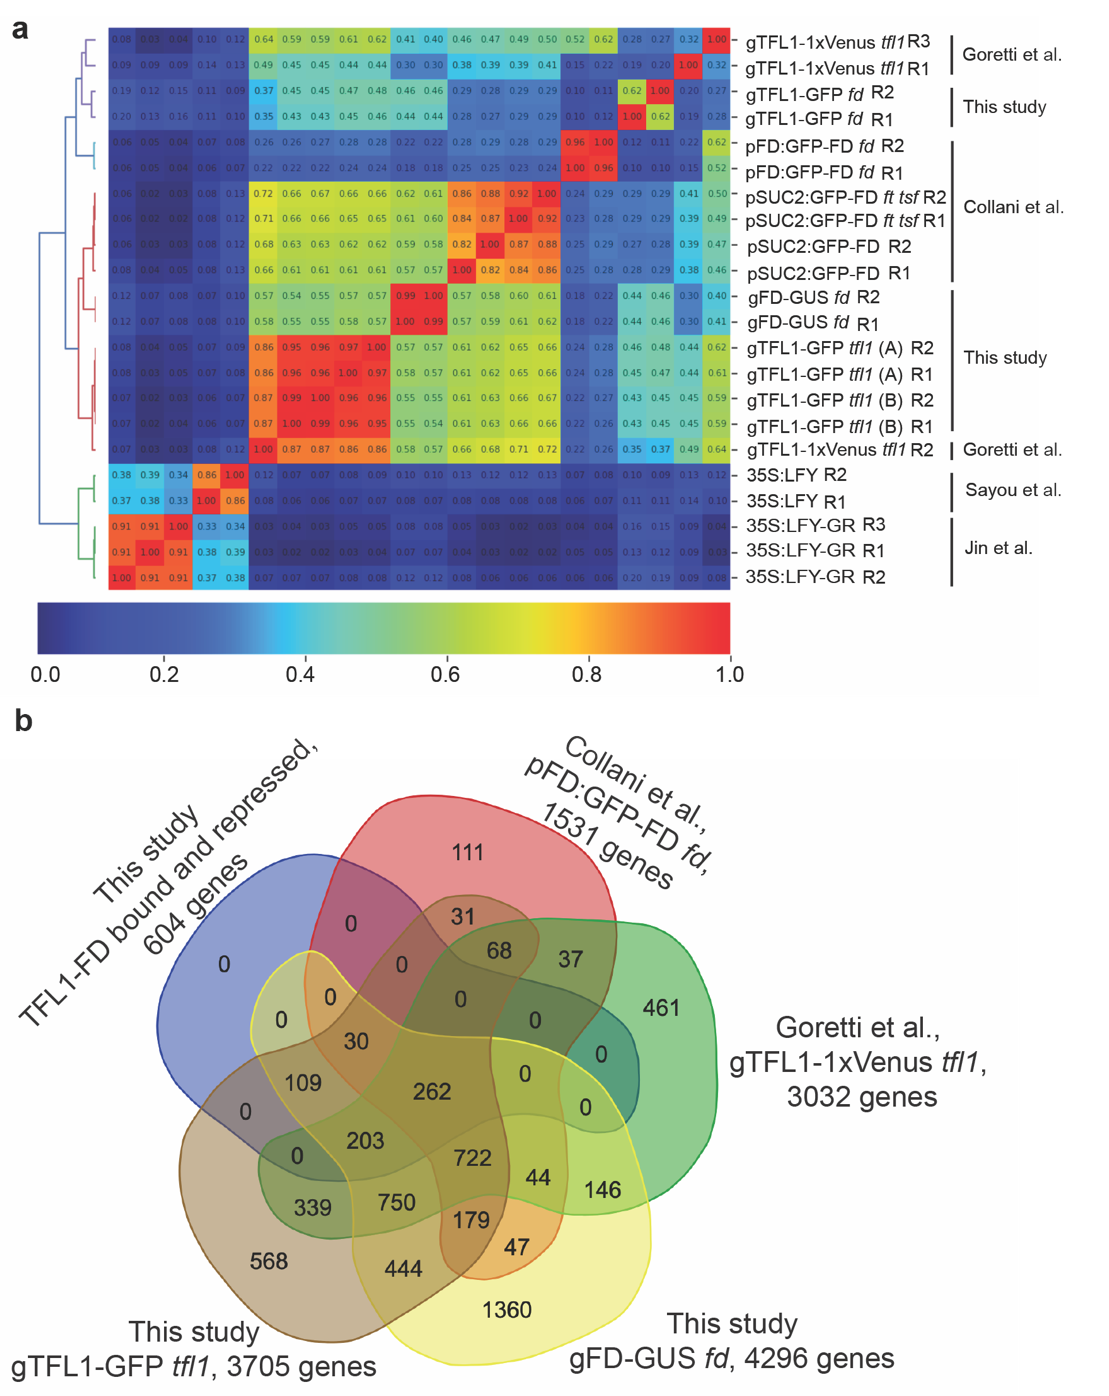

**Supplementary Figure 3. ChIP-seq quality control.**

**a**, Heatmap of Pearson correlation coefficient analysis of normalized reads of all replicates in significant peak regions (MACS2 q value ≤10^-10^). Below: legend for correlation coefficients. See Methods for details. TFL1 and FD datasets generated in the current study (42-day-old short-day-grown plants; this study) clustered together. They also clustered with recently published ChIP-seq datasets, in particular pSUC2:GFP-FD ^3^ (16 day-old long-day grown plants; Collani) and some replicates of gTFL1-1xVenus *tfl1* ^4^ (15-day-old long day grown plants; Goretti). A second, related, cluster contained pFD:GFP-FD *fd* ^3^ (16 day-old long-day grown plants; Collani), gTFL1-1xVenus *tfl1* ^4^ (15-day-old long day grown plants; Goretti) and our gTFL1 ChIP-seq in *fd* mutants. A LFY ChIP-seq experiment from our lab (root explants, 35S:LFY-GR) ^5^, together with a published LFY ChIP-seq experiment (inflorescences, 35S:LFY) ^6^, formed a separate cluster suggesting no strong batch effects. **b,** After peak calling and peak to gene annotation in analogous manner in all four ChIP-seq datasets (see Methods), we identified strong overlap between long-day and short-day endogenous TFL1 or FD peak associated genes. In addition, the long-day peak associated genes (Collani, Goretti) ^3,4^ also overlapped strongly with the 604 TFL1-FD bound and repressed genes we identified (see also Fig. 5a).

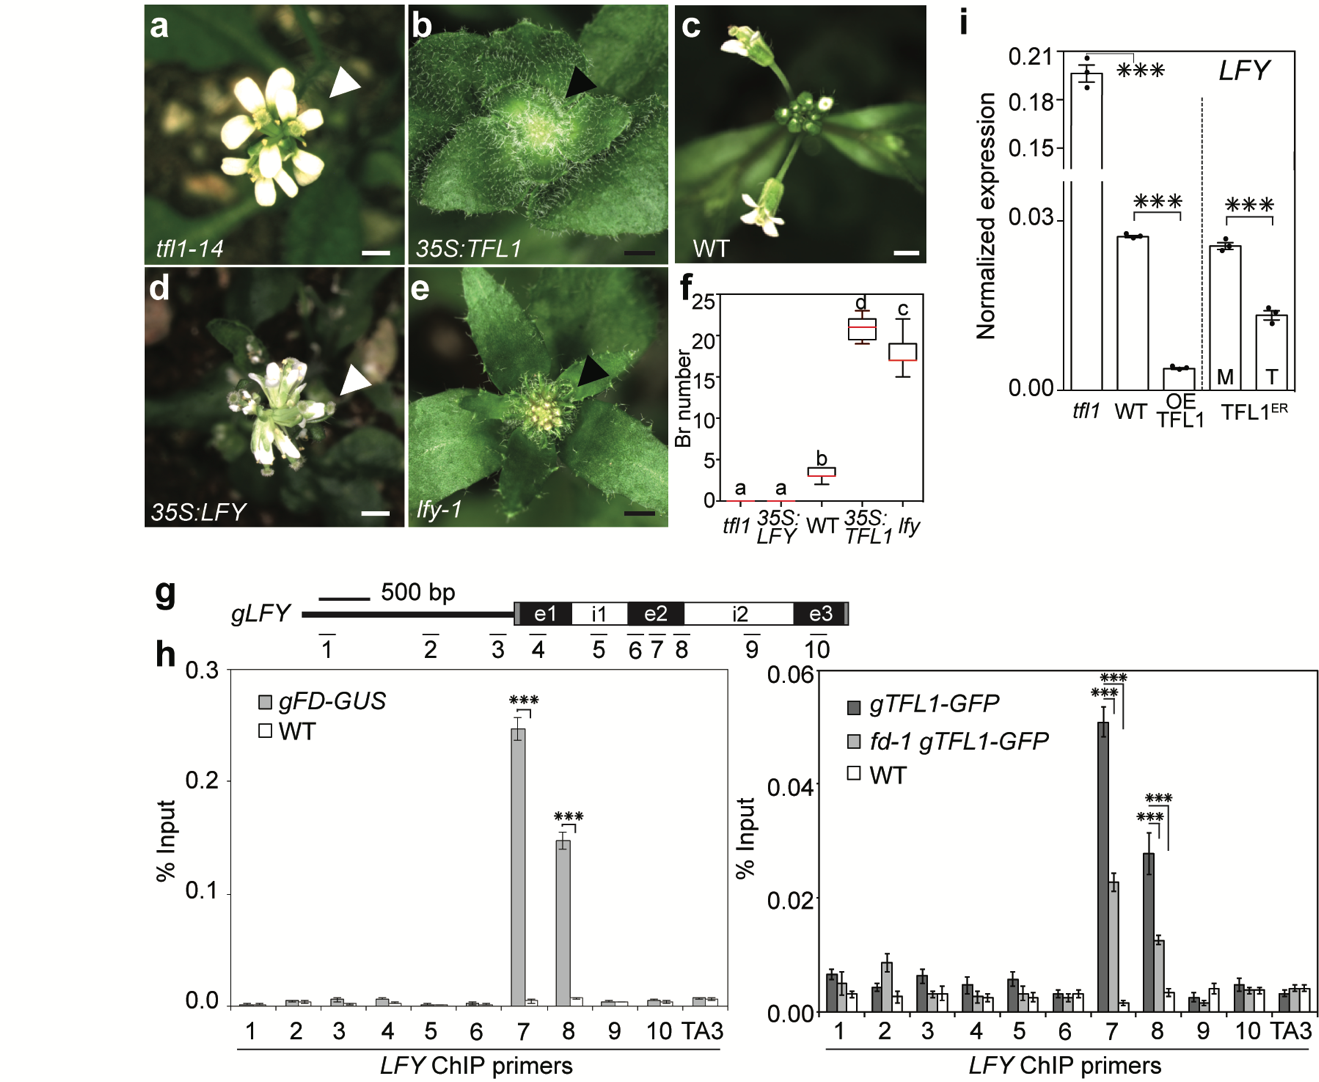

**Supplementary Figure 4. Direct repression of *LFY* by TFL1.**

**a** - **f**, Effect of LFY and TFL1 loss- and gain of function mutants on onset of flower formation in the inflorescence. Representative pictures of inflorescences (top view) grown in long-day photoperiod (a - e). Quantification of the number of branches (Br) formed (f). Scale bars: 2 mm (white) or 5 mm (black). White arrowhead: terminal flower. Box plot: median (red line; n = 12 plants), upper and lower quartiles (box edges), and minima and maxima (whiskers). Letters above boxes indicate significantly different groups; *p*-value < 0.05 based on Kruskal-Wallis test with Dunn's *post hoc* test. **g**, Diagram of *LFY* locus and ChIP primers used. **h,** Anti-GUS (left) or anti-GFP (right) ChIP of FD binding (left) and TFL1 binding (right), respectively, to the *LFY* locus in 42-day-old short-day-grown shoot apices. TFL1 binding was assayed in the presence and absence of *FD* (*fd-1* null mutant; bottom). The following controls were employed: genomic control: anti-GUS (left) or anti-GFP (right) ChIP of non-transgenic wild type (WT), internal control: occupancy at the TA3 retrotransposon locus. Shown are mean ± SEM of three independent biological experiments (black dots). P-values unpaired one-tailed *t*-test., gFD-GUS vs WT: *** region 7 = 0.0005, *** region 8 = 1E-05; gTFL1-GFP vs fd gTFL1-GFP: *** region 7 = 6E-05, *** region 8 = 0.0006; gTFL1-GFP vs WT: *** region 7 = 0.0002, *** region 8 = 2E-05. **i**, *LFY* expression in 16-day-old long-day-grown *TFL1* loss- and gain-of function mutants (left) and 4 hours after mock (M) or estradiol (T) induction of TFL1^ER^ (right). Shown are mean ± SEM of three independent experiments (black dots). *p*-values, unpaired one-tailed *t*-test: *** *tfl1*-vs-WT = 0.0004, *** WT-vs-*OETFL1* = 5E-08, *** M-vs-T = 0.0001; OE:35S:TFL1; Expression was normalized over *UBQ10*.

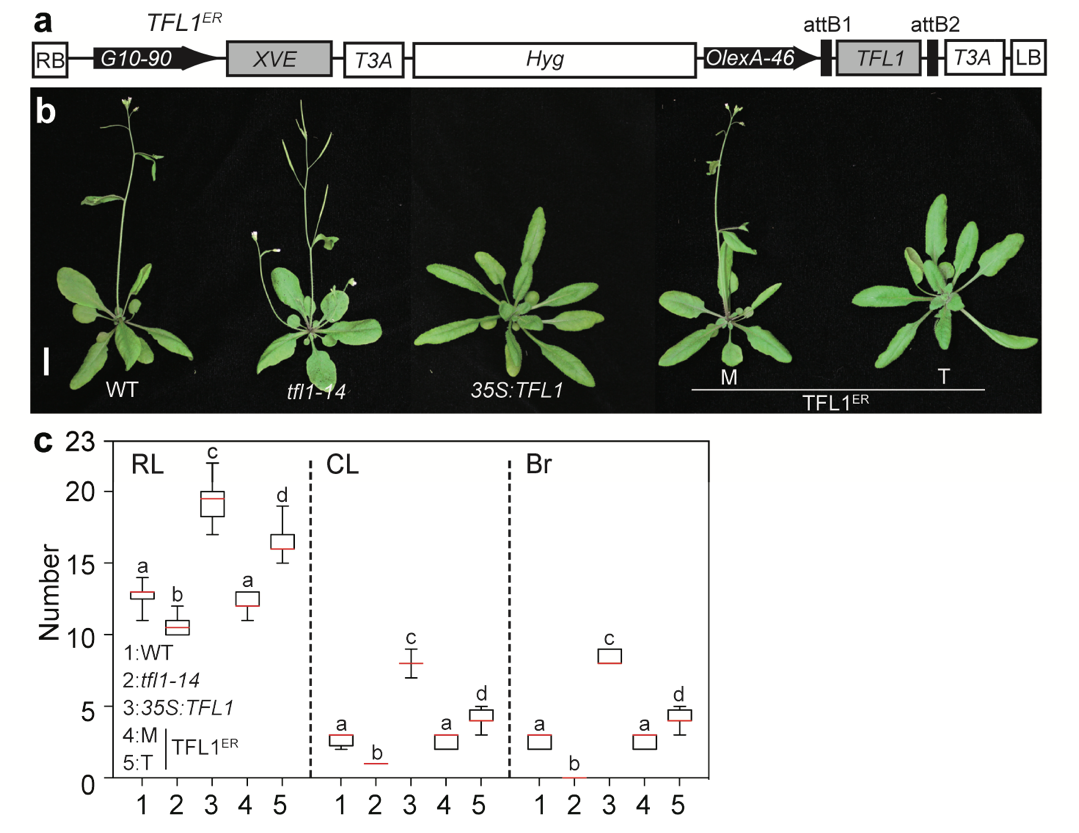

**Supplementary Figure 5. Steroid activatable TFL1 overexpression delays onset of reproductive development and flower formation.**

**a**, Construction of estradiol inducible TFL1 (TFL1 ^ER^) using pMDC7 (Ref. ^7^). Estradiol application activates the synthetic transcription factor XVE expressed from a constitutive promoter (G10-90). XVE consists of a LexA DNA binding domain (X), a VP16 activation domain (V) and an estradiol receptor hormone binding domain (E). Steroid activated XVE binds to OlexA-46 (eight copies of the *LexA* operator) in front of *TFL1* and activates gene expression. T3A: *rbcsS3A* poly(A) sequence. RB: right border, LB: left border, Hyg: hygromycin B resistance gene. **b**, Phenotypes of long-day-grown plants with decreased (*tfl1-14*), constitutively increased (35S:TFL1) or inducibly increased (TFL1^ER^) TFL1 activity. TFL1^ER^ plants were treated with 10 μmol beta-estradiol (T) or mock (M) solution from day 5 onward every other day until bolting. **c**, Quantification of phenotypes in (b). RL: rosette leaf number, CL: cauline leaf number, Br: branch number on the main inflorescence. Box plot-median (red line; n = 15 plants), upper and lower quartiles (box edges), and minima and maxima (whiskers). Letters above boxes indicate significantly different groups based on *p*-value < 0.05 Kruskal-Wallis test with Dunn's *post hoc* test.

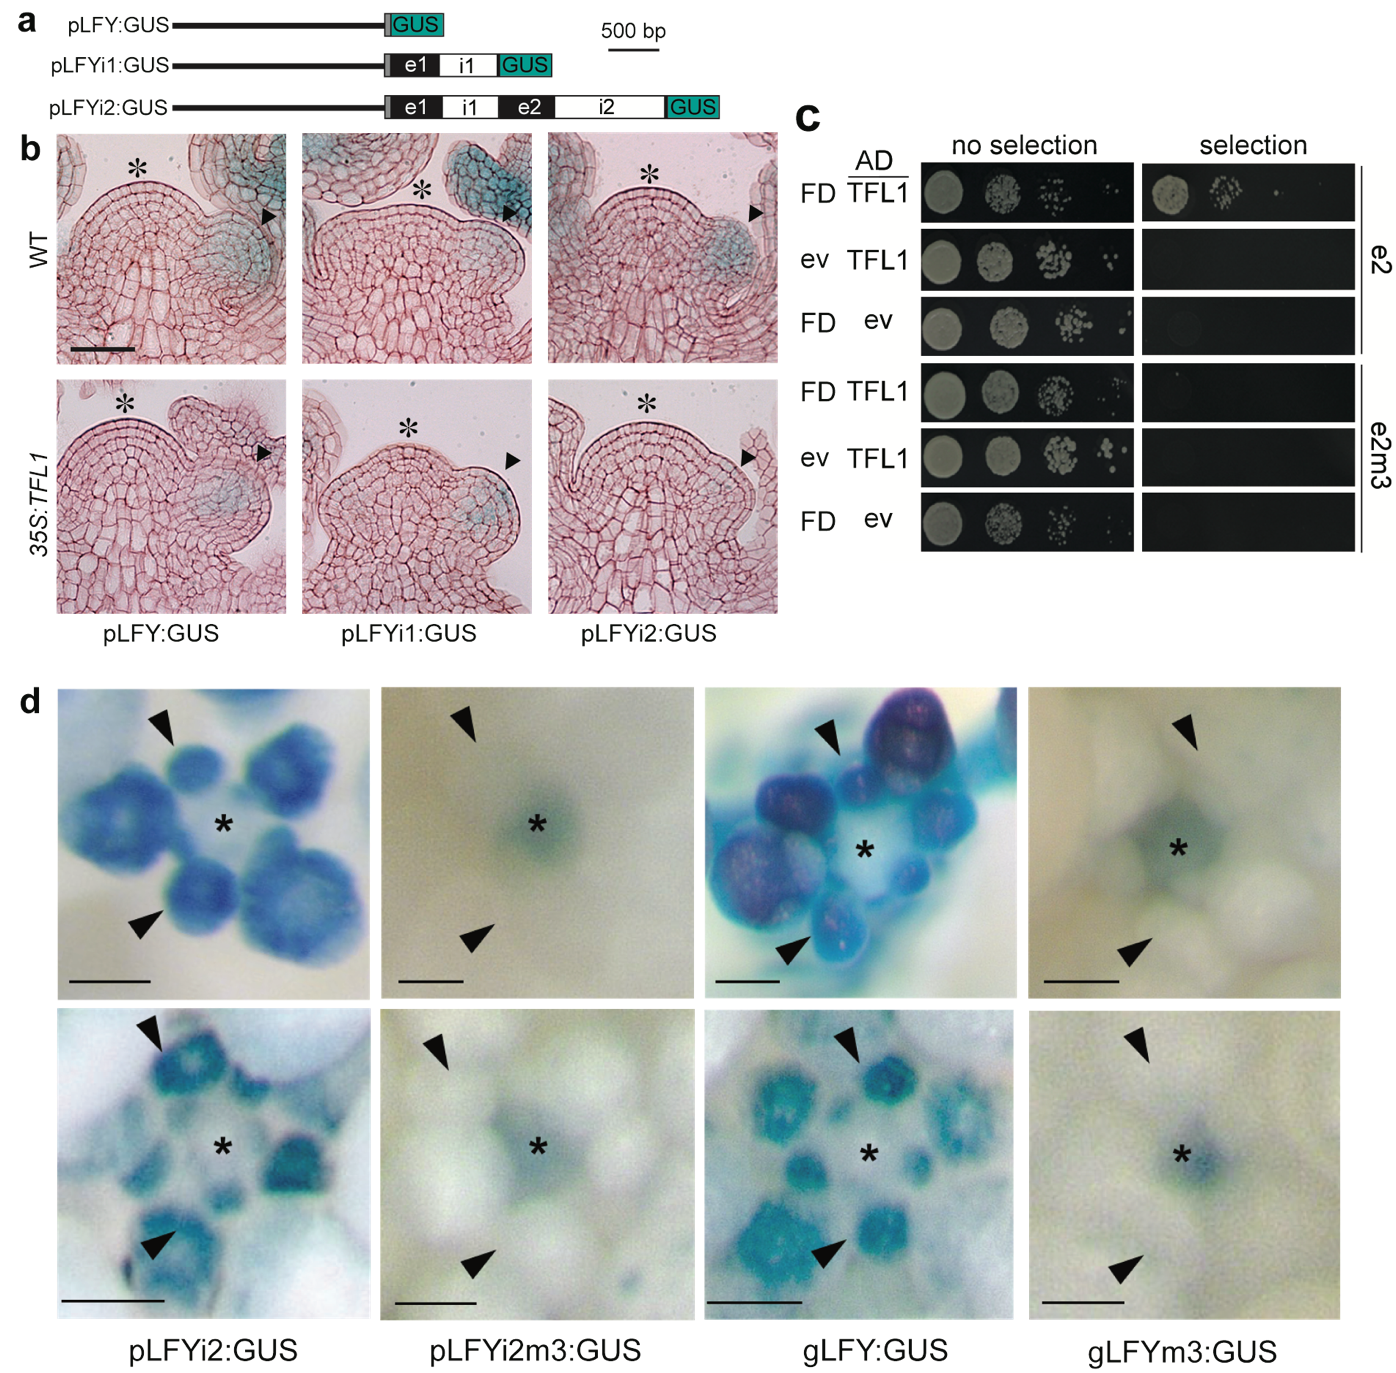

**Supplementary Figure 6. *LFY* locus regions required for repression by and recruitment of TFL1.**

**a**, LFY-GUS reporter constructs employed. Black line: 2.3 kb upstream intergenic region (*LFY* ‘promoter’) ^8^. Grey box: 5’UTR. Black boxes: exons. White boxes: introns. Blue box: beta-glucuronidase (GUS). **b**, GUS staining in wild-type (WT) and in *35S:TFL1* inflorescences grown in long-day photoperiod. Asterisk indicates the centre of the inflorescence shoot apex. Arrowheads point to flower primordia, where *LFY* is expressed. Only the pLFYi2:GUS reporter is silenced by 35S:TFL1. Scale bar: 1 µm. **c**, Test for TFL1/FD binding to wild-type (e2) and bZIP binding site mutated LFY exon 2 (e2m3) in yeast. For details on the *cis* motif mutations see Fig. 2a. LFY exon 2 or e2m3 driving expression of a resistance marker were integrated into the yeast genome. The resulting strains were transformed with plasmids expressing FD and TFL1-AD or control (ev= empty vector) and TFL1-AD. AD: activation domain. Yeast 14-3-3 proteins mediate FD-florigen interactions in yeast ^9,10^. Growth was assayed on media without or with selection. **d**, Accumulation of beta-glucuronidase in independent pLFYi2:GUS, pLFYi2m3:GUS, gLFY:GUS and gLFYm3:GUS lines. Staining was conducted under identical conditions. Arrowheads: flower primordia; asterisk: inflorescence shoot apex; Scale bars: 2 mm.

**
**

**Supplementary Figure 7. Downregulation of *FT* specifically during reproductive development.**

**a, b,** Representative images of the phenotypes of *pFT4kb:amiRFT* plants, in which an artificial microRNA specific to *FT ^11^* was expressed from a minimal *FT* promoter active only during the reproductive phase ^12^. V: vegetative phase, R: reproductive phase (a). Plants were grown in long-day photoperiod. *pFT4kb:amiRFT* plants did not delay onset of reproduction. Plants formed the same number of rosette leaves (RL) as the wild type (b). However, the switch to flower formation occurred significantly later. More cauline leaves (CL) and branches (Br) formed relative to the wild type (b). Quantification, n = 15 independent plants. Box plot-median (red line), upper and lower quartiles (box edges), and minima and maxima (whiskers). Letters: significantly different groups *p*-value < 0.05 based on Kruskal-Wallis test with Dunn's *post hoc* test. Scale bars, 1 cm.

**
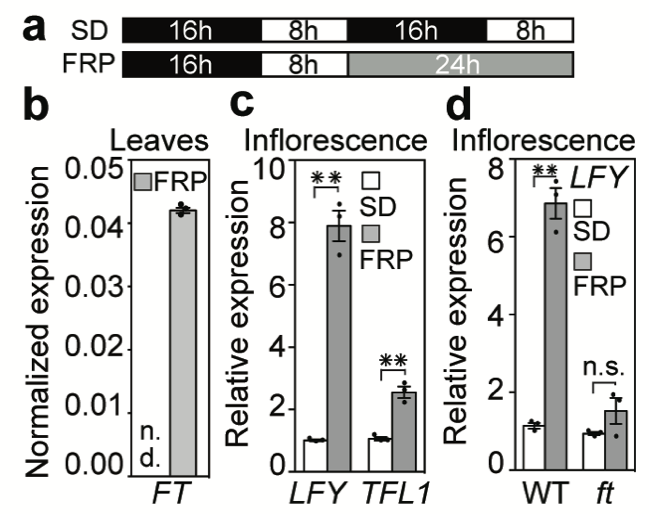
**

**Supplementary Figure 8. FT promotes *LFY* accumulation.**

**a**, Diagram for photoperiod triggered upregulation of *FT* in 42-day-old short-day-grown plants. **b - d**, Change in gene expression after far-red light enriched photoinduction (FRP). Gene expression was normalized to that of *UBQ10*. *FT* expression is strongly elevated in fully expanded true leaves (b) which results in FT protein accumulation at the shoot apex ^13^. (c) FRP caused strong upregulation of *LFY* expression in inflorescences. *TFL1* is moderately upregulated consistent with the known increase in *TFL1* levels at the onset of the reproductive phase ^14^. (d) No significant *LFY* upregulation by FRP was observed in the *ft-10* null mutant (see also **Supplementary Fig.12a**). (b - d) Expression is normalized over that of *UBQ10.* (c, d) Relative gene expression compared to wild-type SD grown plants. Shown are mean ± SEM of three independent biological experiments (black dots). *p*-values: unpaired one-tailed *t*-test ** *LFY* = 0.002; ** *TFL1* = 0.008 (c) ** *LFY* = 0.002, n.s. = 0.11 (d). n.d.: not detectable. The normalized expression values were: *LFY* in SD (0.0024±0.0001), after FRP (0.0185±0.0012); *TFL1* in SD (0.0293±0.0016), after FRP (0.0703±0.0051) for (c) and *LFY* in SD WT (0.0025±0.0002), after FRP WT (0.0152±0.0015); *LFY* in SD *ft* (0.0019±0.0001), after FRP *ft* (0.0031±0.0012) for (d).

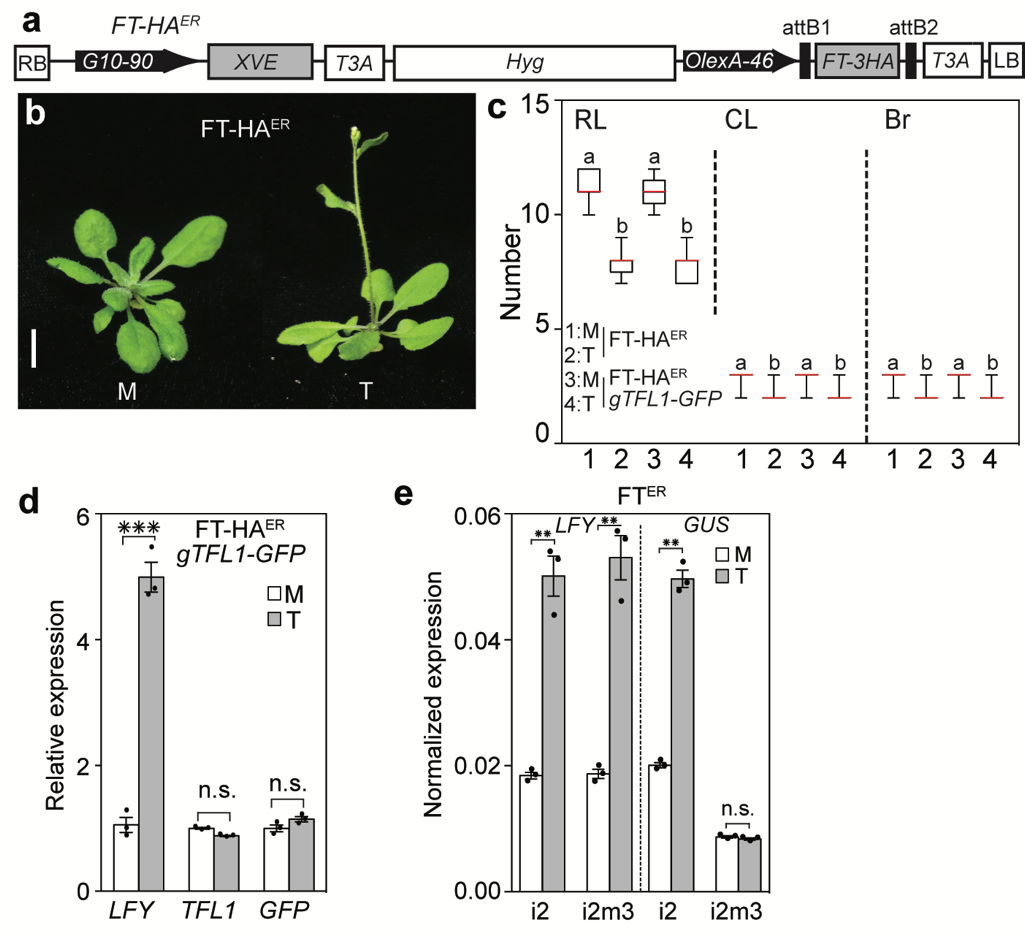

**Supplementary Figure 9. Steroid activated FT causes precocious onset reproductive development and of flower formation.**

**a**, FT-HA^ER^ construct, see Supplementary Figure 5a for details. **b**, Early flowering phenotypes of plants with inducible increased FT. Plants were treated with 10 μmol beta-estradiol (T) or mock (M) solution from day 5 of growth onward every other day until bolting. Scale bars: 1 cm. **c**, Quantification of phenotypes in (b). RL: rosette leaf number, CL: cauline leaf number, Br: branch number. M: mock, T: steroid treatment. Box plot-median (red line; n = 15 plants), upper and lower quartiles (box edges), and minima and maxima (whiskers). Letters above boxes indicate significantly different groups *p*-value < 0.05 based on Kruskal-Wallis test with Dunn's *post hoc* test. **d**, FT-HA^ER^ activation leads to increased *LFY* accumulation in 12-day-old long-day grown plants, while endogenous *TFL1* or transgene *gTFL1*-*GFP* levels do not change. Gene expression was normalized to *UBQ10* and is displayed relative to the mock (M) condition for better comparison. Normalized values (mean±SEM) were: *LFY* (0.0025±0.0003 (M), 0.0118±0.0006(T)); *TFL1* (0.0150±0.0006 (M), 0.0136±0.0002 (T)), and GFP (0.0059±0.0003 (M), 0.0068 ±0.0002 (T)). **e**, Effect of FT-HA^ER^ induction by steroid treatment (4 hrs) in 12-day-old long-day-grown plants on endogenous *LFY* (left) or on a *LFY* reporter (right). Both wild type (pLFYi2:GUS) and bZIP binding site mutated (pLFYi2m3:GUS) reporters were assayed. Expression was normalized over that of *UBQ10.* (d, e) Shown are mean ± SEM of three independent biological experiments (black dots). *p*-value, unpaired one-tailed *t*-test: *** *LFY* = 0.003, n.s. *TFL1*= 0.09, n.s. *GFP* = 0.05 (d); ** *LFY* in pLFYi2 = 0.0051 or ** in pLFYi2m3 = 0.0053, ** *GUS* in pLFYi2 = 0.0011 or n.s. in pLFYi2m3 = 0.13 (e).

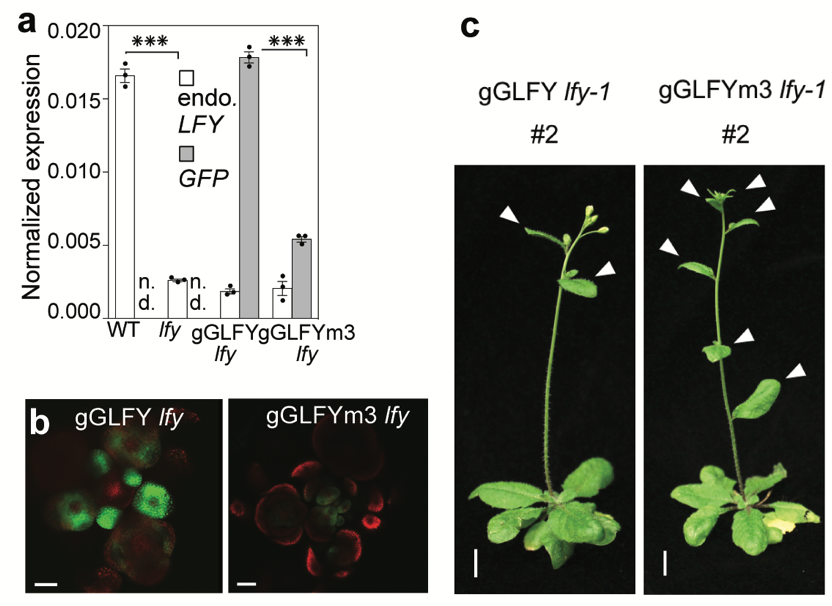

**Supplementary Figure 10. bZIP binding site mutations strongly reduce *LFY* accumulation.**

**a, b,** *LFY* expression in long-day-grown gGLFY *lfy-1* and gGLFYm3 *lfy-1* plants on the basis of qRT-PCR (a) or confocal imaging (b). (a) Expression of *GFP* (grey) and endogenous *LFY* (white) was normalized over that of *UBQ10.* Shown are mean ± SEM of three independent biological experiments (black dots). *p*-value unpaired one-tailed *t*-test. *** endo. *LFY* (wt/*lfy*) = 0.0005, *** *GFP* (gGLFY *lfy*/gGLFYm3 lfy GFP) = 3E-05. n.d.: not detectable. (b) Top view of the inflorescence visualizing GFP signal of gGLFY (left) and gGLFYm3 (right). The image for gGLFYm3 was taken at higher gain (1.3x) and laser power (2.7x) than that of gGLFY. Scale bars, 2 mm. **c,** Rescue of *lfy-1* null mutants by genomic GFP-tagged LFY or a bZIP binding site mutated version thereof (gGLFYm3) under long-day conditions. Arrowheads indicate branches formed on the main stem. Scale bars, 1 cm.

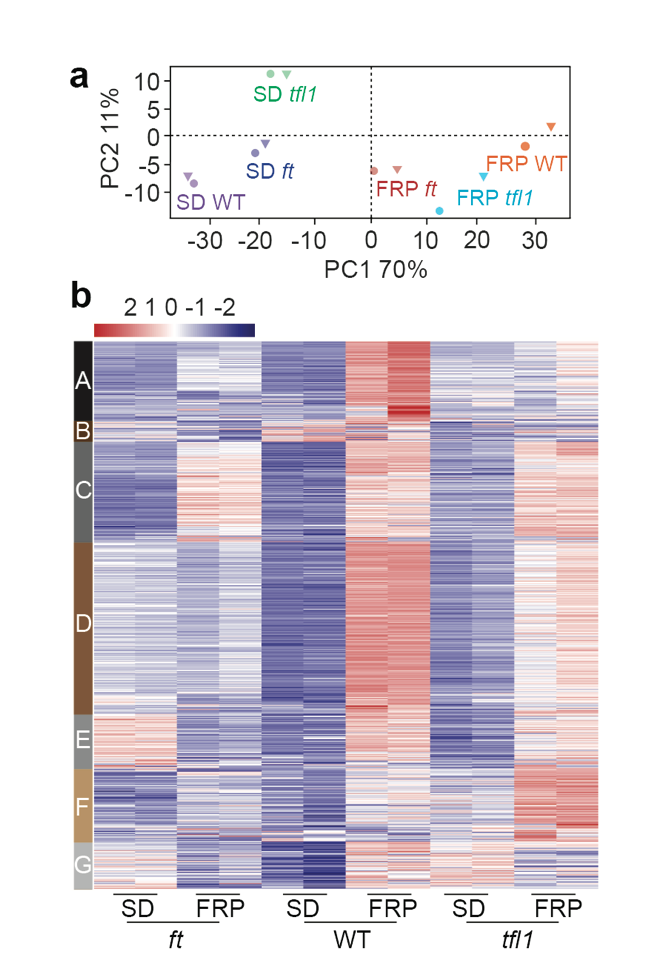

**Supplementary Figure 11. RNA-seq with and without a single far-red enriched photoperiod induction in short-day grown plants.**

**a**, Principle Component Analysis of normalized reads of dissected inflorescences from *ft-10,* wild-type or *tfl1-1* plants. Plants were grown for 42-days in short-day photoperiod ± photoperiod induction. **b**, K-means clustering of all significantly (adjusted p-value cut-off ≤ 0.005) de-repressed genes. DESeq2 normalized expression values are shown for each replicate. Only cluster C lacks FT dependence.

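In the 12 libraries 9344 genes were up upon FRP in at least 1 genotype (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p of at most 0.005), and in the 18 libraries 6708. Of the 9344 genes, 2721 were up in ft, of which 1465 were up in ft only, 1256 also in the wild type or tfl1, and 621 in all 3 genotypes. For 371 of the 1256 genes the effect in the wild type or tfl1 was larger than in ft by a test of the difference. Across all 18 libraries 1164 genes were up in ft, with 374 up in ft only, 790 also in the wild type or tfl1 and 447 in all 3 genotypes, and for 120 of the 790 the effect was larger than in ft by a test of the difference.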

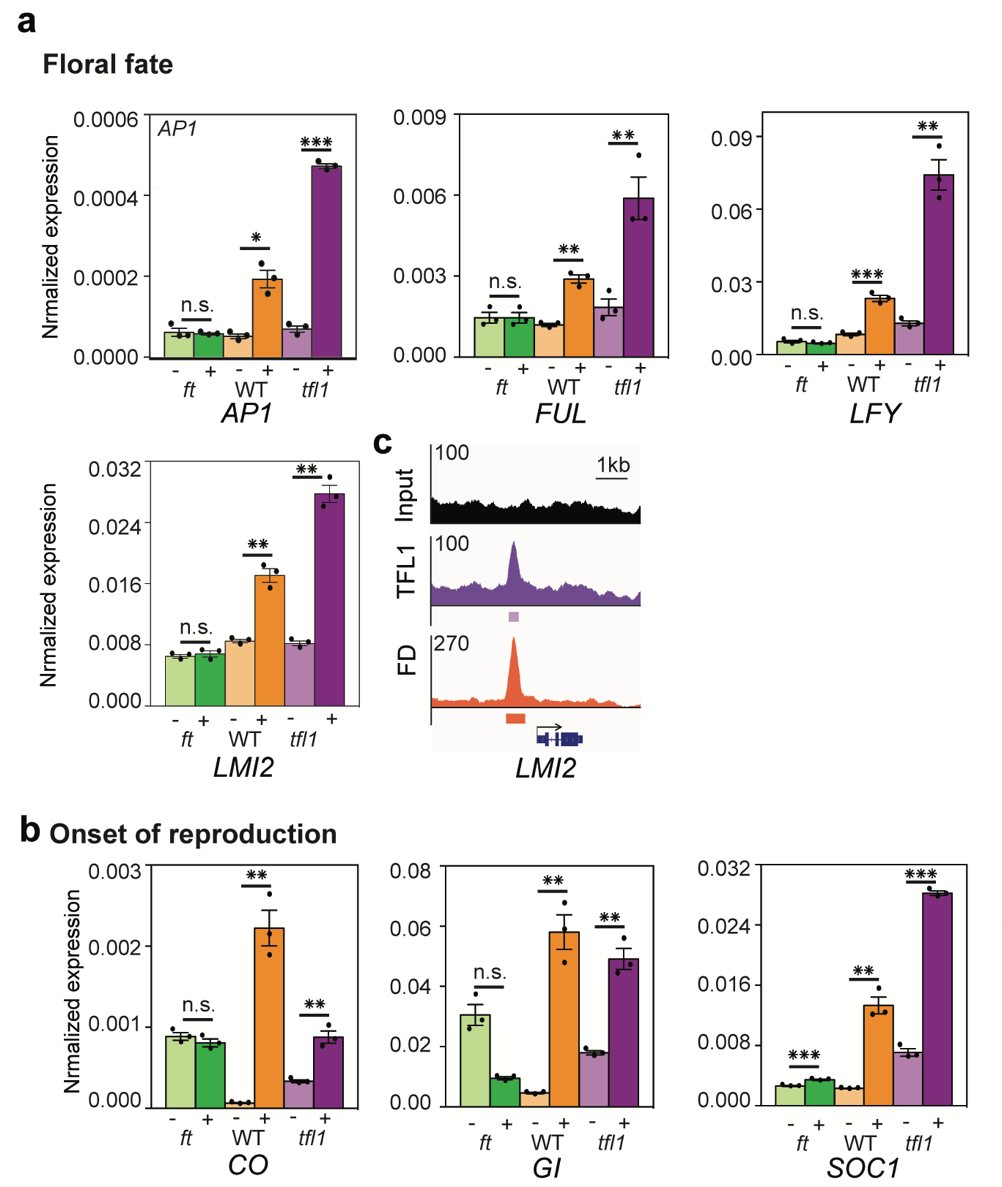

**Supplementary Figure 12. Validation of FT-dependence for TFL1 and FD bound genes involved in onset of reproductive development and flower fate.**

**a, b,** Independent biological replicates of 42-day-old short-day grown plants treated with (+) or without (-) a single far-red enriched photoperiod (FRP). qRT-PCR confirms FT-dependent de-repression of TFL1-FD complex targets linked to onset of flower fate (a) or onset of reproduction (b). SOC1 alone is significantly de-repressed upon FRP treatment in *ft* mutants. Expression is normalized over that of *UBQ10.* Shown are mean ± SEM of three independent biological experiments (black dots). (a, b) *p*-value, unpaired one-tailed *t*-test. From left to right *AP1*: n.s. = 0.65 , * = 0.011, *** = 1E-06; *FUL:* n.s. = 0.5, ** = 0.004, ** = 0.008; *LFY*: n.s. = 0.85, *** = 0.0008, ** = 0.005; *LMI2*: n.s. = 0.28, ** = 0.005, ** = 0.001; *CO*: n.s. = 0.84, ** = 0.005, ** = 0.009; *GI*: n.s. = 0.98, ** = 0.005, ** = 0.006; *SOC1*: *** = 0.0004, ** = 0.005, *** = 2E-05. c. Browser screenshot of *LMI2*, which promotes onset of flower formation together with *LFY* ^15^. Significant peaks (MACS2 summit q value ≤ 10^-10^) are marked by horizontal bars, with the color saturation proportional to the -log 10 q value (as for the narrowPeak file format in ENCODE).

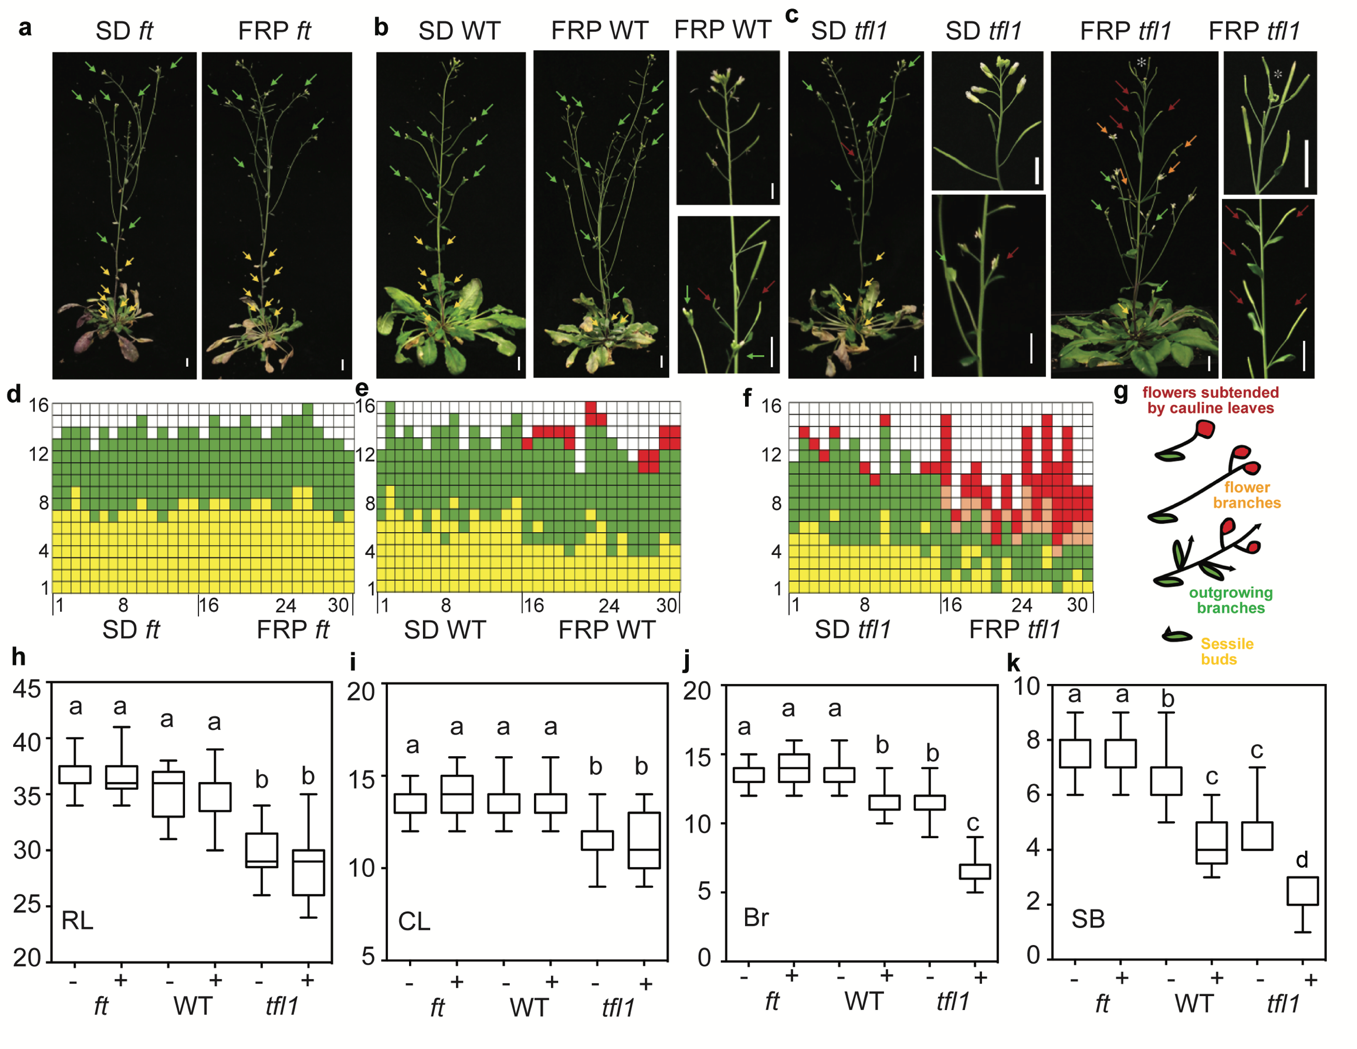

**Supplementary Figure 13.** **Effect of a single far-red light enriched photoperiod (FRP) on *ft-10* mutants, wild type and *tfl1-1*.**

**a - c**, Representative plant images. Yellow arrows: sessile buds. Green arrows: outgrowing branches. Orange arrows: flower branches (a single or two flowers borne at the end of a branch- like petiole subtended by a cauline leaf). Red arrows: flowers subtended by cauline leaves. Scoring was terminated when ‘regular’ flowers not subtended by cauline leaves formed. Asterisk (*) indicates a terminal flower. Scale bar = 1 cm. **d - f**, Identity and fate of primordia formed on the inflorescence from the bottom (node 1) to the top (node 16). Colour coding is as in (a-c): Yellow: sessile buds. Green: outgrowing branches. Orange: flower branches. Red: flowers subtended by cauline leaves. **g,** Schematic of the types of structures formed and colour key for (a - f). **h** - **k**, Phenotype quantification. Box plot-median (red line; n = 15 plants), upper and lower quartiles (box edges), and minima and maxima (whiskers). RL, rosette leaves (h), CL: cauline leaves (i), Br, branches (j), SB: sessile buds (k). -, no FRP treatment; +, a single FRP treatment. Letters above boxes indicate significantly different groups (*p*-value < 0.05) based on Kruskal-Wallis test with Dunn's *post hoc* test. Compared to untreated plants, a single FRP triggered formation of significantly fewer branches in *tfl1* mutants and in the wild type, indicating a switch to floral fate. As the number of cauline leaves, which subtend branches but not flowers in *Arabidopsis*, did not changed, we propose that axillary branch meristems switched to flower fate (in accordance with Ref ^16^). In addition, FRP triggered significant branch outgrowth in *tfl1* mutants and the wild type relative to untreated plants (fewer sessile buds formed). Onset of the reproductive phase was unchanged in these plants. This is expected as FRP was applied at day 42, after the plants had terminated vegetative development. No significant effect of FRP treatment was detectable in the *ft* mutant.

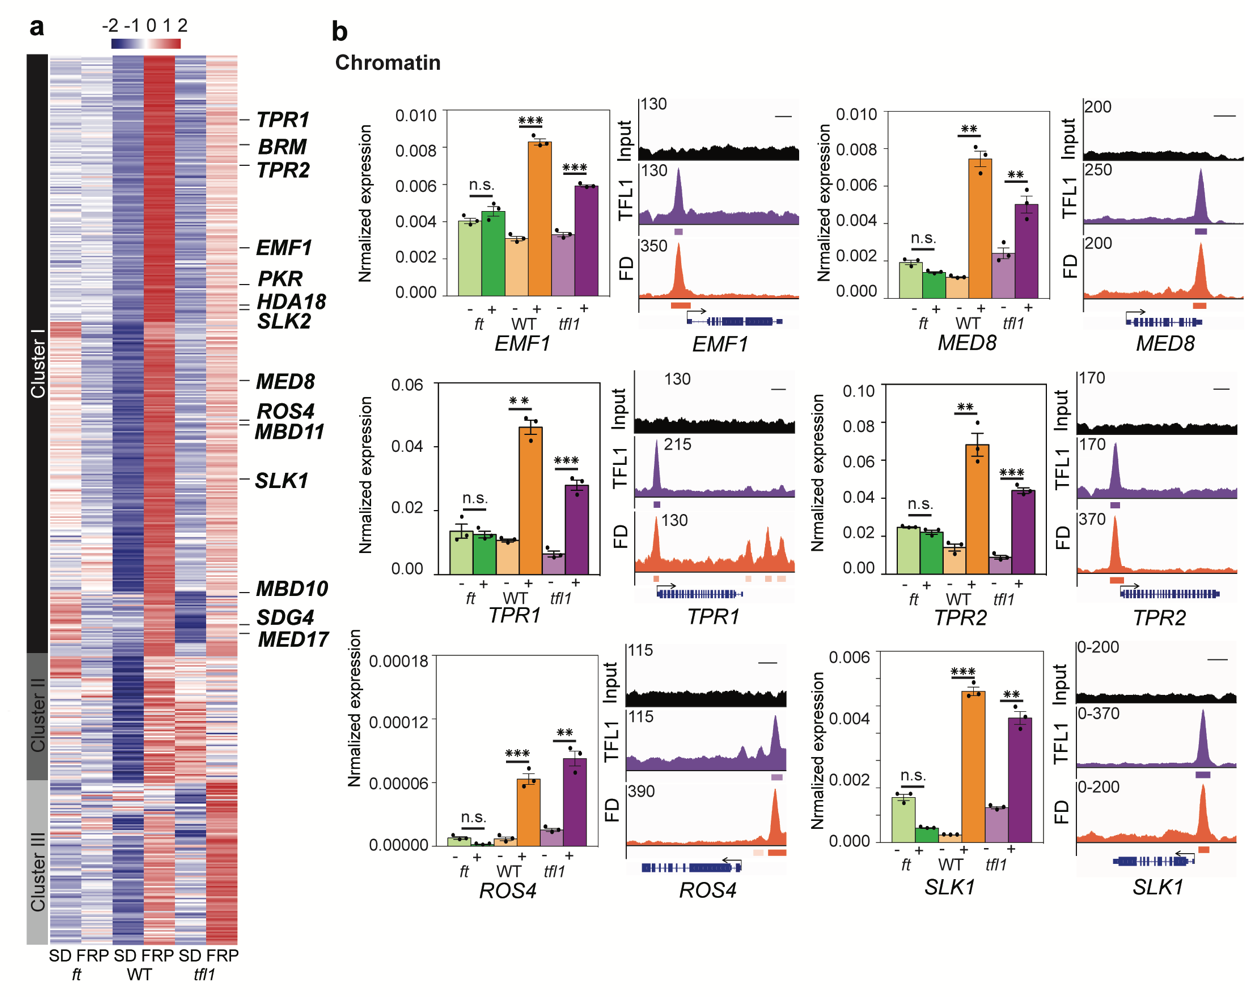

**Supplementary Figure 14. Chromatin regulators bound by TFL1 and FD and de-repressed by FRP.**

**a**, Chromatin regulators and transcriptional co-regulators targets of TFL1-FD complex belong to k-means cluster I. **b,** Left: qRT-PCR of independent biological replicates confirms FT-dependent de-repression of genes directly repressed by the TFL1-FD complex. 

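The paper drew its chromatin regulators and co-regulators from genes called in the same 12 libraries, so the counts there were largely fixed in advance. The 13 analysed here are TPR1, TPR2, BRM, EMF1, PKR1, HDA18, SLK1, SLK2, MED8, ROS4, MBD10, MBD11 and SDG4. Over the paper's 12 libraries 12 of them were up in the wild type, 13 in tfl1 and 0 in ft, both with adjustment over all tested genes and over the list alone (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p of at most 0.005), with 0 up in ft at an unadjusted p under 0.05. The exception in the wild type was SDG4, with a log2 fold change of 0.34 (adjusted p = 0.0301, edgeR quasi-likelihood test, Benjamini-Hochberg). With all 18 libraries 10 were up in the wild type, 9 in tfl1 and 0 in ft, or 11, 10 and 0 with adjustment over the list alone. Under the replicate block 9 were up in tfl1 and 0 in ft. Leaving single libraries out of the 18 gave 7 to 12 up in the wild type, 5 to 13 in tfl1 and 0 in ft. Removal of trends on transcript length and GC content from the 12 libraries gave 11 up in the wild type, 9 in tfl1 and 2 in ft. SLK1 was down in ft in the 12 libraries (log2 fold change -0.43, adjusted p = 0.00204, edgeR quasi-likelihood test, Benjamini-Hochberg). The median log2 fold change over the 13 genes was 1.96 in the wild type and 0.99 in tfl1 in the 12 libraries and 1.18 and 1.08 in the 18. The largest effect in the wild type was that of PKR1, at 3.08 in the 12 libraries and 2.58 in the 18, and the difference from ft was past the threshold for 13 and 5 of the genes in the set in the 12 and the 18 libraries. By distance to the k-means clusters of the co-bound genes, 12 of the 13 were nearest to cluster A, and SDG4 was nearest to cluster C, the one with LFY.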

Plants were treated with (+) or without (-) a single far-red enriched photoperiod (FRP). Expression is normalized over that of *UBQ10.* Shown are mean ± SEM of three independent experiments (black dots). *p*-values based on unpaired one-tailed *t*-test. *EMF1*: n.s. = 0.09, *** = 7E-06, *** = 0.0001; *MED8:* n.s. = 0.98, ** = 0.002, ** = 0.008; *TPR1*: n.s. = 0.65, ** = 0.001, *** = 0.0006; *TPR2:* n.s. = 0.92, ** = 0.006, *** = 0.0001; *ROS4*: n.s. = 0.97, *** = 0.0009, ** = 0.005; *SLK1*: n.s. = 0.99, *** = 0.0004, ** = 0.002. Right: Browser screenshots for input, TFL1 and FD ChIP-seq. Significant peaks (MACS2 summit q val ≤ 10^-10^) are marked by horizontal bars, with the color saturation proportional to the -log 10 q value (as for the narrowPeak file format in ENCODE). Direct TFL1-FD targets include mediator complex subunits (*MED*), which link to Pol II transcription ^17^, co-repressor complexes linked to histone de-acetylation such as SEUSS-LIKE (*SLK*) and TOPLESS-RELATED (*TPR*) ^18^ and HISTONE DEACETYLASE 18 (*HDA18*). BRAHMA (*BRM*) is a SWI/SNF chromatin remodeler ^18^, REPRESSOR OF SILENCING 4 (*ROS4*) a histone acetyltransferase ^19^, EMBRYONIC FLOWER 1 (*EMF1*) and *PICKLE RELATED 1* (*PKR*) are linked to Polycomb repression ^20^, ASH1-RELATED 3/SET DOMAIN GROUP 4 (*AHR3/SDG4*) is a histone methyltransferase ^21^, METHYL-CPG-BINDING DOMAIN 10 and 11 (*MBD10/11*) are putative methyl-DNA binding proteins ^22^.

**Supplementary Table 1.** Gene Ontology terms enriched in genes with TFL1 and FD binding peaks.

| **Description** | **FDR** |
| --- | --- |
| response to abiotic stimulus | 4.50E-35 |
| response to stimulus | 1.30E-30 |
| response to endogenous stimulus | 1.40E-28 |
| regulation of gene expression | 5.20E-22 |
| developmental process | 2.60E-14 |
| anatomical structure development | 3.20E-13 |
| response to stress | 1.90E-12 |
| photosynthesis | 1.40E-10 |
| post-embryonic development | 3.50E-10 |
| cell communication | 9.90E-10 |
| signal transduction | 2.70E-09 |
| cellular biosynthetic process | 1.30E-08 |
| reproductive structure development | 4.70E-08 |
| generation of precursor metabolites and energy | 1.50E-06 |
| flower development | 5.90E-06 |

Significant Peaks (MACS2 q value ≤ 10^-10^) were annotated to genes as described in the Materials and Methods. GO slim was implemented in AgriGO v2.0 (Ref. ^23^) and GO terms associated with Yekutieli (FDR under dependency) significance level < 10^-5^ were identified.

**Supplementary Table 2.** Primers used

**Supplementary Table 3.** Summary of plant lines generated.

| Construct | Transformed into | Crossed to |
| --- | --- | --- |
| *gTFL1-GFP* | *tfl1-1* |  |
| *TFL1^ER^* | wild type |  |
| *FT-HA^ER^* | wild type | *pLFYi2:GUS*  and *pLFYi2m3:GUS* |
| *FT-HA^ER^* | gTFL1-GFP *tfl1-1* |  |
| *pLFY:GUS* | wild type |  |
| *pLFYi1:GUS* | wild type |  |
| *pLFYi2:GUS* | wild type |  |
| *pLFYi2m3:GUS* | wild type |  |
| *e2* | wild type  gTFL1-GFP *tfl1-1*  *FT-HA^ER^* |  |
| *e2m3* | wild type  gTFL1-GFP *tfl1-1*  *FT-HA^ER^* |  |
| *pFT4kb:amiRFT* | wild type |  |
| *gGLFY* | *lfy-1/+** |  |
| *gGLFYm3* | *lfy-1/+** |  |
| *gLFY:GUS* | wild type |  |
| *gLFYm3:GUS* | wild type |  |

* Heterozygous *lfy-1 -*/+ seed stock was generated by crossing *lfy-1* to line C2723 (Ref. ^24^), which contains two fluorescent markers flanking the *lfy-1* locus (*NAP:eGFP NAP:dsRED*, C2723)*.* Homozygous *lfy-1* plants were identified in the T2 generation by fluorescence marker selection and confirmed by genotyping.

**Supplementary References**

1. Wu, X. *et al.* Modes of intercellular transcription factor movement in the Arabidopsis apex. *Development* **130**, 3735-3745 (2003).

2. Heinz, S. *et al.* Simple Combinations of Lineage-Determining Transcription Factors Prime cis-Regulatory Elements Required for Macrophage and B Cell Identities. *Molecular Cell* **38**, 576-589 (2010).

3. Collani, S., Neumann, M., Yant, L. & Schmid, M. FT Modulates Genome-Wide DNA-Binding of the bZIP Transcription Factor FD. *Plant Physiol* **180**, 367-380 (2019).

4. Goretti, D. *et al.* TERMINAL FLOWER1 Functions as a Mobile Transcriptional Cofactor in the Shoot Apical Meristem. *Plant Physiol* **182**, 2081-2095 (2020).

5. Jin, R. *et al.* LEAFY is a pioneer transcription factor and licenses cell reprogramming to floral fate. (2020).

6. Sayou, C. *et al.* A SAM oligomerization domain shapes the genomic binding landscape of the LEAFY transcription factor. *Nature Communications* **7**, 11222 (2016).

7. Curtis, M.D. & Grossniklaus, U. A Gateway Cloning Vector Set for High-Throughput Functional Analysis of Genes in Planta. *Plant Physiology* **133**, 462-469 (2003).

8. Blazquez, M.A., Soowal, L.N., Lee, I. & Weigel, D. LEAFY expression and flower initiation in Arabidopsis. *Development* **124**, 3835-3844 (1997).

9. Taoka, K. *et al.* 14-3-3 proteins act as intracellular receptors for rice Hd3a florigen. *Nature* **476**, 332-5 (2011).

10. Kaneko-Suzuki, M. *et al.* TFL1-Like Proteins in Rice Antagonize Rice FT-Like Protein in Inflorescence Development by Competition for Complex Formation with 14-3-3 and FD. *Plant Cell Physiol* **59**, 458-468 (2018).

11. Schwab, R., Ossowski, S., Riester, M., Warthmann, N. & Weigel, D. Highly Specific Gene Silencing by Artificial MicroRNAs in Arabidopsis. *The Plant Cell* **18**, 1121-1133 (2006).

12. Adrian, J. *et al.* cis-Regulatory Elements and Chromatin State Coordinately Control Temporal and Spatial Expression of FLOWERING LOCUS T in Arabidopsis. *The Plant Cell* **22**, 1425-1440 (2010).

13. Andrés, F. & Coupland, G. The genetic basis of flowering responses to seasonal cues. *Nature Reviews Genetics* **13**, 627 (2012).

14. Conti, L. & Bradley, D. TERMINAL FLOWER1 is a mobile signal controlling Arabidopsis architecture. *Plant Cell* **19**, 767-78 (2007).

15. Pastore, J.J. *et al.* LATE MERISTEM IDENTITY2 acts together with LEAFY to activate <em>APETALA1</em>. *Development* **138**, 3189-3198 (2011).

16. Hempel, F.D., Zambryski, P.C. & Feldman, L.J. Photoinduction of flower identity in vegetatively biased primordia. *Plant Cell* **10**, 1663-76 (1998).

17. Larivière, L. *et al.* Structure of the Mediator head module. *Nature* **492**, 448-451 (2012).

18. Martin-Arevalillo, R. *et al.* Structure of the *Arabidopsis* TOPLESS corepressor provides insight into the evolution of transcriptional repression. *Proceedings of the National Academy of Sciences* **114**, 8107 (2017).

19. Qian, W. *et al.* A Histone Acetyltransferase Regulates Active DNA Demethylation in *Arabidopsis*. *Science* **336**, 1445 (2012).

20. Calonje, M., Sanchez, R., Chen, L. & Sung, Z.R. EMBRYONIC FLOWER1 Participates in Polycomb Group-Mediated *AG* Gene Silencing in *Arabidopsis*. *The Plant Cell* **20**, 277 (2008).

21. Kumpf, R. *et al.* The ASH1-RELATED3 SET-Domain Protein Controls Cell Division Competence of the Meristem and the Quiescent Center of the Arabidopsis Primary Root. *Plant Physiology* **166**, 632-643 (2014).

22. Berg, A. *et al.* Ten members of the Arabidopsis gene family encoding methyl‐CpG‐binding domain proteins are transcriptionally active and at least one, AtMBD11, is crucial for normal development. *Nucleic Acids Research* **31**, 5291-5304 (2003).

23. Yan, H. *et al.* agriGO v2.0: a GO analysis toolkit for the agricultural community, 2017 update. *Nucleic Acids Research* **45**, W122-W129 (2017).

24. Wu, G., Rossidivito, G., Hu, T., Berlyand, Y. & Poethig, R.S. Traffic Lines: New Tools for Genetic Analysis in Arabidopsis thaliana. *Genetics* **200**, 35-45 (2015).

# Supplementary material for: TERMINAL FLOWER 1-FD complex target genes and competition with FLOWERING LOCUS T
**Source:** Nat Commun. 2020 Oct 12;11:5118. doi: 10.1038/s41467-020-18782-1
**Supplement:** Supplementary file 3 — Descriptions of Additional Supplementary Files

## **Descriptions of Additional Supplementary Files**

**Supplementary Data 1** TFL1-FD bound and regulated genes

How the deposited data were processed for this re-analysis (not part of the article)

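The values used are the raw read counts per gene, one file per library, as deposited by the authors, who trimmed the reads with Trimmomatic, aligned them to TAIR10 with STAR and counted them on Araport11 genes with HTSeq without regard to strand. The files hold 37336 genes for 18 libraries, made of 3 genotypes, without or with FRP, in 3 replicates. The paper's 12 libraries were used for the main results and all 18 for comparison, and the 6 others are replicate 1 of untreated ft and of untreated wild type, replicate 2 of untreated tfl1 and replicate 2 of each treated genotype.

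Genes with at least 10 counts in at least 2 libraries were tested. Counts were scaled by TMM and all 6 conditions were fitted in a single model with edgeR 4.0.16 (limma 3.58.1) in R 4.3.3. Each contrast was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all tested genes, with a threshold of 0.005. Contrasts were FRP against untreated within each genotype, the difference of that effect between genotypes, and untreated mutants against untreated wild type. Where every count of a condition was at most 3, a lower bound on the fold change was computed from a count of 3 instead of a log2 fold change. This bound is a ratio of observed means to that count and not a confidence bound. DESeq2 1.42.0 was used as an alternative, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

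Principal components used the 500 genes of highest variance on log2 CPM with a prior count of 2. K-means used MacQueen's algorithm, which the paper names, with 3 clusters, 50 starts and gene-wise z-scores of the condition means after adding 0.5 CPM. An earlier run used R's default algorithm. The change was made after its result had been seen, and every named gene stayed in the same cluster. Binding came from the FD and TFL1 peak lists of Supplementary Data 1 on chromosomes 1 and 2, and peaks on other chromosomes were not used here. The odds ratio is from a two-sided Fisher's exact test with a 95% confidence interval.

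Named genes are those in the text and figures on this experiment. A further 3 genes per direction were picked by rule for the FRP effect in the wild type and for its difference between tfl1 and the wild type, being those with the largest log2 fold change among genes past the threshold in the same direction in both sets of libraries, with a mean count of at least 50 and no overlap between the libraries compared. For 3 against 3 libraries no overlap arises by chance in 10% of splits. The replicate numbers are those of the sample labels, and whether same-numbered libraries share a batch was checked by correlating their deviations from the condition means across genes.

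Alternatives were all 18 libraries, the replicate number as a block, each library left out in turn, DESeq2, DESeq2's size factors in edgeR, library totals, a minimum of 1 count in total or of 10 counts in every library, only the groups compared in the fit, at least a 2-fold change, an adjusted p of at most 0.05, counts thinned to the smallest library, and removal of smooth trends (5 degrees of freedom) on transcript length and GC content. For binding they were peaks with a -log10 q of at least 50, chromosome 1 alone, and a background matched on expression in 10 classes. These choices were made before the data were examined. DESeq2 fitted to each genotype alone and a background matched on transcript length were added after the data had been seen.

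On simulated counts with 200 genes changed by 2-fold, the test recovered 98.5% of them in the 12 libraries and 79% in the 18. With a random length trend of spread 0.3 in each library it recovered 0, and 97% and 80% after the trend was removed. That trend was drawn without regard to condition, so the simulation does not cover trends that differ between conditions, as those of the real libraries did. Without that trend, the test of the difference between genotypes recovered 173 of the 200 in the 12 libraries and 33 in the 18.

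The qRT-PCR, the ChIP-seq reads, the GO terms and the phenotypes were not analysed here.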

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

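Of the tests below, the removal of length and GC trends, the thinning and the comparison of FT counts for the differences between genotypes, the length and GC share and the ft label for the untreated wild-type library, and the mixed-sample test for FT were chosen only after the result was seen.

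The FRP effect differed between the wild type and ft for 12437 genes in the 12 libraries. Of the 32 ways to exchange genotype labels within treatments in the 18 libraries, 2 gave as many genes as the true labels, and the second was an exchange of replicate 1 of untreated wild type and of untreated ft, which gave 10266 genes against 6669, so by the share alone a grouping of the 18 libraries by chance cannot be excluded. FT counts, 0 and 11 in these libraries, speak against that exchange being the true labelling. The other relabellings gave at most 1553 genes, so the share rests on the exchange of this pair of libraries. Replicate 1 of untreated wild type is not among the 12 libraries, leaving it out of the 18 gave 12665 genes, and the share does not bear on the 12437 genes. With trends on length and GC content removed, 4279 genes were past the threshold in the 18 libraries, and after thinning to equal depth 12058 were so in the 12. Whether these are the same genes was not counted here or for the other comparisons. The share of the 10 highest genes differed by at most 1.32 percentage points between condition means, and the lowest FT count in ft was 8 above the highest in any other genotype, which speaks against a mislabelled ft library.

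The effect differed between tfl1 and ft for 8573 genes in the 12 libraries. Of the 32 relabellings only the true labels, 1 of 32, gave as many genes in the 18 libraries (3838 against 1404 for the next). The trends removed, 3639 genes were past the threshold in the 18 libraries, and 8066 in the 12 after thinning. The share of the 10 highest genes differed by 1.47 points, and the gap in FT counts that tells ft from other genotypes was 8. None of these tests accounts for the count of genes in the set of libraries it was run on. The relabelling and the trend removal did not cover the 8573 genes of the 12 libraries. An exchange of a wild-type and a tfl1 library would not show in FT, and which feature of the plants caused the difference was not tested.

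The effect differed between tfl1 and the wild type for 5906 genes in the 12 libraries and 1019 in the 18. Of the 32 relabellings only the true labels, 1 of 32, gave as many genes (1019 against 887 for the next). With the trends removed 1795 genes were past the threshold in the 18 libraries, against 1019 without the removal. After thinning 5609 genes were past it in the 12, and the share of the 10 highest genes differed by 1.67 points. From FT counts, with their gap of 8 between ft and the others, a mislabelled sample of wild type or tfl1 cannot be told apart. TFL1 counts do part the treated libraries, with 1461 to 1647 in tfl1 and 297 to 451 in the wild type. On PC2 of the 18 libraries untreated tfl1 lay from -24.5 to -22.1 and untreated wild type at 18.0, 20.0 and, for replicate 1, -3.60. The label left open is thus that of untreated wild-type replicate 1, which is not among the 12.

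The ft libraries held 141 FT counts in all, while the highest FT count in a wild-type or tfl1 library was 3. This excludes an exchange or mixture with the wild-type or tfl1 libraries sequenced here as their source. A mixture with other material that expresses FT was not tested. Of the 4 nearest genes 3 could be tested, and 0 were higher in untreated ft at the threshold, with 1 (FAS1, log2 fold change 0.35) at an unadjusted p under 0.05, so a rise of the neighbours is not what these data show. Reads could run in from a gene whose own count does not rise, such as FAS1 with 461 to 679 counts in ft, and the 18 libraries called only 88 genes for untreated ft, so this comparison is weak. What the FT reads in ft derive from was not tested.

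Untreated wild-type replicate 1 differed from replicate 2 with a chi-square per degree of freedom of 120 (119.58). Trends on length and GC content took up 29.4% of the variance of its difference from its siblings, which cannot tell whether they are the cause. LHY stood at 1.38 CPM in it, against 0.591 to 0.925 in the 8 other untreated libraries and 47.6 to 86.2 in the 9 treated ones, so it lay a little above the untreated range and far below the treated one. By ranges alone, neither of which holds the value, the test cannot tell, but a treated label or a large share of treated material is not what the value shows. It had 0 FT counts, so it is not an ft library, though on a scale from untreated wild type at 0 to untreated ft at 1 it lay at 0.911 with the trends removed. On the like scale to untreated tfl1 it lay at 0.670, where the test does not decide on a tfl1 label. The untreated tfl1 libraries themselves lay from 0.946 to 1.01, and on PC2 from -24.5 to -22.1 against -3.60 for this library, so a plain exchange with a library of that kind is not what the values show. Its PC1 of -1.98 lay outside the range of its siblings (-42.1 and -41.0) and of untreated tfl1 (-19.9 to -16.0). A partial mixture with untreated tfl1 was not modelled and cannot be told apart from the length and GC trends or from another cause. It is also open whether replicate 1 or its siblings depart from untreated wild type. The length slopes were -0.433 and -0.440 in replicates 2 and 3 and 0.108 in replicate 1. They ran from -0.0328 to 0.0421 in untreated ft and from -0.324 to -0.134 in untreated tfl1.

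LHY rose by a log2 fold change of 5.89 in ft in the 18 libraries. Of 21 effects of 7 other clock genes, 20 went in the direction of an earlier time of day in these libraries, which is consistent with the clocks of treated and untreated plants having been at a different phase. In the 12 libraries 5 of 7 did in the wild type, where TOC1 (0.10) and PRR5 (0.14) went the other way, 6 of 7 in ft and 7 of 7 in tfl1. With the trends on length and GC content removed the LHY effect was 6.06, so these do not account for it. The paper states that FRP began at the end of the short day and that control plants stayed in short days for 24 h. A shift of the clock by the light treatment cannot be told apart from a difference in time of harvest, and for genes that follow the clock neither can be told apart from other effects of FRP.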

How the results depend on the processing

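Of the tests in these paragraphs, DESeq2 fitted to each genotype alone and the background matched on transcript length were chosen only after the result was seen.

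With all 18 libraries in place of the 12, 1164 genes were up and 1391 down in ft instead of 2721 and 2682. The differences of the FRP effect fell to 6669 genes (WT against ft), 3838 (tfl1 against ft) and 1019 (tfl1 against WT), from 12437, 8573 and 5906. The genes up in WT or tfl1 but not in ft with a tested difference from ft fell from 5531 to 2807, untreated tfl1 against untreated WT from 5206 to 1461, and untreated ft against untreated WT from 8496 to 88. Leaving untreated wild-type replicate 1 out of the 18 gave the highest value for most of these results, and why that library differs was not settled.

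With the replicate block in the 18 libraries, 1032 genes were up and 1219 down in ft and 3475 up in tfl1. The differences were 5318 (WT against ft), 3036 (tfl1 against ft) and 922 (tfl1 against WT), the set with a tested difference from ft 2114, untreated tfl1 1270 and untreated ft 62. In the wild type, whose same-numbered libraries had a mean correlation of -0.070, the block gave 4904 up and 5715 down.

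Requiring at least a 2-fold change gave 4097 up and 2857 down in WT, 722 and 430 in ft, and 1832 and 1422 in tfl1. It gave 3975 genes up in WT or tfl1 but not ft, 2062 changed in WT and tfl1 but not ft, 7702, 3529 and 2397 for the differences of WT against ft, tfl1 against ft and tfl1 against WT, 3175 for the set with a tested difference, 1277 for untreated tfl1 and 1473 for untreated ft. An adjusted p of at most 0.05 gave 4806 up and 4896 down in ft, 10451 for tfl1 against WT and 9731 for untreated tfl1. Fitting only the groups compared gave 2880 for untreated tfl1. Removing trends on length and GC content gave 3670 for the set with a tested difference and 5335 for untreated ft. The cause was not tested for any of these.

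With library totals as the only scaling the split between up and down shifted to 6222 and 3577 in tfl1, 7271 and 5049 for WT against ft, 5455 and 2902 for tfl1 against ft, 3678 and 1861 in the genes changed in WT and tfl1 but not ft, 5721 and 2482 for untreated ft, and 3254 and 1828 for untreated tfl1. With a minimum of 1 count in total untreated tfl1 split 3451 and 2132.

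The odds ratio for co-bound genes was 0.947 with the 2-fold minimum (two-sided Fisher's exact test, p = 0.547), 0.901 with peaks of a -log10 q of at least 50 (exact p = 0.375) and 1.15 with a minimum of 1 count in total (exact p = 0.0671). It was 0.763 on chromosome 1 alone, 0.773 with a background matched on expression and 0.751 with one matched on transcript length. PC1 held 59.0% with all genes and 62.1% in the 18 libraries.

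With single libraries left out, the lowest and highest values were 3936 and 7187 for genes up in WT, 635 and 2491 for genes up and 684 and 2908 for genes down in ft, and 2138 and 5934 for genes up and 2849 and 5358 for genes down in tfl1. They were 2884 and 6684 for genes changed in WT and tfl1 but not ft, 3391 and 12665 for WT against ft, 2128 and 8863 for tfl1 against ft, 524 and 5345 for tfl1 against WT, 1352 and 5718 for the set with a tested difference, 741 and 5208 for untreated tfl1, 29 and 7526 for untreated ft, and 0.741 and 0.872 for the odds ratio. With single libraries left out of the 12, PC1 held 60.8% to 69.2%.

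Of 1179 comparisons of named-gene effects with an alternative, 1067 were the same, 62 weaker, 24 stronger and 26 reversed. The FRP effect of GI in tfl1 reversed to 0.165 in the 18 libraries, 0.155 with the block, 0.0905 with library totals and 0.0109 with thinned counts, and ran from -0.26 to 0.36 with single libraries left out of the 12 or the 18. The effect of BRI1 in tfl1 reversed to 0.0422 in the 18 libraries, 0.0431 with the block and 0.0453 with library totals (-0.16 to 0.14 with libraries left out), and that of ABI5 in tfl1 to 0.0396 and 0.0423 in the 18 libraries without and with the block (-0.33 to 0.18). For FUL, tfl1 against WT was -0.0303 in the 18 libraries, -0.0392 with the block, -0.00857 with DESeq2, -0.0146 with DESeq2's size factors, -0.0224 with library totals, -0.0188 with a minimum of 1 count, -0.00743 with only the groups compared and -0.19 with the trends removed (-0.45 to 0.42 with libraries left out). In the 12 libraries these effects were -0.01 for GI, -0.06 for BRI1, -0.17 for ABI5 and 0.02 for FUL, none past the threshold, so their change of sign says nothing on direction.

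With trends on length and GC content removed, GI changed by -0.45 and BRI1 by -0.58 in WT, ABA1 by -0.20 and SMXL8 by -0.12 in tfl1, TPPH by -0.0687, MP by 0.000475, BRI1 by 0.00994 and BIM1 by 0.18 in ft, and SOC1 by 0.46 for WT against ft, each opposite to the main result. With single libraries left out BIM1 in ft ran from -0.13 to 0.0481, GI in untreated tfl1 against untreated WT from -0.16 to 0.58, LMI2 in WT from -0.0591 to 0.15 and MP in ft from -0.42 to 0.0683.

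Exchanging labels between the groups compared, while parting every same-numbered pair, allows 4 splits, and 1 of 4, the true one, gave as many genes in WT, in ft, in tfl1, in untreated tfl1 against untreated WT and in untreated ft against untreated WT, so 4 splits cannot exclude that the libraries group this way by chance. With 4 splits a share below 1 of 4 is not possible, whatever the data. The other splits gave 0 to 2 genes, against 11283 in WT, 2555 in ft, 7639 in tfl1, 1461 for untreated tfl1 and 88 for untreated ft with the true labels. Of 50 drawn relabellings 1, the true labels, gave a result as large for the genes up in WT or tfl1 but not ft (5544, next 5405), for those changed in WT and tfl1 but not ft (4629, next 4124) and for those with a tested difference (2807, next 2459). For the co-bound odds ratio 39 of 50 were as far from 1. The exchanged labels gave sets of 25 to 5405 genes with a median of 279, whose odds ratios scatter widely for their size, so this comparison does not inform on the odds ratio.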

Differences from the paper's values

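Fig. 5a shows about 6600 genes up in the wild type or tfl1, about 2700 in ft and about 5500 in the wild type or tfl1 but not ft, read by eye, and the 12 libraries gave 7879, 2721 and 6623 here. DESeq2 with each genotype fitted alone, which was added after these values had been seen and after the planned DESeq2 fit had given 7615, 2896 and 6316, gave 6619, 2711 and 5466. In Supplementary Fig. 11a PC1 holds about 70% and PC2 about 11% of the variance, read by eye, against 65.2% and 13.2% here, and 11.3% for PC2 in the 18 libraries and 11.4% with all genes.

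The paper describes SOC1 as weakly de-repressed in ft, and here its log2 fold change in ft was 1.82, not shown to differ from the wild type.

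The paper describes LFY, AP1, FUL and LMI2 as rising more in tfl1 than in the wild type. The tested difference in log2 fold change was -0.61 for LFY, 0.02 for FUL and 0.46 for LMI2 in the 12 libraries. For AP1, with 0 to 1 counts in untreated wild type, the fold change was smaller in tfl1. None of the 4 differences was past the threshold (AP1 adjusted p = 0.00839 in the 12 libraries and 0.0274 in the 18, edgeR quasi-likelihood test, Benjamini-Hochberg). LMI2 was not past the threshold in the wild type, except with trends on length and GC content removed (0.35). In CPM, LFY and LMI2 rose more in tfl1 than in the wild type, and the rise of AP1 was not smaller in tfl1. FUL was not compared on that scale, and differences in CPM were not tested.

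The paper states a higher accumulation of GI and CO in untreated tfl1. Neither was past the threshold in the 12 libraries with edgeR's test, and GI was with DESeq2 (0.52). With FRP in the wild type GI and BRI1 were past the threshold in the 12 libraries, not in the 18, and again when untreated wild-type replicate 1 was left out of the 18 (1.31 and 1.07). With trends on length and GC content removed from the 12 they were past it in the opposite direction (-0.45 and -0.58).

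TPPJ is among the genes named as de-repressed, and in the wild type it was not past the threshold in the 12 or the 18 libraries, but was at an adjusted p of at most 0.05 and with the replicate block (0.73). TPPE fell in tfl1 by 1.70, and BRI1, ABA1, ABI5 and ABF4 were not past the threshold in tfl1. The paper's rule asks for a rise in the wild type or in tfl1 but not in ft. By that rule TPPJ, TPPE, BRI1, ABA1 and ABF4 belonged to the set in the 12 libraries, so these calls do not contradict the paper. For TPPJ the paper also reports a rise in both genotypes by qRT-PCR. ABI5 was past the threshold in ft in the 12 libraries, which takes it out of the definition that the other 34 direct targets meet. This did not hold with DESeq2, library totals, thinned counts or the 18 libraries, each of which left 0 direct targets up in ft.

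ARR7 and ARR15, drawn as falling, rose in tfl1 by 0.47 and 0.81 in the 12 libraries.

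With clusters defined by the co-bound genes, DFL1 and BSK6 lay nearest to the cluster of CO rather than to that of LFY. SDG4 lay nearest to that of LFY rather than with the other chromatin regulators. When all genes up in the wild type or tfl1 but not in ft defined the clusters, DFL1 still lay with CO. BSK6 then lay with LFY, and SDG4 lay with neither LFY nor the other chromatin regulators.

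SOC1 and SMXL6 are in the TFL1 but not the FD peak list, and ARF6, drawn as an indirect target, is in the FD list.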

Other observations

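Of the tests in these paragraphs, the removal of length and GC trends for UBQ10 and the comparison of length slopes in the wild type were chosen only after the result was seen.

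UBQ10, the reference of the qRT-PCR, rose with FRP by a log2 fold change of 1.67 in the wild type, 0.94 in tfl1 and 0.24 in ft of the 12 libraries, and by 1.51, 0.93 and 0.37 in the 18. Of 5 other reference genes 2 were up in the wild type at the threshold, EF1A (0.90) and SAND (0.54), while PP2AA3 fell by 0.24 and ACT2 by 0.16 and TIP41 changed by 0.13. From the count of 2 alone a shift of the whole scale cannot be told apart from a change of UBQ10, but a shift shared by all genes would move these genes alike and does not account for 1.67. With trends on length and GC content removed UBQ10 still rose by 1.19 in the wild type.

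The FRP effect in the wild type rose with transcript length. The mean slope on length was higher in treated than in untreated wild type by 3.99 standard deviations within conditions, which cannot tell a biological change from library-to-library differences in length bias.

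TFL1 rose with FRP in the 12 libraries by 1.08 in the wild type, 2.85 in tfl1 and 1.44 in ft. FD changed by 0.52 in the wild type, -0.55 in tfl1 and -0.61 in ft. The 18 libraries gave 1.33, 2.90 and 1.29 for TFL1, and 0.24, -0.56 and -0.49 for FD.

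Untreated ft differed from untreated wild type for 4384 genes up and 4112 down in the 12 libraries, but for 43 and 45 in the 18, where 2512 and 3593 were so at an unadjusted p under 0.05. No gene was past the threshold in opposite directions in the 12 and the 18, but the 18 include the 12.

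The genes picked by rule for the wild type were AT5G34795, WAVE5 and ddf2, at least 43.1-fold, 185.4-fold and 40.7-fold higher with FRP in the 12 libraries, and AT1G66100, AT1G14250 and LHB1B1, of which AT1G66100 and AT1G14250 were at least 46.4-fold and 372.3-fold lower and LHB1B1 had a log2 fold change of -6.87 in the 12 libraries and -6.82 in the 18. The 18 libraries gave smaller rises, with log2 fold changes of 4.12 for AT5G34795, 4.32 for WAVE5 and 3.43 for ddf2, and AT1G66100 and AT1G14250 were at least 32.5-fold and 244.8-fold lower there. For the difference between tfl1 and the wild type they were AT3G62950, AT1G24270 and AT5G10210 on the higher side and SAG12, AT4G01390 and PR1 on the lower.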
